# Atlas of Musculoskeletal Stem Cells with the Soft and Hard Tissue Differentiation Architecture

**DOI:** 10.1002/advs.202000938

**Published:** 2020-10-22

**Authors:** Zi Yin, Junxin Lin, Ruojin Yan, Richun Liu, Mengfei Liu, Bo Zhou, Wenyan Zhou, Chengrui An, Yangwu Chen, Yejun Hu, Chunmei Fan, Kun Zhao, Bingbing Wu, Xiaohui Zou, Jin Zhang, Ahmed H. El‐Hashash, Xiao Chen, Hongwei Ouyang

**Keywords:** limb development, lineage tracing‐, musculoskeletal stem cells, single‐cell RNA‐sequencing

## Abstract

Although being of utmost importance for human health and mobility, stem cell identity and hierarchical organization of musculoskeletal progenitors remain largely unexplored. Here, cells from E10.5, E12.5, and E15.5 murine limbs are analyzed by high throughput single‐cell RNA sequencing to illustrate the cellular architecture during limb development. Single‐cell transcriptional profiling demonstrates the identity and differentiation architecture of musculoskeletal stem cells (MSSC), soft and hard tissue progenitors through expression pattern of musculoskeletal markers (scleraxis [*Scx*], *Hoxd13*, *Sox9*, and *Col1a1*). This is confirmed by genetic in vivo lineage tracing. Moreover, single‐cell analyses of Scx knockout mice tissues illustrates that *Scx* regulates MSSC self‐renewal and proliferation potential. A high‐throughput and low‐cost multi‐tissues RNA sequencing strategy further provides evidence that musculoskeletal system tissues, including muscle, bone, meniscus, and cartilage, are all abnormally developed in Scx knockout mice. These results establish the presence of an indispensable limb Scx+Hoxd13+ MSSC population and their differentiation into soft tissue progenitors (*Scx+Col1a1+*) and hard tissue progenitors (*Scx+Sox9+*). Collectively, this study paves the way for systematically decoding the complex molecular mechanisms and cellular programs of musculoskeletal tissues morphogenesis in limb development and regeneration.

## 1 Introduction

The limb is a complexly patterned, easily observable and experimentally modifiable organ, leading it to be widely used as a model in developmental biology.^[^ ^1^ ^]^ Limb development is a complex morphogenetic process that integrates cells from multiple origins into a well‐organized structure.^[^ ^2^ ^]^ The correct specification of progenitor populations and the ability of these cells to respond to spatiotemporal cues are critical for the successful formation of limbs. Limb malformation is an extremely common type of human malformation that occurs in ≈1 in every 500 births.^[^ ^3^ ^]^ Mechanisms orchestrating limb morphogenesis and differentiation are complex. Currently, there is a lack of sufficient knowledge on the sequential and tightly coordinated cellular events that lead to the establishment of each individual tissue type within the vertebrate limb.^[^ ^4^ ^]^ Increasing understanding of the morphogenesis and cellular origin of the limb will advance our knowledge of how limb malformations occur, as well as provide an important framework for designing better in vitro models and regenerative approaches using stem cell therapies.

Among all the components of an entire limb, musculoskeletal system accounts for a great deal of proportion. In the early stages of musculoskeletal development, each musculoskeletal primordium initially develops as an independent component, and progenitors of musculoskeletal components migrate and settle down in prospective regions to give rise to bone, cartilage, muscle, tendon, and ligament primordia.^[^ ^5^ ^]^ The existence of skeletal stem cells has been identified by lineage tracing and clonal analysis, gradually differentiating into bone, cartilage, and stroma.^[^ ^6^ ^]^ However, the origin of musculoskeletal stem cells (MSSC), which develop into soft and hard connective tissues, have not yet been identified.

Single‐cell RNA sequencing (scRNA‐seq) has emerged as a powerful tool that enables simple and robust access to the transcriptomes of thousands of single‐cells. Recent advances in the single‐cell analysis technologies present great ability to delineate hierarchical cellular states, including intermediate progenitors and the networks of regulatory genes orchestrating cell‐type specification. Given its power to provide comprehensive descriptions of transcriptomic states and their presumptive regulators, scRNA‐seq has been successfully used to phenotypically characterize and classify cells in tens of organs and tissues, as well as to study early lineage diversification.^[^ ^7^, ^8^ ^]^ Recently, the scRNA‐seq work of limb development in the chick and mouse profiled the transcriptional landscape and cell‐type heterogeneity.^[^ ^9^ ^]^ Deeper sequencing at different developmental stages may be necessary to more accurately define the cell population at the transition state and gain insight into transcripts that may have relatively low expression levels. A systematic map of the molecular and cellular dynamics during the early limb development may reveal the characteristic features of limb development and musculoskeletal stem/progenitor cell populations involved in limb lineage development. Herein, we use the Fluidigm C1 system with optimized high‐throughput integrated fluidics circuits (HT IFCs) to carry out single‐cell resolution gene expression profiling during early murine limb development, from E10.5 when the limb bud erupts to E15.5 when most tissue types are specified. We also chose E12.5 as an intermediate developmental stage time point to evaluate the possible stem/progenitor cells during limb morphogenesis. This enables us to successfully create an atlas of gene expression state/patterns in multiple limb cell types, identify MSSC, and characterize the molecular mechanisms controlling early cell lineage decisions in the developing limb.

Genetically modified mice are commonly used for research or as animal models of human diseases. The most common type is the gene knockout mice, where the activity of a single (or in some cases multiple) gene is removed.^[^ ^10^ ^]^ Previous research of whole‐body gene knockout or tissue‐specific knockout mice are often limited to studies of individual organ or phenotype. However, many genes are expressed and function in multiple tissues, and different types of tissues can crosstalk and influence function of the others. Thus, often times, the systematical effects caused by loss of function of the target gene are poorly investigated by examining one tissue type. The unique barcode and index labeling strategy can be used for cost‐effective, organism‐wide transcriptome analysis, which will enable the screening of the most affected tissue or organ due to gene deficiency. Here, using comparative multiple sample RNA‐seq and scRNA‐seq, we successfully generated transcriptome profiles across different tissues in wild‐type and scleraxis (*Scx*) knockout mice, and obtained a cell map of mouse hind limbs at single‐cell resolution.

We also found that *Scx* expression labels a stem/progenitor population that gives rise to musculoskeletal cells of soft tissue (myocytes, meniscus cells, tenocytes) as well as to hard tissue (chondrocytes and osteocytes). Loss of Scx function during limb development leads to a marked decrease in musculoskeletal progenitor expansion and limb patterning defects. Our study demonstrates a strategy for the systematic transcriptome analysis of a gene knockout mouse and provides a blueprint for understanding the function of MSSC on limb development.

## 2 Results

### 2.1 Unbiased Clustering Confirms Known Cell Populations in the Constructed Limb

To determine the cellular composition of the developing limb, we isolated and sequenced transcriptomes of individual live cells from the developing murine hind limb (from the limb bud initiation at E10.5 to a fully patterned hind limb at E15.5) based on Fluidigm C1 system with optimized microfluidic circuits platform, which is the good balance of throughput and resolution.^[^ ^11^ ^]^ After sequencing and data processing, we got high‐quality transcriptomic data from 1533 single‐cells, including 383 E10.5 cells, 383 E12.5 cells, and 765 E15.5 cells. The scRNA‐seq data had high read depth, mapping up to 4000 genes for most of the single‐cell samples (Figure S1, Supporting Information). Our single‐cell transcriptomic data identified eight major cell populations in the developing hind limb by Seurat analysis. Notably, the limb bud cells have relative homogeneity, which was made up of only cells from E10.5 (**Figure** **1**b); E15.5 cells showed significant heterogeneity, which indicated well differentiation of the limb (Figure 1a,b). The heat map showed single‐cell data sets with clear differential gene expression modules and cell‐type clusters (Figure 1c). Other than the limb bud cell cluster, we were able to identify the analyzed six other cell clusters including the connective tissue cells, chondrocytes, endothelial cells, epidermal cells, immune cells, and muscle tissue cells. The other cluster composed of mainly E12.5 cells was assigned as MSSC. Gene ontology (GO) analysis was conducted to gain a better functional insight on different cell clusters; results illustrated that cells in the limb bud cluster highly expessed genes that play key roles in the limb development and developmental maturation (Figure 1d). MSSC cluster was enriched in genes controlling the limb development, stem cell development, skeletal system development, and mesenchymal cell development (Figure 1d), with high expression levels of *Scx* and *Hoxd13*. (Figure 1e,f). *Hoxd13* has been reported to be heterogeneously expressed in different cell types during limb development.^[^ ^9a^ ^]^ The GO terms related to connective tissue development and mesenchymal cell development were highly represented in the connective tissue cells cluster, expressing high levels of *Col1a1* and *Lum* (Figure 1e,f). Additionally, GO terms related to cartilage development and skeletal system development were enriched in the chondrocyte cluster, showing an upregulation of *Col9a1* and *Col2a1* (Figure 1e,f). Remarkably, the endothelial cell cluster was high in genes associate with vasculature development, while GO terms related to skin development were highly represented, specifically in the epidermal cell cluster (Figure 1d). Moreover, the GO term related to immune response was enriched in the immune cell cluster that showed high *Gata2* and *Plvap* expression levels (Figure 1e,f). Cells in the muscle tissue cluster were high in genes controlling muscle tissue development, with high expression levels of *Myod* and *Tnnt1* (Figure 1e,f). We predicted the identity of stem cells using stemID algorithm.^[^ ^12^ ^]^ The inferred lineage tree (Figure S2A, Supporting Information) indicated that limb bud cells (cluster 7) will differentiate into MSSC (cluster 2), which linked to all the other cell clusters including chondrocytes (cluster 3), muscle cells (cluster 5), and connective tissue cells (cluster 1), respectively. Results showed that the *Scx+Hoxd13+* MSSC population exhibited the highest score, which means high degree of multipotency (Figure S2B, Supporting Information).

**Figure 1:**
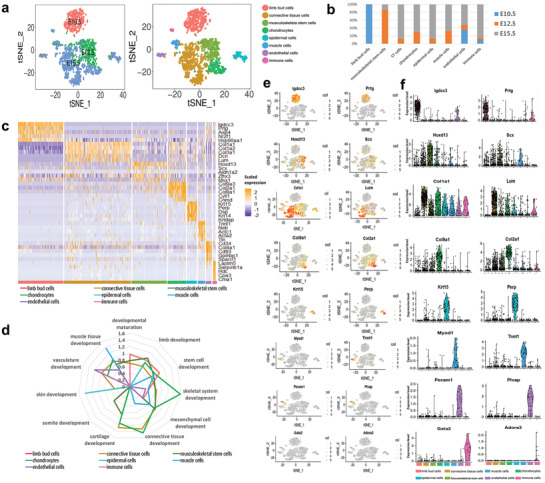
Single‐cell RNA‐seq reveals eight major cell clusters during limb morphogenesis. a) Limb cell transcriptomes visualized with t‐distributed stochastic neighbor embedding (t‐SNE), left panel colored by embryonic stage, and right panel colored according to unsupervised clustering. 1533 single‐cells from mouse hind limb of embryonic (E10.5, E12.5, and E15.5) were grouped into eight distinct clusters (colors indicated). Each point represents an individual cell. b) Component of different stage (E10.5, E12.5, and E15.5) in each cluster during limb development. c) Heatmap of genes significantly enriched within each individual cluster. Single‐cells are shown in columns; genes are shown in rows. Top five differential genes of each cell type are shown. d) The enriched biological processes gene ontology (GO) in different cell clusters. e) Expression of representative cluster‐specific genes projected onto the t‐SNE map. Gray indicates low expression and red indicate high expression. f) Violin plots showing distribution of expression for selected t‐SNE cluster marker genes. Cell types are represented by different colors in (a), (b), (c), and (d).

### 2.2 Identifying Developmental Trajectory and Regulatory Genes during Musculoskeletal System Development

In order to reveal the musculoskeletal system development and sequential waves of regulators that act in differentiation, our further analysis excluded epidermal cell cluster, endothelial cell cluster, and immune cell cluster. Pseudotime ordering of individual cells from the other five clusters were reconstructed by Monocle,^[^ ^8b^ ^]^ an unsupervised algorithm (**Figure** **2**a left panel). The trend of reconstructed trajectory was consistent with the real development time point (Figure 2a middle panel), which could represent the temporal (stem/progenitor and differentiated/maturation lineage) relationships during the development of limb musculoskeletal tissues. The reconstructed trajectory tree colored by clusters shows some overlap along the pseudotime (Figure 2a right panel). The dynamic changes of gene expression along the whole lineage differentiation trajectory are shown in Figure 2b. The repressed genes during differentiation included *Asb4, Lhx2, Chd7*, and *Igdcc3*, while the group of matrix genes such as *Col1a1, Lum, Eln*, and *Dcn* gradually increased along pseudotime progression (Figure 2c). The expression peak of *Hoxd13, Igfbp3, Tnnt1*, and *Scx* were shown in the middle part of pseudotime tree (Figure 2c). As shown in Figure 2a, the hierarchy of musculoskeletal tissue cell lineages was reconstructed into a stepwise developmental cell commitment and differentiation trajectory with four branches. Notably, at the early differentiation point, one branch (Y1) that had high expression levels of *Scx, Mecom, Hoxd13*, and *Ccnb1* gene from the earlier embryonic stage, could be defined as an early stem/progenitor branch, while the other branches strongly expressing matrix genes *Col14a1, Lum, Ogn*, and *Dcn* were defined as a differentiated branch (Figure 2d). We used a specific heatmap to show the gene expression dynamics of these two branches (Figure 2d). There is a separate short branch (Y4) only consisting of cells from muscle cell cluster, which is similar to the development*in vivo* that muscle cells originating from the somite migrate into the limb to complement the formation of musculoskeletal system. At the end of the tree‐like structure, we found two branches following differentiation, the Y2 branch presented the hard tissue differentiation pathway, as evidenced by branch‐dependent expressing high levels of osteochondro‐lineage marker genes *Acan, Col2a1, Sox9*, and *Sox5* (Figure 2e). The Y3 branch expressing high levels of *Dcn, Ogn, Col5a1*, and *Col1a1* might present the other soft tissue differentiation, such as the stromal cell sub‐cluster and the teno‐lineage sub‐cluster (Figure 2e). In summary, the lineage distance showed in this study could represent both the temporal and spatial (hard and soft connective tissues) relationships during the development and maturation of limb musculoskeletal system tissues.

**Figure 2:**
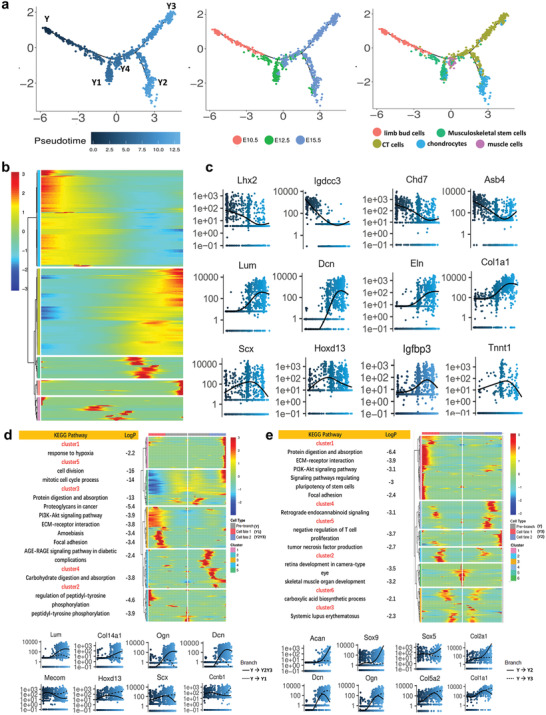
Single‐cell RNA‐seq reveals musculoskeletal tissue cells trajectory during limb morphogenesis. a) Differentiation trajectory of musculoskeletal tissue cells constructed by Monocle. Left panel was colored by pseudotime order. Middle panel was colored by real time point. Right panel was colored by cell clusters. Branches on the 2D trajectory tree are indicated as Y1, Y2, Y3, and Y4. b) Heat map of differentially expressed genes identified by Monocle (rows), with cells (columns) are ordered according to the pseudotime development. c) Plots showing the relative expression of differentially expressed genes in pseudotime order. Each dot represents a single‐cell; different color represents pseudotime order. d) Branch kinetic heatmap of significantly branch‐dependent genes (BEAM test; FDR < 10%) in pseudotime order (upper panel). Branch expression curves for representative significantly branch‐dependent genes (lower panel). Dashed line indicates the spline fit for cells on the path from the root of the tree (Y) in (a) to outcome Y1, while the solid line indicates the curve for the path to Y2Y3. e) Branch kinetic heatmap of significantly branch‐dependent genes (BEAM test; FDR < 10%) at transition point (upper panel). Branch expression curves for representative significantly branch‐dependent genes (lower panel). Dashed line indicates the spline fit for cells on the path from the root of the tree (Y) in (a) to outcome Y3, while the solid line indicates the curve for the path to Y2.

### 2.3 Single‐Cell RNA‐Seq Distinguishes *Scx+* Musculoskeletal Stem Cells during Musculoskeletal System Development

Since *Scx* was enriched in MSSC (Figure 1f), its expression is relatively high during the critical stage of fate decision (Figure 2c) before major tissue types are specified. To study heterogeneity lying within *Scx*‐positive MSSC, *Scx*‐expressing cells were included for further analysis; the final scRNA‐seq dataset was comprised of 739 cells. Across all the single‐cells analyzed, 20 577 unique genes were found to be expressed. We performed Seurat analysis and identified six major sub‐clusters of *Scx*‐expressing cells with distinct gene expression patterns (**Figure** **3**c), including limb bud cells, cycling cells, hard tissue lineage cells (osteo‐chondrocytes), and soft tissue lineage cells (tenocytes, muscle cells, and fibroblastic connective tissue cells) (Figure 3a). As expected, all limb bud cells were found to derive from E10.5, while other sub‐clusters were made up of cells from both E12.5 and E15.5 (Figure 3b). Sub‐cluster 4 is annotated as muscle cells due to the high expression levels of *Actc1, Tnnt1* and *Myod1* (Figure 3d,e). Sub‐cluster 6 is annotated as chondrocytes as*Sox9, Col2a1*, and *Sox5* were highly expressed (Figure 3d,e). To further analyze differential gene expression, GO enrichment analysis was performed and representative GO terms in represented biological process were illustrated (Figure S3, Supporting Information). We found that genes specifically expressed in each cell type were enriched in the expected GO terms (Figure S3, Supporting Information). For example, genes that are specifically expressed in muscle cell cluster are significantly enriched in muscle cell development; specific genes of chondrocyte cluster are significantly enriched in skeletal system development and positive regulation of chondrocyte differentiation. These analyses strongly indicated that our cell‐type assignments are accurate. Gene set enrichment analysis showed that cells belonging to sub‐cluster 3 had a relative stronger tendon gene signature and TGF‐beta signaling compared to other sub‐cluster counterparts (Figure S3, Supporting Information).

**Figure 3:**
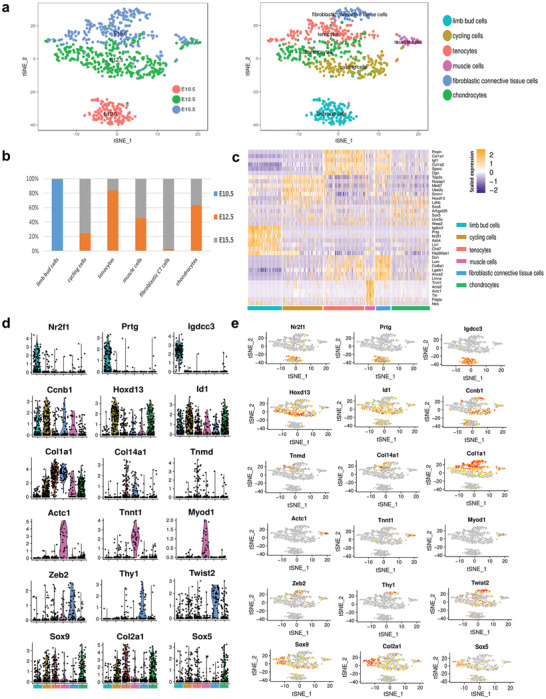
Single‐cell transcriptome analysis distinguishes various cell lineages labeled by *Scx*. a) T‐stochastic neighbor embedding (t‐SNE) plots of *Scx*‐expressing cells during embryonic limb development from Day 10.5 and Day 15.5. Left panel colored by embryonic stage, and right panel colored according to unsupervised clustering. b) Component of different stage (E10.5, E12.5, and E15.5) in each *Scx*‐expressing sub‐cluster. c) A hierarchical clustering heatmap showing differentially expressed genes (row) across *Scx*‐expressing cells (column). Yellow corresponds to a high expression level; white and purple correspond to low expression levels. Top five differential genes of each sub‐cluster are shown. d) Violin plots show the expression level distributions of marker genes across cell types. Cell types are represented by different colors in (a), (c), and (d). e) FeaturePlot of representative genes enriched in each cluster.

### 2.4 Lineage Tracing of *Scx*+ Cells in Limb Development Homeostasis

To evaluate the cellular behavior of *Scx*+ cells in limbs, lineage tracing was performed by crossing *Scx‐cre* mice with mice carrying the Rosa26‐mT/mG reporter, which constitutively expresses membrane‐targeted Tomato fluorescentprotein and membrane‐targeted Green Fluorescent Protein (GFP) upon Cre‐mediatedrecombination.^[^ ^13^ ^]^ With this referred to as *Scx*‐cre;Rosa26‐mT/mG mice, live visualization and distinction of recombined *Scx*+ cells (GFP+) and non‐recombined cells are allowed.

To determine whether lineage‐labeled *Scx*+ cells contribute to musculoskeletal system morphogenesis, we detected the existence of lineage‐labeled *Scx*+ cells along with lineage specific markers in multiple tissues during development. As expected, the tendon and ligament tissues at all stages persistently expressed *Scx* (Figure S4, Supporting Information). We validated the musculoskeletal stem cell cluster revealed from scRNA‐seq by evaluating the expression of *Scx* by transgenic labeling and co‐localization with Hoxd13 (**Figure** **4**a). In E12.5 mice, the cartilage primordium of hind limb showed green fluorescence, reflecting the robust expression of this transgene (Figure S3a, Supporting Information). Early cartilage marker Sox9 overlapped with GFP, indicating a chondrogenic potential of *Scx*‐positive cell lineage (Figure 4a). After E15.5, we found that the GFP‐lineage‐labeled cells extended throughout the hind limb, consistent with the hypothesis of *Scx*+ cells being involved in multiple tissue morphogenesis (Figure S4b, Supporting Information). Interestingly, lineage‐labeled *Scx*‐derived GFP+ cells are located in the myofiber interstitium, but neither in the myofiber nor co‐stained by Mhc at E15.5 and E18.5 (Figure 4b,c), which is similar to other non‐satellite cells muscle progenitors.^[^ ^14^ ^]^ At day E15.5 and E18.5, immunofluorescence staining revealed that there were *Scx*‐mG‐labeled cells co‐expressing osteo‐lineage marker Ocn, or cartilage marker Sox9 (Figure 4b,c). To further investigate whether *Scx*+ cells take part in the formation of musculoskeletal system besides tendon in the adult stage, limbs were harvested over 4‐week period and sections were analyzed with confocal microscopy for the presence of lineage‐labeled cells. Notably, lineage‐labeled cells could still be observed within the musculoskeletal system, indicating that *Scx*‐lineage cells could contribute to musculoskeletal lineages during homeostasis (Figure 4d). Furthermore, we purified the *Scx*‐mG+ cells from *Scx*‐cre;Rosa26‐mT/mG mice limb bud at E10.5. Then the cells were injected into a wild‐type developing mouse limb bud at E15.5, then transplanted subcutaneously into nude mice. At 2 weeks, immunofluorescence staining revealed there were *Scx*‐mG‐labeled cells co‐expressing myofiber marker Myh3, or connective tissue matrix Col1, or chondrogenic marker Sox9, or osteogenic marker Runx2 (Figure S5, Supporting Information). Thus, *Scx*‐mG+ labeled cells in the musculoskeletal system showed characteristics of stem/progenitor cells.

**Figure 4:**
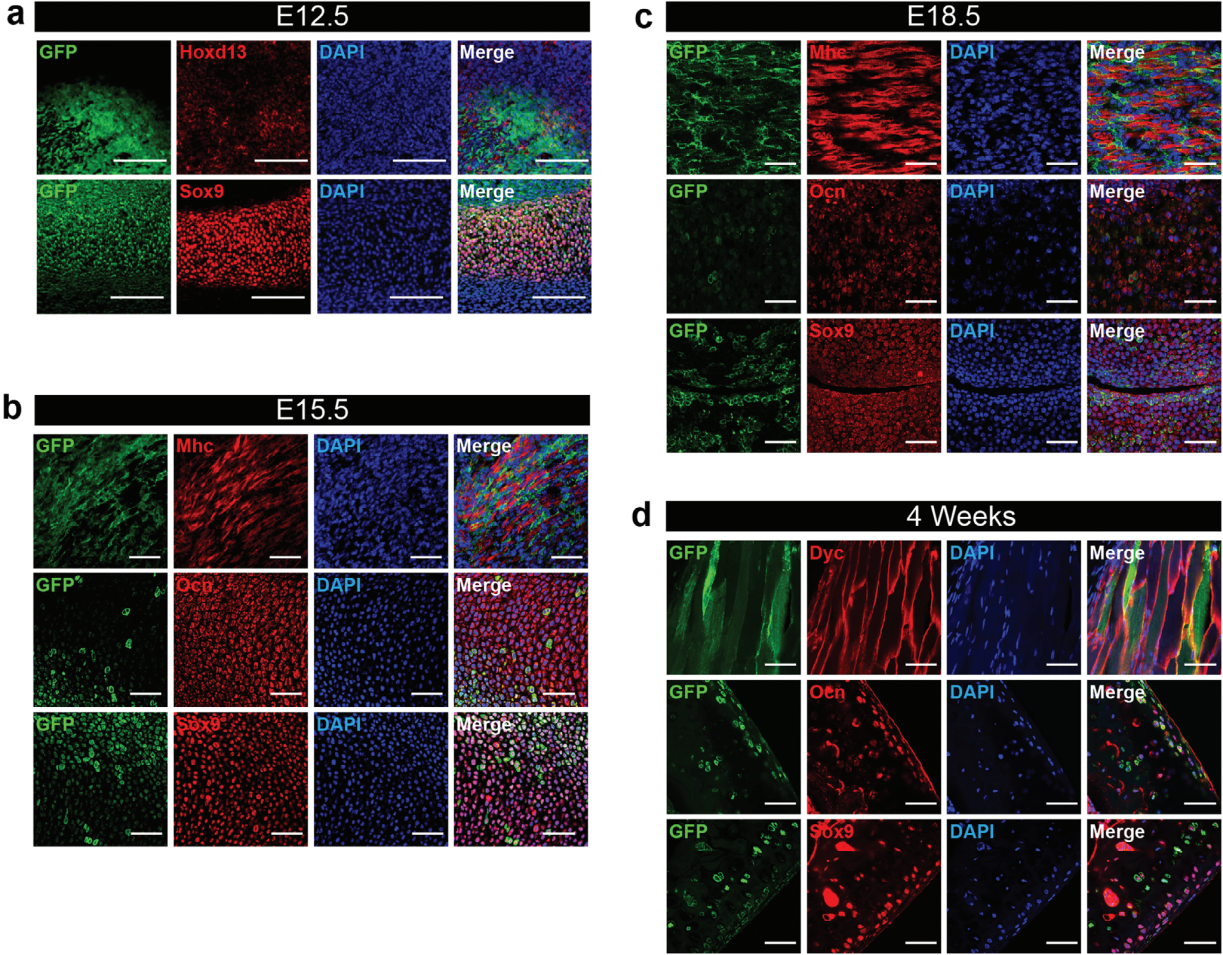
Lineage tracing of *Scx+* cells showed the participation of *Scx*+ cells in musculoskeletal system during limb development. a) Immunofluorescence of Scx (green), Hoxd13, and Sox9 in E12.5 day hind limb. Scale bar, 50 µm. b) Immunofluorescence of Scx (green), Mhc, Ocn, and Sox9 in E15.5 day hind limb. Scale bar, 50 µm. c) Immunofluorescence of Scx (green), Mhc, Ocn, and Sox9 in E18.5 day hind limb. Scale bar, 50 µm. d) Immunofluorescence of Scx (green), Dys, Ocn, and Sox9 in 4‐week hind limb. Scale bar, 50 µm.

### 2.5 Resolving Cellular Heterogeneity of WT and *Scx^−/−^* Mouse Limbs during Development by Single‐Cell RNA‐Seq

Expression of *Scx* was upregulated at the onset of both fore limb and hind limb formation since E10.5 and persisted until E12.5, tapering off at later time point (Figure S6, Supporting Information). Thus, we reasoned that the investigation of developing limbs from wild‐type and *Scx^−/−^* mice by scRNA‐seq could provide insights into the cellular mechanisms underlying musculoskeletal dysplasia.

To obtain cells for scRNA‐seq analysis, hind limbs of E12.5 embryos were carefully isolated under microscopy and enzymatically dissociated; at the same time, the tails were isolated for genotyping. Wild‐type and *Scx^−/−^* embryos were used for scRNA‐seq. After quality control, we retained 761 individual cells, including 372 wild‐type and 389 *Scx^−/−^* cells for the subsequent analysis. The average number of genes expressed in each wild‐type cell and *Scx^−/−^* cell were 2723 and 4051, respectively.

We performed a cell clustering analysis based on high variable gene. Identification of genes significantly enriched in each cluster highlighted common features within these clusters. GO analysis was then performed based on genes significantly enriched in each cluster to gain a functional insight of each cell cluster. In general, most of the cells can be classified into immune cells, and tissue stem/progenitor cells according to their gene expression patterns and functional characteristics (Figure S7, Supporting Information). Interestingly, according to the 3D‐PCA plot (**Figure** **5**a), cluster C6 and C9 were distinct from other cell clusters on PC1; it is intriguing that all cells in cluster C6 were *Scx^−/−^* cells and all cells in cluster C9 were wild‐type cells, indicating that the distinct gene expression pattern between these cell clusters might exert different influence on the development of musculoskeletal tissues (Figure 5b).

**Figure 5:**
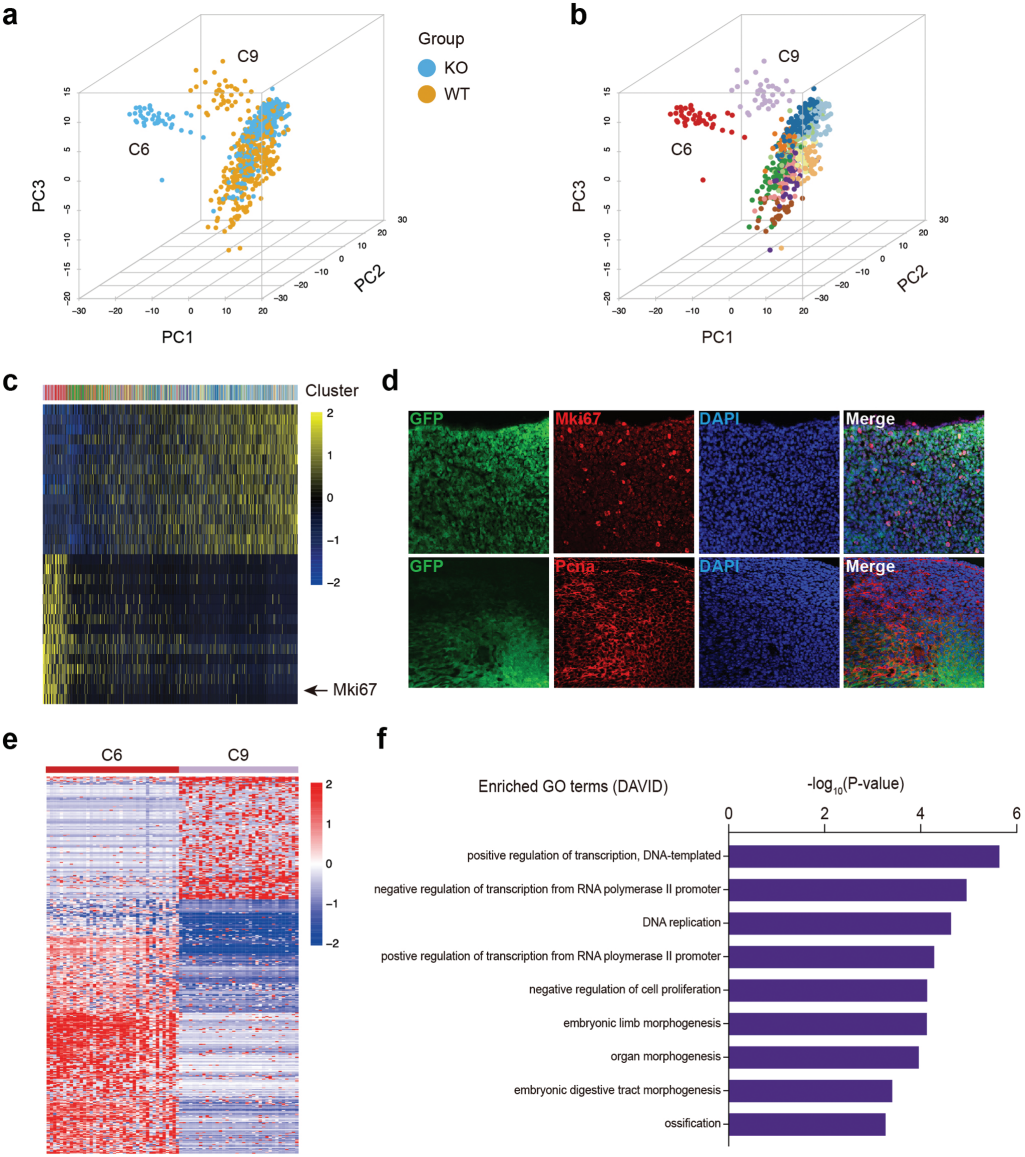
Single‐cell RNA‐seq analysis of hind limbs from embryonic wild‐type and *Scx^−/−^* mice. a) A 3D PCA of single‐cell RNA‐seq data for E12.5 mice hind limb cells. Plots are colored by genotypes. b) A 3D PCA of single‐cell RNA‐seq data for E12.5 mice hind limb cells. Plots are colored by cell types. c) A PC heatmap showing sources of heterogeneity PC1 in E12.5 mice hind limb single‐cell RNA‐seq data. Cells and genes are sorted by their principal component scores. d) Immunofluorescence of Scx‐GFP, Mki67, and Pcna in E12.5 day hind limb. Scale bar, 50 µm. e) A gene expression heatmap showing differentially expressed genes for cell cluster C6 and C9 in E12.5 mice hind limb single‐cell RNA‐seq data. Red corresponds to high expression level; Blue and white correspond to low expression levels. f) The enriched GO terms (biological processes) of differentially expressed genes for cell cluster C6 and C9. Up, GO terms of genes upregulated in C9; down, GO terms of genes downregulated in C9.

We then looked to find out the differences between these cell clusters and other cell clusters, as well as their intricate differences. First, we examined the gene expression pattern on PC1, which distinguishes C6 and C9 from other cell clusters. In consistent with the result above, we found that *Mki67* was highly expressed in C6 and C9, indicating that these cells were proliferative cells (Figure 5c). To assess the proliferative potential of *Scx*+ cells, proliferative markers were evaluated. Tissues from E12.5 Scx‐cre; Rosa26‐mT/mG mice hind limbs were harvested and we detected GFP+ cells contained cells co‐expressing proliferation markers (Mki67 and Pcna, Figure 5d). Next, we identified differentially expressed genes (DEGs) between cell cluster C6 and C9 (Figure 5e). GO analysis showed that genes related with embryonic limb morphogenesis, organ morphogenesis, and ossification, were downregulated in C6 (Figure 5f). These results demonstrated the loss of *Scx^−/−^* altered expression pattern of genes related to limb morphogenesis in a highly proliferative progenitor cell population during limb development.

### 2.6 Organism‐Wide RNA‐Seq Analysis of 16 Tissues in Wild‐Type and *Scx^−/−^* Mice

According to the Human Protein Atlas (www.proteinatlas.org) and Mouse Genome Informatics Database (www.informatics.jax.org),^[^ ^15^ ^]^ expression of *Scx* can be detected in diverse tissue types, suggesting that *Scx* deficiency could result in organism‐wide effects. To perform a comprehensive transcriptomic profiling of different tissues in wild‐type and *Scx^−/−^* mice (Figure S8a, Supporting Information), we introduced a multiplexed RNA‐sequencing (MuSeq) strategy. 

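In MuSeq, the RNA of each sample receives its own barcode during reverse transcription, and the barcoded samples are pooled before library preparation, which enriches reads from the 3′ ends of polyadenylated transcripts. The libraries covered 16 tissues from wild-type and *Scx-/-* mice aged 3 weeks, with 3 replicates per tissue and genotype and 96 libraries in total. The authors reverse transcribed total RNA with SuperScript II, prepared libraries with Nextera XT, sequenced on the Illumina platform named in the methods, mapped reads to mm10 with Bowtie2 at default parameters, and counted reads per gene with HTSeq. The deposited values are these counts, whole numbers without normalization, for 41575 gene symbols, of which 19082 were at 0 in every library. The versions of these tools, the gene annotation, the strand setting of the counting, the use of molecular identifiers, the sex of the mice, and which libraries came from the same mouse are not given in the sources used here. For this reason *p*-values measure the spread between libraries, and intervals and detection floors cover counting error only.

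Total counts per library ranged from 11244 to 1658192 (median 251640), and 16 libraries held fewer than 100000 counts. Replicates of a group differed by more than counting error, with a chi-square per degree of freedom of at least 6.93 between any pair of replicates (median 10.96 over 96 pairs, genes with at least 20 summed counts).

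In adipose, the wild-type libraries held 100469 to 140132 counts (median 105261) and the *Scx-/-* libraries 333668 to 498158 (median 439273). Bladder totals were 437302 to 587936 in wild-type mice (median 560317) and 243008 to 412594 in *Scx-/-* mice (median 320430). For bone, wild-type totals spanned 47131 to 115368 (median 59763) and *Scx-/-* totals 42272 to 240564 (median 124270). Cartilage samples had 217818 to 275773 counts in wild-type libraries (median 248016) and 205359 to 276018 in *Scx-/-* libraries (median 241844). In cortex, the wild-type libraries held 616505 to 1658192 counts (median 642686) and the *Scx-/-* libraries 932932 to 1374818 (median 1099474). Heart totals were 11244 to 439907 in wild-type mice (median 281535) and 159806 to 219017 in *Scx-/-* mice (median 185626). For hippocampus, wild-type totals spanned 118567 to 184695 (median 142967) and *Scx-/-* totals 255264 to 511781 (median 483351). Intestine samples had 93927 to 386890 counts in wild-type libraries (median 127356) and 26500 to 54955 in *Scx-/-* libraries (median 30014). In kidney, the wild-type libraries held 672218 to 1015500 counts (median 879922) and the *Scx-/-* libraries 242429 to 447350 (median 325755). Liver totals were 245271 to 481409 in wild-type mice (median 283430) and 580110 to 768443 in *Scx-/-* mice (median 587758). For lung, wild-type totals spanned 46732 to 341964 (median 53197) and *Scx-/-* totals 107301 to 227467 (median 120999). Muscle samples had 30409 to 871531 counts in wild-type libraries (median 474118) and 772636 to 866336 in *Scx-/-* libraries (median 842742). In rectum, the wild-type libraries held 49764 to 217467 counts (median 83150) and the *Scx-/-* libraries 78710 to 314033 (median 230777). Spleen totals were 189757 to 467090 in wild-type mice (median 289969) and 181627 to 233939 in *Scx-/-* mice (median 186699). For stomach, wild-type totals spanned 303011 to 440561 (median 334289) and *Scx-/-* totals 308093 to 700065 (median 371735). Vascular samples had 154625 to 354795 counts in wild-type libraries (median 218351) and 77132 to 152689 in *Scx-/-* libraries (median 89461). The totals of the 2 genotypes did not overlap in adipose, bladder, hippocampus, intestine, kidney, liver and vascular.

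For each tissue, the 3 *Scx-/-* libraries were compared with the 3 wild-type libraries by edgeR's quasi-likelihood test on counts normalized by the TMM method, after genes at 0 in all 6 libraries were removed. Log2 fold changes are given as *Scx-/-* over wild-type. DEGs were called at the study's thresholds, an unadjusted *p* under 0.05 with an absolute log2 fold change above 1, and separately at a Benjamini-Hochberg adjusted *p* under 0.05. These choices, the gene lists and the alternatives tried were fixed before the data were examined, except where stated.

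*Scx* lies on the plus strand of chromosome 15 of mm10, from 76457452 to 76459458, inside the gene *Bop1* on the minus strand (76452989 to 76477277). The paper's text does not say which part of *Scx* the allele lacks, so a count on the gene does not tell an intact transcript from a remaining part of it. At least 1 count was found in 12 of 48 wild-type libraries, 80 of 16098287 counts in all (4.97 CPM). Among the *Scx-/-* libraries, 1 of 48 held any, 9 of 17525282 counts (0.513 CPM). The wild-type counts were 18 and 2 in bone, 11 and 7 in muscle, 7 and 1 in cartilage, 7 and 3 in kidney, 11 in cortex, 6 in lung, 4 in vascular, and 3 in stomach, with 0 in the other tissues. Against a floor of 3 counts over the *Scx-/-* group, *Scx* was at least 12.2-fold lower in bone, 10.8-fold in muscle, 4.28-fold in cortex, 2.06-fold in lung, and 1.32-fold in kidney. Most of these limits rested on 1 library, by a calculation added after the results were seen: without wild-type replicate 1 the counts left were 2 in bone, 0 in cortex, 0 in lung, and 3 in kidney, no more than the floor, so no limit is given there, while in muscle it stayed at least 7.04-fold without *Scx-/-* replicate 3. It passed the study's thresholds in bone (adjusted p = 0.636 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and muscle (adjusted p = 0.771), in 2 of the 6 fits that leave out 1 library in either tissue. In the remaining tissues the difference was not detectable at this depth.

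**Figure D1:**
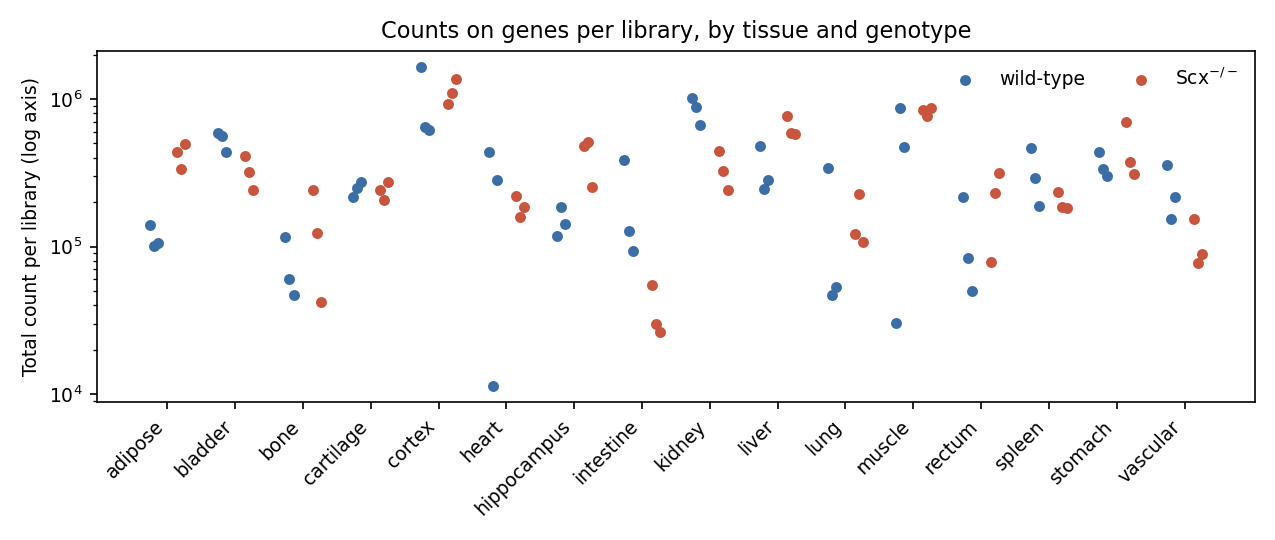
Total count of each library on a log axis, by tissue, with wild-type libraries in blue and *Scx-/-* libraries in red. The lowest total, 11244, belongs to a wild-type heart library and the highest, 1658192, to a wild-type cortex library.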

Different tissue samples were labeled with unique barcodes and reverse transcribed, and then pooled to construct cDNA library for sequencing as described before (Figure S8b, Supporting Information).^[^ ^16^ ^]^

By MuSeq, we embarked on obtaining transcriptome profiles of all major organs or tissues in mice. We analyzed adipose, bladder, bone, cartilage, cortex, heart, hippocampus, intestine, kidney, liver, lung, muscle, rectum, spleen, stomach, and vascular from wild‐type and *Scx* knockout mice. 

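A gene was taken as detected in a library when it had a count of at least 1, as in the methods of the study. Over the 96 libraries, 8428.5 ± 2571.1 genes were detected (SD, n = 96), with a minimum of 2808 and a maximum of 13785. Means per tissue ran from 4873.2 in adipose to 12682.3 in cortex. By tissue and genotype, the lowest mean was 3279.7 ± 416.9 in wild-type adipose (SD, n = 3), and the highest was 12986.7 ± 547.2 in *Scx-/-* cortex. The largest spread between replicates was 3991.6 genes (SD) in wild-type muscle, where 1 library held 30409 counts, followed by 3658.5 in wild-type heart. Depth differed between tissues, and with every library above 57359 counts thinned to that depth, the 10th percentile of the totals, the mean was 6449.6 genes. A minimum of 5 counts moved it most, to 6049 genes.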

In general, the number of genes detected in each tissue varied from each other, and an average of 8426 genes were detected across all samples. To obtain an overview of the power of MuSeq to recapture inter‐sample differences, a t‐distributed stochastic neighbor embedding (t‐SNE) analysis was performed for dimensionality reduction and data visualization. A t‐SNE map demonstrats that most tissues can be clearly separated except for the cortex and hippocampus, possibly due to their similarity in transcriptional profile (Figure S8c, Supporting Information, showed).

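The separation was measured without t-SNE, whose coordinates depend on settings that the paper's text does not give, by Pearson correlation of log2(CPM + 1) between libraries. For 77 of 96 libraries (80.2%, exact Clopper-Pearson 95% confidence interval 70.8% to 87.6%), the library with the highest correlation was of the same tissue. Ward clustering on these correlations into 16 groups gave an adjusted Rand index of 0.78 with the tissue labels. All 6 hippocampus libraries were closest to a cortex library, with a mean correlation of 0.778 between the tissues, against 0.718 within hippocampus and 0.883 within cortex. All 6 cartilage libraries were closest to a muscle library (mean correlation 0.676 with muscle and 0.681 within cartilage), as were 4 of the 6 bone libraries, for which the mean correlation within bone was 0.546. A list of fast-twitch muscle fibre genes took 9.41% ± 0.624 of wild-type and 9.81% ± 1.49 of *Scx-/-* cartilage counts (SD, n = 3). The shares were 4.17% ± 1.84 and 4.91% ± 1.42 in bone, against 19.1% and 20.9% in muscle. Cartilage and bone values thus also hold muscle fibre transcripts. The other 3 libraries with a nearest library of another tissue were adipose *Scx-/-* replicate 1 (stomach), intestine wild-type replicate 1 (stomach), and rectum *Scx-/-* replicate 1 (bladder). The choice of genes and scale moved this result most: on CPM without a logarithm, or with only the 2000 most variable genes, 93 libraries (96.9%) were closest to a library of their own tissue.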

### 2.7 Tissue‐Specific Genes Reflect Tissue Biological Functions

We then looked to identify tissue‐specific genes (TSGs) that were highly expressed and relatively specific to each tissue. To identify TSGs, we introduced a method which has been developed for identifying cell‐type marker genes.^[^ ^17^ ^]^ We calculated the area under the receiver operating characteristic (AUROC) curve to quantify the accuracy of the prediction, and a *p*‐value was assigned to each gene using the Kruskal–Wallis test, comparing gene ranks in the tissue with the highest mean expression with all others. Genes with AUROC ＞ 0.9 and with *p* ＜ 0.001 were defined as TSGs. 

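TSGs were called within each genotype from CPM on the library total, by comparing the 3 libraries of the tissue with the highest mean against the 45 libraries of the other tissues with the thresholds of the methods, an AUROC above 0.9 and a Kruskal–Wallis *p* under 0.001. Among 20598 genes with a count in wild-type libraries, 2401 were TSGs. The number per tissue was 24 in adipose, 121 in bladder, 18 in bone, 41 in cartilage, 640 in cortex, 16 in heart, 245 in hippocampus, 141 in intestine, 296 in kidney, 261 in liver, 43 in lung, 35 in muscle, 65 in rectum, 280 in spleen, 154 in stomach and 21 in vascular. In *Scx-/-* libraries, 20852 genes had a count and 2443 were TSGs. Per tissue these were 32 in adipose, 105 in bladder, 28 in bone, 32 in cartilage, 663 in cortex, 62 in heart, 366 in hippocampus, 77 in intestine, 209 in kidney, 289 in liver, 70 in lung, 100 in muscle, 92 in rectum, 161 in spleen, 146 in stomach and 11 in vascular. In 100 assignments of tissue names to the libraries, the real one included, the highest number among the others was 279 in wild-type and 242 in *Scx-/-* libraries. With 3 libraries against 45, the smallest Kruskal–Wallis *p* for a gene without ties is 0.00404, above the threshold, so a gene could pass only where many libraries shared a value, and all TSGs were at 0 in at least 24 of the 48 libraries (median 39 in both genotypes). Dropping the Kruskal–Wallis threshold moved the number most, to 7545 TSGs in wild-type and 7623 in *Scx-/-* libraries.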

The number of TSGs identified in the wild‐type and *Scx^−/−^* tissues ranged from 17 to 1041 and 13 to 1108, respectively (Figure S8d, Supporting Information).

We performed GO enrichment analysis of TSGs in each tissue type. In general, the enriched GO terms based on TSGs were highly consistent with the biological functional activities of the tissue for which the genes were enriched. For example, wild‐type cortex‐specific genes were active in biological functions related to diverse neurophysiological processes, including chemical synaptic transmission and nervous system development, whereas the biological function enrichment pattern for spleen‐specific genes included various immunological processes such as immune system process, adaptive immune response, and B cell activation. However, both wild‐type and *Scx^−/−^* vascular‐specific genes were related to brown fat cell differentiation, indicating the contamination of vascular samples; we thus excluded this tissue for the following analysis.

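Since no ontology annotation was at hand, the functions of TSGs were examined with short marker lists in place of GO terms, each by a one-sided Fisher's exact test against all genes tested for specificity, with Benjamini-Hochberg adjustment over all lists and tissues. In wild-type cortex, 7 of the 23 tested genes of a list of 25 synaptic transmission genes were TSGs where 0.715 would be expected by chance (adjusted p = 0.000214, Fisher's exact test), and in *Scx-/-* cortex the number was 8 (adjusted p = 2.06e-05, Fisher's exact test). The list was not enriched in either genotype without replicate 1, 2, or 3 of every tissue (adjusted p = 1.00 each). Fewer libraries raise the smallest Kruskal–Wallis *p* without ties while the threshold stays, so this loss cannot be told apart from the limit of the test. The 3 most abundant genes of this list in cortex were *Nrgn* (5134 ± 519 CPM in wild-type and 4937 ± 589 in *Scx-/-* libraries, SD, n = 3), *Snap25* (2724 ± 176 and 2793 ± 357), and *Cplx1* (1269 ± 139 and 1088 ± 161). Each had its highest mean in cortex, but only *Cplx1* in *Scx-/-* cortex passed both thresholds. The 5 TSGs with the highest mean CPM in wild-type cortex were *Slc1a2* (1143 ± 105), *Nrsn1* (873 ± 45.8), *Cdk5r2* (795 ± 24.6), *Sncb* (787 ± 76.6) and *Vsnl1* (783 ± 115) (SD, n = 3). For all 5 the next highest tissue was hippocampus, with 388 to 838 CPM, and none of them passed the Kruskal–Wallis threshold in *Scx-/-* cortex.

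In spleen, 10 of 19 tested B cell genes were TSGs in wild-type libraries where 0.258 would be expected (adjusted p = 3.41e-12, Fisher's exact test), and 11 of 18 in *Scx-/-* libraries (adjusted p = 5.6e-17, Fisher's exact test). The most abundant members were *Cd79b* (798 ± 327 CPM in wild-type and 763 ± 293 in *Scx-/-* libraries, SD, n = 3) and *Cd74* (741 ± 229 and 780.3 ± 351), neither of them a TSG in either genotype. Among the TSGs with the highest mean CPM in wild-type spleen were *Hemgn* (839 ± 457), *Coch* (676 ± 414), *Klf1* (629.8 ± 223) and *Cldn13* (511 ± 419). Of these, *Coch* and *Cldn13* were also TSGs of *Scx-/-* spleen. With the Kruskal–Wallis test over all 16 tissues, neither the synaptic list in *Scx-/-* cortex (adjusted p = 0.455) nor the B cell list in spleen (adjusted p = 1.00 in wild-type and 0.252 in *Scx-/-* libraries) was enriched (Fisher's exact test).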

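In wild-type vascular samples, 2 of 17 tested brown fat genes were TSGs (expected 0.0173, adjusted p = 0.00498, Fisher's exact test), and this number was not enriched without replicate 2 (adjusted p = 0.776), nor with the Kruskal–Wallis test over 16 tissues (adjusted p = 1.00). In *Scx-/-* vascular samples, 1 of 18 was a TSG, *Ucp1* (adjusted p = 0.279, Fisher's exact test). With AUROC as the only criterion the list was enriched in *Scx-/-* samples too (adjusted p = 1.67e-05), as it was with an exact permutation *p* in place of the chi-square *p* (adjusted p = 2.82e-05) and with that test over 16 tissues (adjusted p = 0.00971). The genes of the list took 1.16% ± 0.369 of the counts in wild-type vascular libraries (SD, n = 3) and 0.629% ± 0.162 in *Scx-/-* libraries, or 0.620% ± 0.150 and 0.468% ± 0.109 without *Ucp1*, against 0.00600% ± 0.00500 and 0.00500% ± 0.00400 in adipose libraries. The adipose libraries are no reference for fat, since pancreatic genes took at least 54.01% of the counts in each of them. The most abundant genes of the brown fat list in vascular samples were *Ucp1* (5356 ± 2480.4 CPM in wild-type and 1611 ± 764 in *Scx-/-* libraries, SD, n = 3), *Cox8b* (2687 ± 769.6 and 2494 ± 372), and *Cidea* (1612 ± 311 and 1006 ± 507), all highest in vascular samples. The 5 TSGs with the highest mean CPM in wild-type vascular samples were *Plin1* (238 ± 62.2), *Adig* (224 ± 40.9), *Tusc5* (186 ± 173), *Sost* (155 ± 130.03) and *Otop1* (83.5 ± 72.4), of which *Plin1* and *Adig* were also TSGs in *Scx-/-* samples. Adipocyte genes took 2.32% ± 0.310 of the counts in wild-type and 2.33% ± 0.748 in *Scx-/-* vascular libraries, with 1 TSG among 19 in each genotype (adjusted p = 0.406 and 0.279, Fisher's exact test). None of 19 vessel wall genes was a TSG of the vascular samples. Between genotypes, 510 DEGs passed the study's thresholds in vascular samples (208 higher and 302 lower in *Scx-/-* mice), and 203, 216, and 233 without wild-type replicates 1, 2, and 3. At an adjusted *p* under 0.05 there were 4, *Rnr1*, *Ucp1*, *Car3*, and *Gnas*, all lower in *Scx-/-* samples and named here after their values were seen.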

### 2.8 Differential Expression Patterns Reflect Functional Differences between Wild‐Type and *Scx^−/−^* Musculoskeletal Tissues

To uncover the effects of *Scx* deficiency on the gene expression pattern of each tissue, we used DESeq2 to identify genes that were differentially expressed (*p*‐value  ＜0.05, fold change (FC)  ＞2 or ＜−2) between any tissue in *Scx^−/−^* mice and its counterpart in wild‐type mice.^[^ ^18^ ^]^ Although GO enrichment analysis of DEGs revealed that many of the Scx regulated genes were not associated with tissue‐specific biological functions, we identified consistent downregulation of functional important genes in musculoskeletal tissues. For example, some genes pointed to skeletal muscle contraction (*Tnnt1, Atp2a2, Tnnc1*, and *Tnni1*) and collagen fibril organization (*Fmod, Col1a2, Col2a1, Col1a1*, and *Serpinh1*) were downregulated in *Scx^−/−^* muscles (**Figure** **6**a), reflecting in the significantly smaller muscle fiber diameter (Figure 6b,c). Similarly, genes related with collagen fibril organization, such as*Col1a1*, *Col1a2*, and*Serpinh1* were also downregulated in *Scx^−/−^* cardiac tissue. 

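DEGs at the study's thresholds are counted here for the tissues other than muscle, bone, and cartilage, and a count without 1 library is given wherever it moved by more than 1.5 times. In rectum, 714 DEGs passed the study's thresholds (513 higher and 201 lower in *Scx-/-* mice) and 63 had an adjusted *p* under 0.05. The first number was 382 without *Scx-/-* replicate 2 and 446 without *Scx-/-* replicate 3, and the second 41 without wild-type replicate 2 and 37 without *Scx-/-* replicate 2. Kidney had 664 DEGs at these thresholds, 250 higher and 414 lower, with 30 at an adjusted *p* under 0.05. These numbers were 416 without wild-type replicate 1 and 343 without wild-type replicate 2 at the study's thresholds, and 14 without wild-type replicate 2 by adjusted *p*. The comparison in liver gave 573 DEGs (305 higher, 268 lower) and 59 by adjusted *p*. Leaving out 1 library gave 364 without *Scx-/-* replicate 2 and 336 without *Scx-/-* replicate 3, and by adjusted *p* 37 without wild-type replicate 2, 39 without *Scx-/-* replicate 2 and 32 without *Scx-/-* replicate 3. In bladder, 570 DEGs passed the study's thresholds (274 higher and 296 lower in *Scx-/-* mice) and 17 had an adjusted *p* under 0.05. By adjusted *p*, its number was 11 without wild-type replicate 3 and 28 without *Scx-/-* replicate 3. Hippocampus had 552 DEGs at these thresholds, 345 higher and 207 lower, with 1 at an adjusted *p* under 0.05 (*Aldoc*). These numbers were 251 without *Scx-/-* replicate 1, 252 without *Scx-/-* replicate 2 and 327 without *Scx-/-* replicate 3 at the study's thresholds, and 2 without wild-type replicate 3, 0 without *Scx-/-* replicate 1, 0 without *Scx-/-* replicate 2 and 0 without *Scx-/-* replicate 3 by adjusted *p*. The comparison in intestine gave 513 DEGs (156 higher, 357 lower) and 0 by adjusted *p* by edgeR, against 1 by DESeq2 and 513 genes at an unadjusted *p* under 0.05. Leaving out 1 library gave 125 without wild-type replicate 1 and 208 without wild-type replicate 2, and by adjusted *p* 1 without *Scx-/-* replicate 2 and 2 without *Scx-/-* replicate 3. In stomach, 489 DEGs passed the study's thresholds (299 higher and 190 lower in *Scx-/-* mice) and 9 had an adjusted *p* under 0.05. By adjusted *p*, its number was 17 without wild-type replicate 1, 1 without wild-type replicate 2, 15 without *Scx-/-* replicate 1 and 22 without *Scx-/-* replicate 2. Cortex had 467 DEGs at these thresholds, 228 higher and 239 lower, with 0 at an adjusted *p* under 0.05 by edgeR, against 5 by DESeq2 and 620 genes at an unadjusted *p* under 0.05. By adjusted *p*, its number was 8 without wild-type replicate 2, 2 without wild-type replicate 3, 7 without *Scx-/-* replicate 1 and 2 without *Scx-/-* replicate 2. The comparison in heart gave 436 DEGs (168 higher, 268 lower) and 5 by adjusted *p* (*Myh7*, *Hbb-bs*, *Casq1*, *Kap* and *Unc93b1*). Leaving out 1 library gave 240 without wild-type replicate 1, 276 without wild-type replicate 2 and 182 without wild-type replicate 3, and by adjusted *p* 8 without wild-type replicate 1, 1 without *Scx-/-* replicate 1, 1 without *Scx-/-* replicate 2 and 1 without *Scx-/-* replicate 3. In spleen, 415 DEGs passed the study's thresholds (208 higher and 207 lower in *Scx-/-* mice) and 1 had an adjusted *p* under 0.05 (*Pdia2*). The first number was 272 without wild-type replicate 1, 179 without wild-type replicate 2, 238 without wild-type replicate 3 and 729 without *Scx-/-* replicate 1, and the second 0 without wild-type replicate 1, 0 without wild-type replicate 2, 39 without *Scx-/-* replicate 1 and 0 without *Scx-/-* replicate 2. Lung had 370 DEGs at these thresholds, 169 higher and 201 lower, with 1 at an adjusted *p* under 0.05 (*Scgb1a1*). These numbers were 214 without wild-type replicate 2, 215 without wild-type replicate 3, 215 without *Scx-/-* replicate 1, 195 without *Scx-/-* replicate 2 and 216 without *Scx-/-* replicate 3 at the study's thresholds, and 4 without wild-type replicate 1, 2 without wild-type replicate 2, 2 without wild-type replicate 3, 2 without *Scx-/-* replicate 1 and 2 without *Scx-/-* replicate 3 by adjusted *p*. The comparison in adipose gave 356 DEGs (234 higher, 122 lower) and 1 by adjusted *p* (*Cpb1*). Leaving out 1 library gave 128 without *Scx-/-* replicate 1, 236 without *Scx-/-* replicate 2 and 104 without *Scx-/-* replicate 3, and by adjusted *p* 11 without wild-type replicate 1, 2 without wild-type replicate 2, 4 without wild-type replicate 3, 2 without *Scx-/-* replicate 1 and 0 without *Scx-/-* replicate 3. The genes named for tissues with 5 or fewer were chosen after their values were seen. *Cpb1* and *Pdia2* are genes of the exocrine pancreas. In spleen *Pdia2* had 3, 4 and 9 counts in wild-type and 14, 125 and 38 in *Scx-/-* libraries, and a list of pancreatic genes, written after called genes were seen, took 1.04% ± 0.915 of the counts in wild-type and 5.35% ± 5.45 in *Scx-/-* libraries (SD, n = 3), from 0.00600% in *Scx-/-* replicate 1 to 10.9% in *Scx-/-* replicate 2.

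Over the 15 tissues, 7641 DEGs passed the study's thresholds and 197 had an adjusted *p* under 0.05, and 3.99% of all tests had an unadjusted *p* under 0.05. DESeq2, the study's own tool, called 6772 at the study's thresholds. Removing genes with low counts by edgeR's filterByExpr lowered the number most, to 2196, and a joint fit over all tissues raised it most, to 17993. From genes called at these thresholds and their GO terms, the paper concludes that functionally important genes were lower in musculoskeletal tissues.

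**Figure D2:**
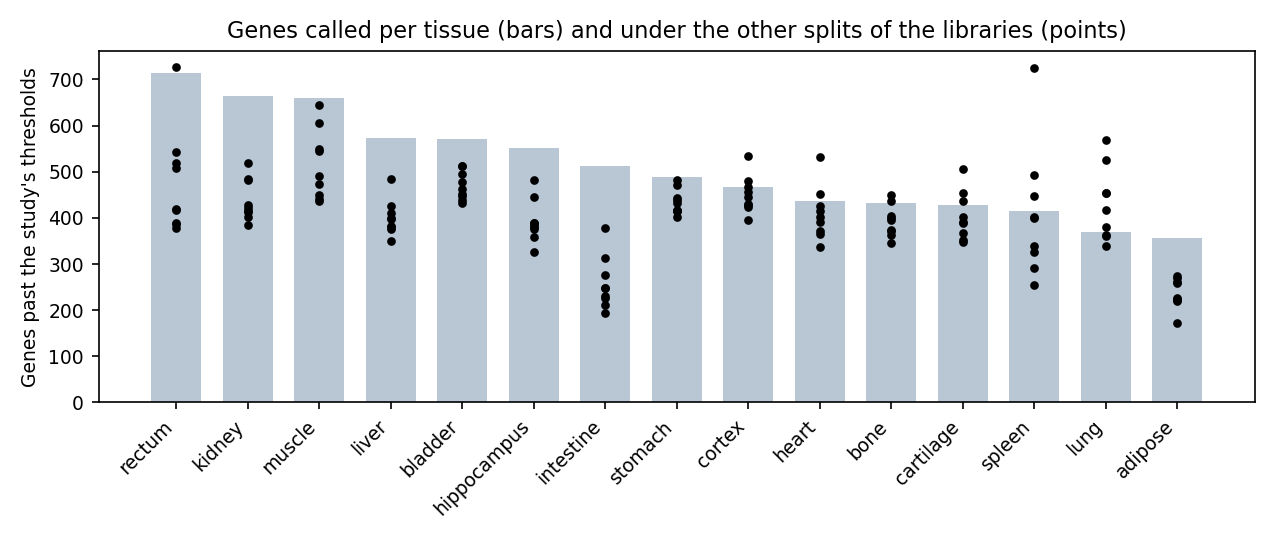
Number of genes past the study's thresholds in each of 15 tissues (bars), with the 9 other splits of the same 6 libraries into 3 and 3 as points. In rectum the bar stands at 714 and the highest point at 726, and in kidney at 664 and 518.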

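In muscle, 660 DEGs passed the study's thresholds (306 higher and 354 lower in *Scx-/-* mice), and 7 had an adjusted *p* under 0.05. The first count was 404 without *Scx-/-* replicate 1, 403 without *Scx-/-* replicate 2 and 419 without *Scx-/-* replicate 3, and the second was 59 without wild-type replicate 1, 4 without *Scx-/-* replicate 2 and 4 without *Scx-/-* replicate 3. Wild-type replicate 1 of muscle held 30409 counts, against 474118 and 871531 in the other two wild-type libraries. Values of genes are TMM-normalized CPM (mean ± SD, n = 3 libraries), and each log2 fold change is given with its standard error and adjusted *p* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

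*Tnnt1*, on chromosome 7 (4504570 to 4516382), had 431 ± 291 in wild-type and 70.3 ± 34.7 in *Scx-/-* muscle. This is a log2 fold change of −2.64 (standard error 0.641, adjusted p = 0.0614), and the log2 fold change stayed between −3.11 and −1.92 with each library left out in turn. *Atp2a2*, on chromosome 5 (122453513 to 122502225), had 286 ± 124 in wild-type and 82.1 ± 20.1 in *Scx-/-* muscle, a log2 fold change of −1.82 (standard error 0.667, adjusted p = 0.771), and was not called without wild-type replicate 3 (−1.39, adjusted p = 0.856) and without *Scx-/-* replicate 3 (−1.64, adjusted p = 0.866). *Tnnc1*, on chromosome 14 (31208312 to 31211729), had 249 ± 79.0 in wild-type and 45.3 ± 19.4 in *Scx-/-* muscle, a log2 fold change of −2.42 (standard error 0.732, adjusted p = 0.336), within −2.67 and −2.11 over the libraries left out. *Tnni1*, on chromosome 1 (135779434 to 135810989), had 201 ± 186 in wild-type and 45.8 ± 43.3 in *Scx-/-* muscle, with overlapping libraries, a log2 fold change of −2.19 (standard error 0.745, adjusted p = 0.616), and was not called without wild-type replicate 3 (−1.09, adjusted p = 0.856) and without *Scx-/-* replicate 3 (−1.68, adjusted p = 0.866). All 4 passed the study's thresholds, 0 had an adjusted *p* under 0.05 over all genes by edgeR and 2 by DESeq2, 4 by edgeR without wild-type replicate 1 and 2 with library totals alone, and 4 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same libraries. At the study's thresholds, 2 of them were called without wild-type replicate 3, 2 without *Scx-/-* replicate 3, and 3 in the joint fit over all tissues. Adjusted over the list alone, these settings gave 2, 2, and 0.

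*Fmod*, on chromosome 1 (134037254 to 134048277), had 122 ± 157 in wild-type and 6.49 ± 3.16 in *Scx-/-* muscle, a log2 fold change of −4.28 (standard error 0.983, adjusted p = 0.0322), and was not called without wild-type replicate 3 (−2.38, adjusted p = 0.856). *Col2a1*, on chromosome 15 (97975602 to 98004695), had 6, 0, and 8 counts in wild-type libraries and 0 in *Scx-/-* libraries, at least 8.42-fold lower against a floor of 3 counts over the group (at least 4.92-fold without wild-type replicate 1, adjusted p = 0.287), and was not called without wild-type replicate 1 (adjusted p = 0.824). *Serpinh1*, on chromosome 7 (99345376 to 99353239), had 311 ± 237 in wild-type and 135 ± 9.48 in *Scx-/-* muscle, a log2 fold change of −1.27 (standard error 0.623, adjusted p = 0.771), and was not called without wild-type replicate 2 (−0.98, adjusted p = 0.808), without wild-type replicate 3 (−0.94, adjusted p = 0.856), without *Scx-/-* replicate 1 (−1.21, adjusted p = 0.886), without *Scx-/-* replicate 2 (−1.30, adjusted p = 0.887) and without *Scx-/-* replicate 3 (−1.27, adjusted p = 0.866), nor in the joint fit over all tissues (−1.08, adjusted p = 0.795). *Col1a1*, on chromosome 11 (94936224 to 94953042), had 4738 ± 2596 in wild-type and 2382 ± 909.5 in *Scx-/-* muscle, a log2 fold change of −0.996 (standard error 0.374, adjusted p = 0.771), just short of the fold change threshold. *Col1a2*, on chromosome 6 (4504814 to 4541544), had 4014 ± 1717 in wild-type and 2017 ± 611 in *Scx-/-* muscle, a log2 fold change of −0.997 (standard error 0.383, adjusted p = 0.771), also just short of it. Of these 5 genes, 3 were called at the study's thresholds. All 5 were called by DESeq2, with RLE size factors, with library totals alone, and in thinned libraries. Only 2 were called in the joint fit over all tissues, 2 without *Scx-/-* replicate 3, and 1 without wild-type replicate 3. *Fmod* alone had an adjusted *p* under 0.05 over all genes, against 4 of the genes without wild-type replicate 1, 4 with library totals alone, 2 in thinned libraries, and 0 without wild-type replicate 3 or any 1 *Scx-/-* library. When adjusted over the list alone all 5 did, again not independent evidence. That number was 2 in the joint fit, 2 without *Scx-/-* replicate 3, and 1 without wild-type replicate 3. With each library left out, *Col1a1* stayed between −1.30 and −0.48 and *Col1a2* between −1.24 and −0.62.

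**Figure D3:**
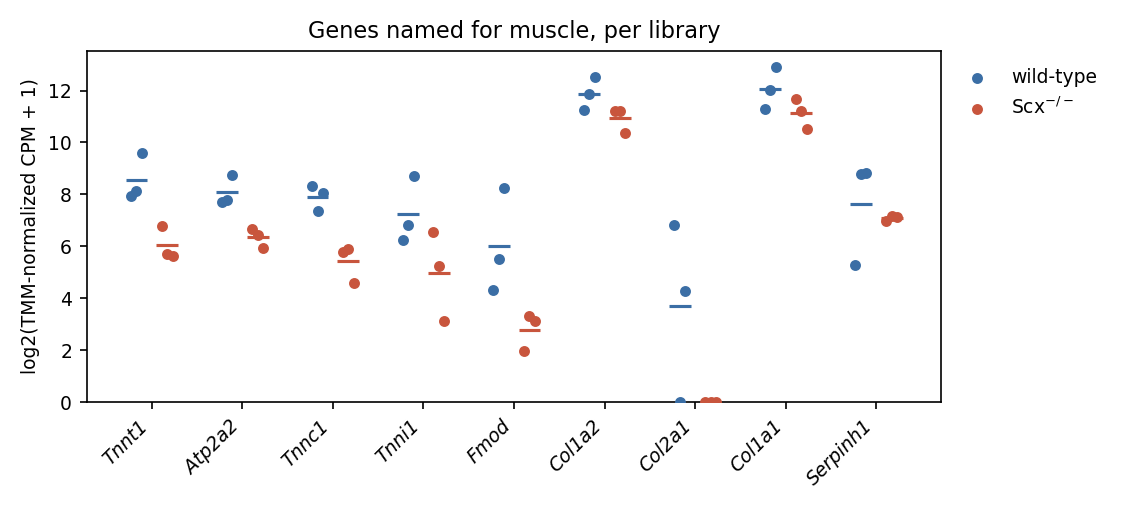
TMM-normalized CPM on a log2 scale, as log2(CPM + 1), in each muscle library for the genes the paper names for muscle, with horizontal lines at group means. *Tnnt1* stands at 245 to 766 CPM in wild-type libraries and at 48.8 to 110.3 CPM in *Scx-/-* libraries.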

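Gene lists were tested against all other genes of a tissue by limma's camera with a preset correlation of 0.01, over 32 pairs of a list and a tissue in muscle, heart, bone, and cartilage. With the correlation estimated from the libraries, none of the 11 pairs called here was called (adjusted *p* of 0.671 or above). Slow-twitch fibre genes, 4 of them the genes above, had a median log2 fold change of −1.43 over 16 tested genes, 11 of them lower in *Scx-/-* muscle (adjusted p = 2.11e-09). With each library left out the median ranged from −2.43 without *Scx-/-* replicate 1 to −0.58 without wild-type replicate 3 (adjusted p = 0.0145). The study chose those 4 on the same libraries, and without them the other 12 genes had a median of −0.34, 7 of them lower, and were still called (adjusted p = 0.00193), a test chosen after the results were seen like the others without the paper's genes. Of their most abundant members, *Mb* had a log2 fold change of −1.82 (standard error 0.482, adjusted p = 0.166), *Fhl1* had a log2 fold change of 0.62 (standard error 0.433, adjusted p = 0.771), and *Myl2* is described further on. Fast-twitch fibre genes had a median log2 fold change of 0.53 over 15 tested genes, 2 of them lower, and the test called them higher (adjusted p = 0.0412). That call was lost with RLE size factors (adjusted p = 0.210), with library totals alone (adjusted p = 0.924), after filterByExpr (adjusted p = 0.171), without wild-type replicate 1 (adjusted p = 0.188), without wild-type replicate 2 (adjusted p = 0.189), without *Scx-/-* replicate 1 (adjusted p = 0.301), without *Scx-/-* replicate 2 (adjusted p = 0.109) and without *Scx-/-* replicate 3 (adjusted p = 0.0756). Their most abundant members, *Mylpf*, *Myh4*, and *Pvalb*, had log2 fold changes of 0.35, 0.70, and 0.22, the last of them below 0 in thinned libraries, with library totals alone, and without wild-type replicate 1. Collagen fibril genes, 5 of them the genes named by the paper, had a median log2 fold change of −0.41 over 22 tested genes, 15 of them lower (adjusted p = 0.00208). That call rested on the paper's 5 genes, since the other 17 had a median of −0.17, 10 of them lower, and were not called (adjusted p = 0.426). For the whole list, without wild-type replicate 3 the test pointed to higher values (adjusted p = 0.982), and without *Scx-/-* replicate 3 the adjusted p was 0.0531. *Sparc*, the other of their 3 most abundant genes, had a log2 fold change of −0.39 (standard error 0.390, adjusted p = 0.808). Tendon and fascia genes had a median log2 fold change of −1.35 over 18 tested genes, 16 of them lower (adjusted p = 3.71e-07, or 0.163 without wild-type replicate 3 and 4.72e-05 without *Fmod*), while their most abundant member *Cilp* was at 1.11, *Thbs4* at −1.26, and *Ogn* at −0.21. Cartilage genes had a median log2 fold change of −0.11 (−0.18 with genes at 0 in a genotype set to the floor) over 8 tested genes, 4 of them lower (adjusted p = 0.112), with *Sox6* at 0.30 and *Col11a1* at −3.20. Without wild-type replicate 2 the adjusted p was 0.00420. Osteoblast genes had a median of 0.50, 0 with zeros at the floor, while the test pointed to lower values (adjusted p = 0.560, 18 genes tested), inhibitors of BMP and TGF-beta signaling a median of 0.23, 0.15 with zeros at the floor (adjusted p = 0.750, 36 tested), and bone marrow genes 2.37, 0.048 with zeros at the floor (adjusted p = 0.920, 14 tested).

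Of the genes with an adjusted *p* under 0.05 in muscle, the largest rises with no overlap between the genotypes were in *Sln* and *Hbb-b1*, and the largest falls in *Fmod* and *Myl2*. Chance gives such a gap between 3 and 3 libraries to 10% of genes. Larger falls with overlap, named after their values were seen, were in *Hbb-bs* (−9.60), *Ucp1* (−8.97), and *Igfn1* (−8.00). Their wild-type counts were 0, 389, and 0, then 0, 227, and 10, then 11, 1, and 0, with 0 in all *Scx-/-* libraries. Each of these falls rested mostly on 1 wild-type library. *Sln*, on chromosome 9 (53850164 to 53854560), had 65.5 ± 46.0 in wild-type and 777 ± 358 in *Scx-/-* muscle, a log2 fold change of 3.55 (standard error 0.620, adjusted p = 5e-05), with *p* under 0.05 in all 6 fits that leave out a library. *Hbb-b1*, which has no entry in the annotation used for coordinates, had 1828 ± 1099 in wild-type and 9516 ± 9649 in *Scx-/-* muscle, a log2 fold change of 2.39 (standard error 0.483, adjusted p = 0.0322). Its call was lost with RLE size factors (2.12, adjusted p = 0.760), with library totals alone (1.74, adjusted p = 0.742), after filterByExpr (2.27, adjusted p = 1.00) and in thinned libraries (2.04, adjusted p = 0.703), and without wild-type replicate 1 (2.79, adjusted p = 0.824) and without wild-type replicate 3 (2.55, adjusted p = 0.856). *Scx-/-* replicate 1 carried most of the rise, with 14227 counts against 2967 and 2736 in *Scx-/-* replicates 2 and 3, and without it the log2 fold change was 1.13 (adjusted p = 0.886). *Myl2*, on chromosome 5 (122100951 to 122113472), had 595 ± 376 in wild-type and 51.5 ± 37.8 in *Scx-/-* muscle, a log2 fold change of −3.52 (standard error 0.635, adjusted p = 0.000106), within −4.29 and −2.95 over the libraries left out.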

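Wild-type replicate 2 of heart was the shallowest of all libraries, with 11244 counts against 439907 and 281535 in wild-type replicates 1 and 3. *Col1a1* had 1159 ± 173 in wild-type and 547 ± 96.5 in *Scx-/-* heart (TMM-normalized CPM, mean ± SD, n = 3). This was a log2 fold change of −1.08 (standard error 0.737, adjusted p = 0.738) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Col1a2* had 1146 ± 186 in wild-type and 573 ± 156 in *Scx-/-* heart, a log2 fold change of −0.99 (standard error 0.736, adjusted p = 0.744), and *Serpinh1* had 767 ± 215 in wild-type and 426 ± 122 in *Scx-/-* heart, a log2 fold change of −0.83 (standard error 0.763, adjusted p = 0.752). For all 3 genes every *Scx-/-* library was lower than every wild-type library (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 libraries allow), and none passed the study's thresholds. All 3 passed them with library totals alone, *Col1a1* and *Col1a2* by DESeq2 and after filterByExpr, and *Col1a1* in the joint fit over all tissues (−1.11, adjusted p = 0.625) and without wild-type replicate 2 (−1.11, adjusted p = 0.721). By DESeq2 the log2 fold changes were −1.10 for *Col1a1* (adjusted p = 0.999) and −1.04 for *Col1a2* (adjusted p = 0.999). With library totals alone they were −1.45, −1.46, and −1.33 for *Col1a1*, *Col1a2*, and *Serpinh1*.

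Collagen fibril genes had a median log2 fold change of −0.61 (−0.47 with genes at 0 in a genotype set to the floor) over 23 tested genes, 19 of them lower (adjusted p = 0.108, or 0.0346 with library totals alone and 0.00226 after filterByExpr). Without *Col1a1*, *Col1a2*, and *Serpinh1* the other 20 had a median of −0.54 (adjusted p = 0.426), a test chosen after the results were seen. Their most abundant genes besides *Col1a2* were *Sparc* (−0.27, adjusted p = 0.971) and *Dcn* (−0.006, adjusted p = 1.000), and *Dcn* was above 0 with RLE size factors, after filterByExpr, by DESeq2, and in thinned libraries. Slow-twitch fibre genes had a median log2 fold change of 0.16 over 15 tested genes, 5 of them lower, and the list was called higher (adjusted p = 0.00164), though not without wild-type replicate 2, where their median was −0.23 (adjusted p = 0.771). Of their most abundant genes, *Mb* was at 0.15, *Myl2* at 0.41, and *Myl3* at 0.25. Tendon and fascia genes had a median log2 fold change of −0.73 (−0.54 with genes at 0 in a genotype set to the floor) over 16 tested genes, 12 of them lower (adjusted p = 0.119), with *Prelp* at −0.32 and *Ogn* at 0.061 among the most abundant. The other lists in heart were osteoblast genes (median −0.99, −0.83 with zeros at the floor, adjusted p = 0.178), inhibitors of BMP and TGF-beta signaling (median −0.71, −0.49 with zeros at the floor, adjusted p = 0.325), cartilage genes (median −0.63, adjusted p = 0.424), bone marrow genes (median −1.002, 0 with zeros at the floor, adjusted p = 0.421), and fast-twitch fibre genes (median 1.11, 0 with zeros at the floor, adjusted p = 0.988).

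The largest changes without overlap among genes with an adjusted *p* under 0.05 were a rise in *Myh7*, on chromosome 14 (54970684 to 54994626), and falls in *Casq1*, on chromosome 1 (172209894 to 172219868), and *Unc93b1*, on chromosome 19 (3935186 to 3949340). *Myh7* had 31.9 ± 51.6 in wild-type and 2718 ± 1501 in *Scx-/-* heart, a log2 fold change of 5.97 (standard error 0.904, adjusted p = 5.07e-07), within 5.39 and 9.23 over the libraries left out. *Casq1* had 71, 8, and 48 counts in wild-type libraries and 0 in *Scx-/-* libraries, at least 32.6-fold lower against a floor of 3 counts over the group (at least 20-fold without *Scx-/-* replicate 1, adjusted p = 0.00302). *Unc93b1* had 11, 15, and 9 counts in wild-type libraries and 0 in *Scx-/-* libraries, at least 8.99-fold lower (at least 5.22-fold without wild-type replicate 2, adjusted p = 0.0175), and was not called without wild-type replicate 2 (adjusted p = 0.873).

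**Figure D4:**
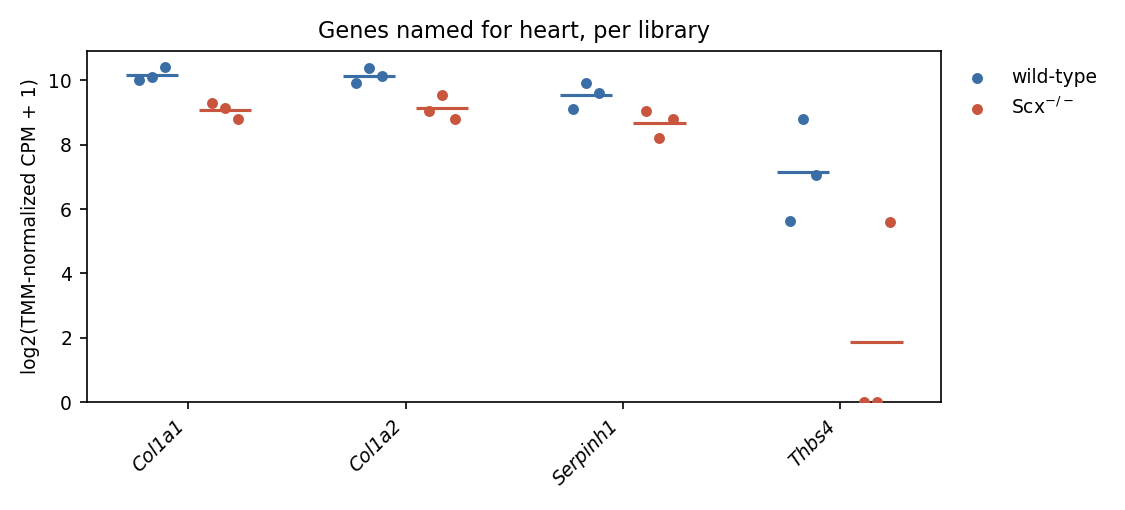
TMM-normalized CPM on a log2 scale, as log2(CPM + 1), in each heart library for the genes the paper names for heart, with horizontal lines at group means. *Col1a1* stands at 1024 to 1354 CPM in wild-type libraries and at 444 to 636 CPM in *Scx-/-* libraries.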

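*Thbs4*, the symbol under which the counts list thrombospondin 4, lies on chromosome 13 (92751590 to 92794818) of mm10. Its counts in heart were 16, 11, and 30 in the wild-type libraries and 0, 0, and 8 in the *Scx-/-* libraries, or 209.6 ± 211 and 15.8 ± 27.4 TMM-normalized CPM (SD, n = 3). The test gave a log2 fold change of −3.52 (standard error 1.23, adjusted p = 0.738) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so the gene passed the study's thresholds but not the adjusted one. When adjusted over the list alone, that is over the 4 genes the paper names for heart, the p was 0.0171, which is not independent evidence because the study chose them on the same libraries. The largest wild-type value came from replicate 2, and without that library the gene did not pass the study's thresholds, with a log2 fold change of −2.45 (adjusted p = 0.873).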

The expression of *Tsp4*, a myocyte‐interstitial mechano‐signaling molecule central to adaptive cardiac contractile responses to acute stress, was also suppressed in *Scx^−/−^* cardiac tissue. In addition, genes known as markers for the positive regulation of osteoblast differentiation, such as *Cebpb, Vegfa, Jag1, Bmpr1b*, and *Gdpd2*, were downregulated in bones upon Scx deficiency (Figure 6d), which mirrored the defects in bone detected by micro‐CT (Figure 6e). 

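In bone, 433 DEGs passed the study's thresholds (177 higher and 256 lower in *Scx-/-* mice). The number was 251 without wild-type replicate 1, 247 without wild-type replicate 2, 252 without wild-type replicate 3, 189 without *Scx-/-* replicate 1 and 163 without *Scx-/-* replicate 2. At an adjusted *p* under 0.05 edgeR called 0 and DESeq2 1, with 437 genes at an unadjusted *p* under 0.05, and edgeR called 5 without wild-type replicate 1, 1 without wild-type replicate 3 and 2 without *Scx-/-* replicate 3. *Cebpb*, on chromosome 2 (167688915 to 167690418), had 296 ± 245 in wild-type and 45.3 ± 40.8 in *Scx-/-* bone (TMM-normalized CPM, mean ± SD, n = 3). This is a log2 fold change of −2.62 (standard error 1.32, adjusted p = 0.636) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was not called without wild-type replicate 1 (−2.67, adjusted p = 0.797), without wild-type replicate 3 (−1.86, adjusted p = 0.797), without *Scx-/-* replicate 2 (−2.14, adjusted p = 0.740) and without *Scx-/-* replicate 3 (−2.52, adjusted p = 0.781). *Jag1*, on chromosome 2 (137081456 to 137116644), had 4, 2, and 16 counts in wild-type libraries and 0 in *Scx-/-* libraries, at least 13.4-fold lower against a floor of 3 counts over the group (at least 4.65-fold without wild-type replicate 3, adjusted p = 0.636). *Bmpr1b*, on chromosome 3 (141837136 to 142169425), had 6, 10, and 1 wild-type counts and 0 in *Scx-/-* libraries, at least 10.4-fold lower (at least 4.25-fold without *Scx-/-* replicate 1, adjusted p = 0.636). *Jag1* was not called without wild-type replicate 3 (adjusted p = 0.776) and without *Scx-/-* replicate 1 (adjusted p = 0.696), and *Bmpr1b* was not called without wild-type replicate 2 (adjusted p = 0.789), without *Scx-/-* replicate 1 (adjusted p = 0.696), without *Scx-/-* replicate 2 (adjusted p = 0.740) and without *Scx-/-* replicate 3 (adjusted p = 0.781). *Vegfa*, on chromosome 17 (46016993 to 46032369), had 177 ± 140.4 in wild-type and 23.8 ± 26.6 in *Scx-/-* bone, a log2 fold change of −2.76 (standard error 1.76, adjusted p = 0.636), and did not pass the thresholds. *Gdpd2*, on chromosome X (100729873 to 100738895), had 3, 3, and 9 wild-type counts and 1, 0, and 0 in *Scx-/-* libraries, a ratio of 27.5 (95% counting interval 4.23 to 1160), and did not pass them either (adjusted p = 0.636). Of these 5 genes, 3 passed the study's thresholds, and all 5 did by DESeq2, in thinned libraries, and in the joint fit over all tissues. filterByExpr removed all 5 before the test. By edgeR 0 had an adjusted *p* under 0.05 when adjusted over the list alone and 0 over all genes, against 3 at an unadjusted *p* under 0.05. DESeq2 gave 5 and 0.

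Osteoblast genes, 5 of them the genes named by the paper, had a median log2 fold change of −0.53 over 25 tested genes, 18 of them lower, and the list was called lower (adjusted p = 0.0239), with an adjusted p of 0.967 after filterByExpr and 0.601 without the genes named by the paper, and 0.109 without wild-type replicate 1, 0.0603 without wild-type replicate 3, 0.0558 without *Scx-/-* replicate 2 and 0.107 without *Scx-/-* replicate 3. The call rested on the paper's 5 genes, which the study chose on the same libraries and which filterByExpr removes: the other 20 had a median of −0.32, 13 of them lower, in a test chosen after the results were seen. The most abundant of them, *Col1a1*, *Col1a2*, and *Sparc*, had log2 fold changes of 0.010, −0.21, and −0.42, and *Col1a1* was below 0 under each other normalization. Collagen fibril genes had a median log2 fold change of −0.42 over 22 tested genes, 18 of them lower (adjusted p = 0.0343), with an adjusted p of 0.0903 without wild-type replicate 1, 0.152 without wild-type replicate 2, 0.0650 without *Scx-/-* replicate 1, 0.0558 without *Scx-/-* replicate 2 and 0.204 without *Scx-/-* replicate 3. Tendon and fascia genes had a median log2 fold change of −0.57 over 19 tested genes, 14 of them lower (adjusted p = 0.0239), with an adjusted p of 0.152 without wild-type replicate 2, 0.0603 without wild-type replicate 3, 0.142 without *Scx-/-* replicate 2 and 0.0958 without *Scx-/-* replicate 3. Among these the most abundant were *Col11a1* (−0.44), *Col12a1* (−0.91), and *Thbs4* (−2.40, adjusted p = 0.636). Bone marrow genes had a median log2 fold change of 0.55 over 18 tested genes, 4 of them lower, and the list was called higher (adjusted p = 0.00144), with an adjusted p of 0.0681 without wild-type replicate 3, and a median of 0.037 without *Scx-/-* replicate 1. *Hba-a1* was the most abundant of them (1.35, adjusted p = 0.636), followed by *S100a9* (0.64) and *S100a8* (0.47). Not called in bone were fast-twitch fibre genes (median 0.24, adjusted p = 0.176), slow-twitch fibre genes (median 0.052 with a test toward lower values, adjusted p = 0.988), inhibitors of BMP and TGF-beta signaling (median 0.006, 0 with zeros at the floor, mean −0.067, adjusted p = 0.988), and cartilage genes (median −0.10, mean 0.26, adjusted p = 0.738). The bone libraries of *Scx-/-* replicates 1 and 2 carried sex-linked counts of the other sex than most libraries of the same number, with 3 *Xist* and 56 Y-linked counts in replicate 1 and 68 and 0 in replicate 2. Fast-twitch fibre genes took 4.17% of wild-type and 4.91% of *Scx-/-* bone counts, so these comparisons also include muscle fibre transcripts.

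**Figure D5:**
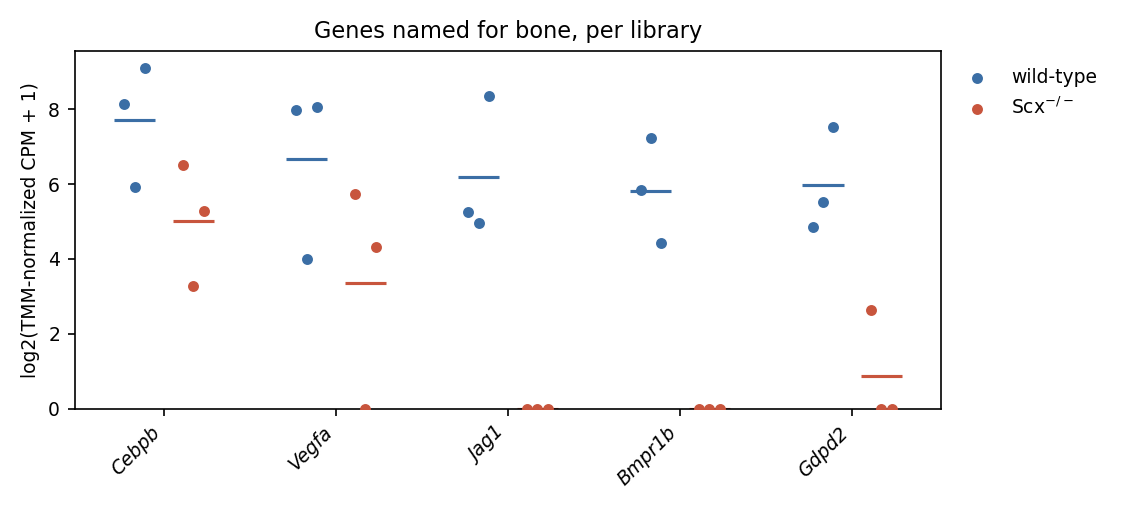
TMM-normalized CPM on a log2 scale, as log2(CPM + 1), in each bone library for the genes the paper names for bone, with horizontal lines at group means. *Cebpb* stands at 59.8 to 549 CPM in wild-type libraries and at 8.64 to 89.3 CPM in *Scx-/-* libraries.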

The trabecular bone mass in the astragalus and calcaneus of *Scx* KO mice was significantly reduced, and its shape appeared to be irregular (Figure 6f). For the cartilage, we identified downregulated genes related to the negative regulation of transforming growth factor beta receptor (Tgfbr) and BMP signaling pathway (Figure 6g). 

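In cartilage, 429 DEGs passed the study's thresholds (232 higher and 197 lower in *Scx-/-* mice). The number was 247 without wild-type replicate 2, 267 without *Scx-/-* replicate 2 and 280 without *Scx-/-* replicate 3. The paper's text names no gene of this pathway for cartilage, so a list of 40 inhibitors of BMP and TGF-beta receptor signaling was used. It had a median log2 fold change of −0.36 (−0.28 with genes at 0 in a genotype set to the floor) over 35 tested genes, 21 of them lower in *Scx-/-* cartilage (adjusted p = 0.0897 from limma's camera), and the list was not called. It was called after filterByExpr (adjusted p = 0.00286) and without wild-type replicate 1 (adjusted p = 0.00919), while without wild-type replicate 2 the adjusted p was 0.662. Its most abundant genes were *Fstl1*, *Fkbp1a*, and *Cav1*. *Fkbp1a*, on chromosome 2 (151542483 to 151561692), had 432 ± 205 in wild-type and 101 ± 70.2 in *Scx-/-* cartilage (TMM-normalized CPM, mean ± SD, n = 3). This is a log2 fold change of −2.09 (standard error 0.570, adjusted p = 0.572) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within −2.45 and −1.61 over the libraries left out. *Fstl1* was at −0.61 (standard error 0.393, adjusted p = 0.769) and *Cav1* at −0.28 (standard error 0.584, adjusted p = 0.969), and neither was called.

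Collagen fibril genes had a median log2 fold change of −0.55 over 22 tested genes, 18 of them lower, and the list was called lower (adjusted p = 0.00569), with an adjusted p of 0.497 without wild-type replicate 2, 0.163 without wild-type replicate 3, 0.103 without *Scx-/-* replicate 2 and 0.107 without *Scx-/-* replicate 3. Of the most abundant, *Col1a1* was at −0.91 (adjusted p = 0.769), *Col1a2* at −0.82, and *Sparc* at −0.40. Bone marrow genes had a median log2 fold change of 1.75 (1.48 with genes at 0 in a genotype set to the floor) over 19 tested genes, 4 of them lower, and the list was called higher (adjusted p = 0.0343), with an adjusted p of 0.282 without wild-type replicate 1, 0.0616 without wild-type replicate 2, 0.0575 without wild-type replicate 3, 0.604 without *Scx-/-* replicate 2 and 0.828 without *Scx-/-* replicate 3. Cartilage genes had a median of 0.094 and a mean of 0.33 with a test toward lower values (adjusted p = 0.996), and the list was called lower without *Scx-/-* replicate 1 (median −0.88, adjusted p = 0.000129). *Col2a1*, *Col10a1*, and *Col11a1*, the most abundant of them, were at 0.24, 0.15, and −0.008, with fold changes from below to above 0 over the libraries left out. Not called in cartilage were tendon and fascia genes (median −0.33, adjusted p = 0.108), osteoblast genes (median −0.30, −0.17 with zeros at the floor, adjusted p = 0.108), slow-twitch fibre genes (median 0.32, adjusted p = 0.226), and fast-twitch fibre genes (median 0.079, adjusted p = 0.666).

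At an adjusted *p* under 0.05 there were 3 genes, *Ctrb1*, *Hba-a1*, and *Ucp1*, the last pair named after their values were seen, and the number was 10 without wild-type replicate 1, 0 without wild-type replicate 2, 5 without *Scx-/-* replicate 1, 1 without *Scx-/-* replicate 2 and 0 without *Scx-/-* replicate 3. *Ctrb1*, on chromosome 8 (111686519 to 111691010), was the only one without overlap between the genotypes, with 206 ± 118 in wild-type and 882 ± 94.3 in *Scx-/-* cartilage, a log2 fold change of 2.10 (standard error 0.454, adjusted p = 0.0470), and was not called at the study's thresholds in the joint fit over all tissues (2.08, adjusted p = 0.606). *Ctrb1* is a gene of pancreatic acinar cells, and the 18 other tested genes of a pancreatic list were all higher too, with log2 fold changes of 0.27 to 4.21, so its rise is not read as a change within cartilage. *Hba-a1* was at 1.76 (adjusted p = 0.0470) and *Ucp1* at −4.17 (adjusted p = 0.0470). The only *Scx-/-* library with *Scx* counts was the cartilage library labelled *Scx-/-* replicate 1, with 9 counts, more than any wild-type cartilage library (0, 7, and 1). The label was kept as given, and the comparisons in cartilage hold only if it is right. Those comparisons also include muscle fibre transcripts, since fast-twitch fibre genes took 9.41% of wild-type and 9.81% of *Scx-/-* cartilage counts. The log2 fold change of *Scx* in cartilage was 0.32 (standard error 2.50, adjusted p = 0.999).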

The regulation of Tgfbr and BMP signaling is important in chondrocyte terminal differentiation and cartilage maturation.^[^ ^19^ ^]^ H&E and Safranin O‐fast green staining showed that *Scx* knockout cartilage was less mature than wild‐type (Figure 6 h,i). 

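By the number of DEGs at the study's thresholds, muscle ranked 3 of the 15 tissues, bone 11, and cartilage 12. This is another measure than the paper's, whose text gives no such numbers and draws on functions of DEGs and histology. On simulated counts, 668 unchanged genes passed these thresholds in muscle, 359 in bone, and 511 in cartilage, so a number alone does not measure an effect. By the number of genes with an adjusted *p* under 0.05 they ranked 6, 13, and 8, where bone shared its place with cortex and intestine. Rectum came first on either count. Over all alternatives, the place of muscle went from 1 to 12, of bone from 3 to 15, and of cartilage from 4 to 14. Muscle came first with library totals alone, after filterByExpr, and without wild-type replicate 2 of every tissue, and its lowest place was in the joint fit. Ranks without a replicate come from a version chosen after a first one was seen. A relation of the number of DEGs with the estimated common dispersion was not established, with Spearman's rho −0.51 (permutation p = 0.0552) and Pearson's r −0.47 (permutation p = 0.0794) over 15 tissues, and r was −0.24 without the 2 tissues farthest from the median dispersion. With the lowest library total of a tissue, rho was 0.13 (permutation p = 0.647) and r −0.017 (permutation p = 0.954), or 0.16 without 2 tissues.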

Taken together, analysis of organism‐wide transcriptomic data identified that musculoskeletal tissues were the most affected tissues due to *Scx* deficiency.

**Figure 6:**
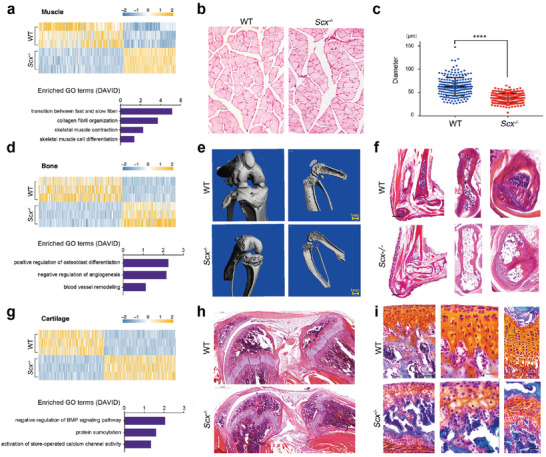
*Scx* deficiency results in abnormal development of musculoskeletal system tissues. a) A gene expression heatmap showing differentially expressed genes (FC ＞ 2 and *p* ＜ 0.05) between wild‐type and *Scx^−/−^* muscles. The enriched GO terms (biological processes) of genes downregulated in *Scx^−/−^* muscles are shown below. b) H&E staining of the muscles in 3‐week‐old wild‐type and *Scx^−/−^* mice. Scale bar, 50 µm. c) Statistical analysis of average diameter of muscle fibers. n(WT) = 226, n(*Scx^−/−^*) = 213. Unpaired *t*‐test, *p*  ＜0.0001. d) A gene expression heatmap showing differentially expressed genes (FC ＞ 2 and *p* ＜ 0.05) between wild‐type and *Scx^−/−^* bones and corresponding enriched biological process terms of DAVID gene ontology analysis. The enriched GO terms (biological processes) of genes downregulated in *Scx^−/−^* bones are shown below. e) MicroCT examination of knee joints from wild‐type and *Scx^−/−^* mice. Scale bar, 1 mm. f) H&E staining of the astragalus and calcaneus in wild‐type and *Scx^−/−^* mice. g) A gene expression heatmap showing differentially expressed genes (FC ＞ 2 and *p* ＜ 0.05) between wild‐type and *Scx^−/−^* cartilages and corresponding enriched biological process terms of DAVID gene ontology analysis. The enriched GO terms (biological processes) of genes downregulated in *Scx^−/−^* cartilages are shown below. h) H&E staining of the knee joint in wild‐type and *Scx^−/−^* mice. Scale bar, 500 µm. i) Safranin O‐fast green staining of the joint cartilages and meniscus in 3‐week‐old wild‐type and *Scx^−/−^* mice. Scale bar, 100 µm.

### 2.9 *Scx*+ Cell Contribute to Limb Endogenous Repair and *Scx*+ Cell Ablation Impairs Limb Injury Repair

We used *Scx‐GFP* mice to study the distribution and expression level of *Scx*‐positive cells in tissue repair process (Figure S9, Supporting Information). From the IF staining, we observed that *Scx*‐positive cells were expressed in the injured articular cartilage, meniscus, Achilles tendon, tibialis anterior muscles, and fibula tissue. When compared to the control group, more positive cells were observed to gather at the injury site suggesting that *Scx*+ cells were involved in the repair of limb injuries.

To investigate the role of *Scx*‐expressing cells in the limb repair, we selectively ablated *Scx*+ cells *in vivo* using the *Scx*‐cre‐diphtheria toxin receptor (DTR) mouse model (Figure S10a, Supporting Information). We crossed mice with an inducible human DTR (iDTR) to*Scx*‐cre mice; in this system, musculoskeletal tissues injury models were made separately, subsequently following ablation of *Scx*+ cells by DT treatment. For the articular cartilage injury model, the control group showed fibrous tissue and cartilage‐like tissue formed at the injury site. While, lesions in the *Scx* scavenging group had obvious depressions, the surface layer was covered with a large amount of fibrous tissue, and the matrix was arranged disorderly (Figure S10b, Supporting Information). Thus, these results indicate that ablation of*Scx*+ cells hindered the repair of damaged cartilage tissue.

In the meniscus injury model, H&E staining results showed that the control group contained a large number of fibrochondrocytes, while the *Scx*+ cells scavenging group only had a small number of fibrochondrocytes around the damaged tissue, and the anterior horn of the meniscus was incomplete. From the safranin O staining, a large amount of red‐stained cartilage matrix was found in the control group, while the cartilage matrix in the *Scx*+ cells scavenging group was scattered in the cartilage lacuna and chondrocytes (Figure S9c, Supporting Information). From these results, it can be seen that ablation of *Scx*+ cells reduces the production of fibrochondrocytes in the meniscus and thus delays meniscus tissue repair.

In the *Scx*+ cells scavenging group had a large number of inflammatory cell infiltration at the tendon injury site; the collagen fibers in the scar tissue were disorderly arranged and the cartilage matrix was widely expressed. In the control group, the GAG deposition was mainly at the edge of the injury (Figure S10d, Supporting Information). This shows that the ablation of *Scx*+ cells leads to insufficient repair after tendon injury, and *Scx* plays an indispensable role in healing of adult tendon injury.

Quantitative analysis of the myofiber cross‐sectional area (CSA) showed that the CSA area of the *Scx* scavenging group was significantly smaller than the control group (Figure S10e, Supporting Information). These results indicate that ablation of *Scx*+ cells will affect the muscle regeneration process.

From the H&E staining and Massons's trichrome staining, we found that the control group had a large amount of cancellous bone at the broken end of the fracture. While, there were a lot of hypertrophic chondrocytes and less bone matrix around the broken end of the fracture in *Scx*+ cells scavenging group (Figure S10f, Supporting Information). These results showed that the ablation of *Scx*+ cells can delay the formation of mineralized bone tissue, and affect the regeneration of bone tissue.

## 3 Discussion

Single‐cell transcriptomic analysis has been increasingly applied to the study of molecular eventsand subpopulation functions of various cells/tissues, particularly rare stem/progenitor cells due to its ability to reveal cell heterogeneity. Our study has provided an scRNA‐seq resource, and the complete and dynamic repertoire of transcriptome underlying murine limb development in vivo. We have further identified novel cell subpopulations during limb morphogenesis, especially the *Scx+ Hoxd13+* musculoskeletal stem/progenitor cells. In this study, scRNA‐seq analysis of the developing limb provides new insights into the musculoskeletal tissue differentiation trajectory and uncovers sequential waves of expression of regulators that act in differentiation. Hierarchical and pseudotime ordering identified expression profiles that are likely to correlate with functional musculoskeletal tissue morphogenesis programs during limb development. The branched trajectory indicated that a precursor population exists in early stage of musculoskeletal system development, and in the late stage hard and soft connective tissue formed distinct branches. Our data will help to better understand limb development at the cellular and molecular levels.

Understanding the transcriptome is essential for revealing the molecular constituents of cells and tissues and interpreting the function of a gene. The profiling of gene expression is a prevailing approach to reveal the characteristics of the transcriptional machinery between different status of tissues and cells. RNA sequencing (RNA‐seq) is a revolutionary tool for transcriptome profiling that uses next generation sequencing technologies.^[^ ^20^ ^]^ However, the high cost of RNA‐seq limits its application for organism‐wide transcriptome analysis. Here, we introduced a multiple sample RNA‐seq strategy (MuSeq), a more cost‐effective strategy, and constructed an organism‐wide transcriptome map of wild‐type and *Scx^−/−^* mice. A set of barcodes can be used to label tens of RNA samples, followed by sample pooling for library preparation and high‐throughput sequencing. The cost of sequencing for each sample is estimated to be 10–20 USD depending on the depth of sequencing. As exemplified by our study, MuSeq is applicable to nearly all tissue types. It is an efficient and inexpensive multiple sample RNA‐seq method. However, it is necessary to mention that this strategy is a 3′ end enriched RNA‐seq, which misses the RNA molecules with no ploy‐A tails and limits the downstream analysis such as alternative splicing analysis. Using MuSeq, we profiled gene expression of 16 non‐sexual solid tissues and successfully captured the transcriptome signatures of different tissues. GO analysis indicated that TSGs were well correlated with the functional characteristics of each tissue. In addition, analysis of DEGs demonstrated that the loss of *Scx* may exert different effects on different tissues. 

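Beyond cortex, spleen, and vascular samples, the marker lists were enriched among the TSGs of bone, cartilage, and hippocampus, by the same one-sided Fisher's exact test. Of 25 osteoblast genes, the TSGs of bone held 5 in wild-type and 5 in *Scx-/-* libraries (adjusted p = 1.31e-09 and 1.17e-08), and of 15 tested cartilage genes the TSGs of cartilage held 6 in wild-type and 6 in *Scx-/-* libraries (adjusted p = 2.35e-11 and 5.88e-12). Cartilage TSGs also held tendon and fascia genes, 3 in wild-type and 2 in *Scx-/-* libraries (adjusted p = 0.000332 and 0.0136), and slow-twitch fibre genes, 1 in wild-type and 2 in *Scx-/-* libraries (adjusted p = 0.541 and 0.00931). Synaptic genes among the TSGs of hippocampus were 5 in wild-type and 2 in *Scx-/-* libraries (adjusted p = 0.000289 and 0.792), and bone marrow genes among those of bone 0 in wild-type and 3 in *Scx-/-* libraries (adjusted p = 1.00 and 0.000136). For the lists of other functions no enrichment was found in the tissue they stand for, which does not speak against their specificity: no gene counted in most of the 48 libraries of a genotype was a TSG there, and hepatocyte genes, for one, were counted in each of the 15 tissues other than liver. In liver, hepatocyte genes were 2 in wild-type and 1 in *Scx-/-* libraries (adjusted p = 0.310 and 1.00). In muscle, fast-twitch fibre genes were 1 in wild-type and 1 in *Scx-/-* libraries (adjusted p = 0.470 and 0.866) and slow-twitch fibre genes 0 in wild-type and 0 in *Scx-/-* libraries (adjusted p = 1.00 and 1.00). Adipocyte genes in adipose were 0 in wild-type and 0 in *Scx-/-* libraries (adjusted p = 1.00 and 1.00). There they took 0.042% and 0.027% of the counts, against 2.32% and 2.33% in vascular libraries. Pancreatic genes took 61.8% and 62.6% of the adipose counts. The adipocyte list is thus no test of fat cells in adipose, whatever the limit above. Vessel wall genes, which stand for the vascular samples, gave no TSG there, and in the bladder 0 in wild-type and 0 in *Scx-/-* libraries (adjusted p = 1.00 and 1.00). Collagen fibril genes in bone were 0 in wild-type and 0 in *Scx-/-* libraries (adjusted p = 1.00 and 1.00), and inhibitors of BMP and TGF-beta signaling in cartilage 0 in wild-type and 1 in *Scx-/-* libraries (adjusted p = 1.00 and 0.792).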

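Whether the effect of the genotype differed between tissues was tested directly, by the genotype by tissue terms (14 degrees of freedom) of an edgeR fit to the 90 libraries of 15 tissues. Among 13645 genes, 11 had an adjusted *p* under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 909 an unadjusted *p* under 0.05. The 11 genes, named after their values were seen, were *Krt10*, *Sprr1a*, *Myh7*, *Ly6d*, *Krt15*, *Klk1*, *Lor*, *Casq1*, *Krt5*, *Mt2* and *Krtdap*. *Krt10* had the smallest adjusted *p* (0.000552) and *Krtdap* the largest (0.0492). *Myh7* (adjusted p = 0.00135) was higher in *Scx-/-* heart and lower in *Scx-/-* muscle (−2.19, adjusted p = 0.546). Without replicate 1 of every tissue and genotype there were 40 genes, 5 of them among the 11. The power for a change in 1 tissue was limited on simulated counts: the test called 0 of 200 genes changed 16-fold in muscle alone at a dispersion of 1. It called 48 of 200 at a dispersion of 0.3, a scenario added after the first result was seen. The first scenario changed genes counted in muscle and the added one genes counted in all 15 tissues, so the part of the spread was not separated.

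The opposite question, which genes changed the same way in many tissues, was answered by counting DEGs at the study's thresholds in at least 5 of 15 tissues. There were 10: *Hbb-bt* (lower in 9), *Txnip* (higher in 9), *Rpl3* (higher in 7), *Mt2* (higher in 7), *Hbb-bs* (lower in 6), *Eif2s3y* (higher in 6), *Cirbp* (higher in 6), *Serpinh1* (lower in 6), *Rpl34* (lower in 5) and *Alas2* (higher in 5), the last 5 named after their values were seen. *Hbb-bs* and *Hbb-bt* rested on wild-type replicate 2, which held 35 to 14707 counts of *Hbb-bs* in its 16 libraries, against at most 15 in the other 80. *Rpl3* had most of its counts in *Scx-/-* replicate 1, without which its log2 fold change was reversed in 3 of the 7 tissues, to −1.75 in stomach, −2.77 in kidney, and −5.15 in spleen. *Txnip*, on chromosome 3 (96557957 to 96561883), had log2 fold changes of 1.07 to 1.76 in the tissues that called it, with the smallest adjusted *p* in kidney (0.00242). *Mt2*, on chromosome 8 (94172664 to 94173568), ranged from 1.11 to 3.31 and had an adjusted *p* under 0.05 in rectum (2.35e-05), stomach (0.00113), and kidney (0.0205). The threshold on tissues moved the number most, to 2 genes in at least 8 tissues (*Hbb-bt* and *Txnip*) and 18 in at least 4.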

Due to space limitations, here, we only presented results for the most effected tissues in the musculoskeletal system including bone, cartilage, and muscle according to the results of MuSeq and histological examination, which suggested that *Scx* plays a role in not only tendon tissue formation but also in other musculoskeletal tissues morphogenesis.

Normally limb musculature is derived from dorsolateral cells of the somites that migrate into the limb to form muscles. Meanwhile, non‐satellite cell muscle resident progenitors were identified to partially contribute to the muscle development and homeostasis repair.^[^ ^14^ ^]^ The mesoderm of the early limb bud comes from the lateral plate mesoderm. The lateral plate mesoderm cells give rise to the limb connective tissues cartilage, bone, tendon, and muscle connective tissue. This study suggests the possibility of multipotent MSSC contributing to both the connective tissue and partialmuscle tissue development and repair.

The tendon progenitor cell population is derived from the syndetome, lateral plate mesoderm, and neural crest.^[^ ^2^ ^]^ The syndetome is a *Scx*‐positive subdomain that occupies the dorsolateral portion of the sclerotome to form the axial skeleton.^[^ ^21^ ^]^ *Scx* also marks the progenitor cells of tendons and ligaments in the appendicular and craniofacial regions.^[^ ^22^ ^]^ *Scx* is a member of the basic helix‐loop‐helix family of transcription factors and is critical for the proper development and maturation of tendons and ligament.^[^ ^22^, ^23^ ^]^ In *Scx*−/− mice, force‐transmitting and inter‐muscular tendons are reported to be affected and are hypoplastic, whereas the muscle‐anchoring tendons and the ligaments are not affected.^[^ ^24^ ^]^ Notably, the size and weight of *Scx* ^−/−^ mice are much smaller than wild type mice, and *Scx* ^*−*/−^ mouse showed drastic limitations of motion, indicating an organism‐wide influence of *Scx* deficiency.^[^ ^23b,d^ ^]^ Recent studies demonstrated that *Scx*‐lineage mesenchymal cells within muscle and tendon contribute to the pathologic development of heterotopic ossification.^[^ ^25^ ^]^ Loss of*Scx* in mice leads to geometric and structural changes in cortical bone, as well as asymmetry in fracture healing.^[^ ^26^ ^]^ Recently, it has been reported that *Scx* is also important for the proper integration of musculoskeletal components, although its expression occurs transiently in the chondrogenic cell lineage and entheseal cartilage.^[^ ^27^ ^]^ Although these efforts have greatly advanced our knowledge of the wide expression of *Scx*, many open questions remain with respect to the identity and regulation of the early migration and specification events of *S* *cx*‐lineage cells. By using scRNA‐seq and lineage tracing, we revealed a previously unrecognized population of musculoskeletal stem/progenitor cells marked by the expression of*Scx*. The findings of this single‐cell analysis improved the resolution of gene functions at cell subpopulation level rather than tissue level.

*Scx*+ cells displayed a unique gene expression profile and contributed to not only tenocytes, but also myocytes, chondrocytes, and osteocytes. According to our evidence, *Scx*+ cells have the potential to contribute to both soft and hard tissue in the musculoskeletal system of the hind limb during development. This universality remained even in adult tissues homeostasis. We found that *Scx, Mecom, Hoxd13*, and *Ccnb1* gene, which from earlier embryonic stage, could be defined as an early progenitor branch. The Y2 branch presented the hard CT differentiation pathway with high levels of osteochondro‐lineage marker genes *Acan, Col2a1, Sox9*, and *Sox5*. The Y3 branch expressed high levels of *Dcn, Ogn, Col5a1*, and *Col1a1*, presenting the other soft CT. Genetic knockout experiments revealed that *Scx*+ cells are required for the development of muscle tissue, osteo‐cartilage lineage, and tendon formation, which is consistent with a previous report stating that *Scx* is required for the proper integration and development of musculoskeletal system in zebra fish.^[^ ^28^ ^]^ The deletion of *Scx* resulted in the loss of *Scx+ Hoxd13+* cell population, which shared overlapping cell proliferative marker profiles (e.g., *Pcna* and *Mki67*) indicating a stem cell fate potential. Taken together, the continuous participation of *Scx*+ cells in musculoskeletal system development lead us to characterize a *Scx*‐lineage cell population in cellular and molecular level and determine its subset of soft and hard tissue precursors responsible for musculoskeletal tissues. This finding renewed current knowledge about *Scx*+ progenitor cells and their functions (Figure S11, Supporting Information).

The current study using single‐cell technologies shed new light on novel musculoskeletal subpopulations and prospective markers for their isolation, which facilitated the proper seed cells selection in translational research. The extracellular matrix properties and dynamic signaling molecules during the lineage specification were revealed by trajectory reconstruction based on the transcriptional landscape of murine hind limb development. This information may be used in *in vitro* systems to more robustly drive embryonic, mesenchymal, or induced pluripotent cells to musculoskeletal tissues for tissue engineering applications. Additionally, a thorough understanding of the limb development process will hopefully allow recapitulation of complex tissue level phenotypes and sequential cytokine signal in controlled culture environments for organoid construction. The precise sequence of events involved in limb development may provide new targets to stimulate regeneration of musculoskeletal tissues.

## 4 Conclusion

In summary, our findings have revealed the diversity of limb cell types, providing a valuable resource for further investigations of the molecular mechanisms regulating limb development. Our study has also allowed the identification of a muscloskeletal stem/progenitor cell population labeled by transcription factor *Scx*, which contribute to the development of the musculoskeletal tissues.

## 5 Experimental Section

##### Animals and Tissue Sampling

Rosa26‐mT/mG (TdTomato‐GFP) mice^[^ ^13^ ^]^ were obtained from Nanjing BioMedical Research Institute of Nanjing University (NBRI) and crossed with Scleraxis‐cre mice kindly provided by Dr. R. Schweitzer (Oregon Health & Science University, Oregon, USA). Rosa26‐stop‐iDTR (DTR) mice were kindly provided by Dr. Wen‐biao Gan (Peking University Shenzhen Graduate School). All animal studies had ethical approval from the Institutional Animal Care and Use Committee of Zhejiang University (#ZJU20170006). Sixteen organs or tissues, including adipose, bladder, bone, cartilage, cortex, heart, hippocampus, intestine, kidney, liver, lung, muscle, rectum, spleen, stomach, and vascular from 3‐week‐old wild‐type and *Scx^−/−^*mice were used in this study. At necropsy, whole organs were removed, quick‐frozen in liquid N_2_, and stored at −80 °C for RNA extraction, or fixed in 4% paraformaldehyde for histological analysis.

##### RNA‐Seq Experiments

RNA‐seq was modified from a previous method. In brief, total RNA was extracted from tissue samples using trizol reagent (TaKaRa); reverse transcription was conducted by SuperScript II reverse transcriptase (Invitrogen); double strand cDNA was conducted using NEBNext mRNA second strand synthesis kit (NEB); double strand DNA was cleaned with AMPure XP beads (Beckman Coulter); sequencing library was constructed with Nextera XT kit (Illumina) and sequenced on Illumina X Ten platform. Sequence reads were mapped to reference genome mm10 using Bowtie2 using default parameters and per gene counts were calculated using HTSeq.^[^ ^29^ ^]^

##### RNA‐Seq Data Analysis

All the statistical analyses were conducted using R statistical programming language. Digital expression data was converted to counts per million by diving with the total number of reads and multiplying by 10^6^. Hierarchical clustering analysis was performed using Ward linkage based on a distance matrix of the Pearson correlation of the samples, and t‐SNE analysis was performed using Rtsne package. To identify TSGs, the area under the ROC curve was first calculated to quantify the accuracy of the prediction, and a *p*‐value is assigned to each gene using the Kruskal–Wallis test, comparing gene ranks in the tissue with the highest mean expression with all others. Genes with areas under the ROC curve (AUROC)  ＞0.9 and with *p*  ＜0.001 were defined as TSGs. DESeq2 was used to identify DEGs between each tissue from wild‐type and *Scx^−/−^* mice.^[^ ^18^ ^]^ In this analysis, a gene was considered to be expressed in a sample if its count value was equal or greater than one in the sample. Genes with count values of zero across all samples were removed. DEGs were defined as FC  ＞2 and *p*‐value  ＜0.05. GO analysis was performed using DAVID.^[^ ^30^ ^]^

##### Preparation of Single‐Cell Suspension from Mice Limb

Single‐cell experiments were performed on the embryonic Scx‐GFP mouse hind limb at E10.5, E12.5, and E15.5, also on the hind limbs from E12.5 day wild‐type and *Scx^−/−^* mice. In general, embryonic experiments were performed on pooled sibling limbs of one litter (three to five limbs per pool). Embryos were genotyped and wild‐type and *Scx^−/−^* mice were dissected and limbs were isolated. The authors finely chopped the tissue with small scissors in a drop of Dulbecco's modified Eagle's medium (DMEM), and then digested the tissues in type I collagenase 0.1%/trypsin 0.05% (Life Technologies) diluted in low‐glucose DMEM (L‐DMEM) (Gibco) solution at 37 °C for 10 min. Then, the tissues were let to settle down and the supernatant was collected in a fresh 50 mL tube, before adding 10% of fetal bovine serum to quench trypsin (on ice to stop collagenase). The digestion steps were repeated for four times or more till all tissues were digested. The supernatants were then pooled. The pooled supernatants were filtered through 70 µm cell filters (Falcon BD), and centrifuged for 10 min at 1600 rpm, before re‐suspending the pellet in DMEM containing 2% serum, and the cell suspension was kept on ice until load on chip.

##### Single‐Cell Capture, cDNA Library Preparation and Sequencing

Single‐cell capture, RNA extraction, and cDNA preparation were performed following the methods described in the Fluidigm protocol (PN 1009886, Using the C1 HT IFC to Generate Single‐Cell cDNA Libraries for mRNA Sequencing). In detail, cells were loaded onto the chip at a concentration of 300 500 cells uL^−1^, and imaged by phase‐contrast microscopy to assess the number of cells per capture site. Wells with more than one cell were excluded for the following analysis. The cDNA reaction products were quantified using the Qubit and were then diluted to a final concentration of 0.2 ng µL^−1^ using C1 Harvest Reagent. The diluted cDNA reaction products were then converted into mRNA‐seq libraries using the Nextera XT DNA sample preparation kit (Illumina, FC‐131‐1096, ‐2001 and ‐2002) following the manufacturer's instructions. The qualified library was then sequenced on Illumina Hiseq X Ten.

##### Processing of the scRNA‐Seq Data

Raw sequencing reads was processed with Perl scripts to ensure the quality of data used in further analysis. The authors first removed the adaptor‐polluted reads (reads containing more than five adapter‐polluted bases) and the low‐quality reads (reads with the number of Phred quality value less than 19 accounting for more than 15% of total bases) and then discarded reads with number of N bases accounting for more than 5%. The obtained clean data was mapped to the mm10 genome release with Bowtie2 using default parameters. Reads count for each gene in each sample was counted by HTSeq. After obtaining the digital gene expression data matrix, The authors used Seurat for dimension reduction, clustering, and differential gene expression analysis.^[^ ^31^ ^]^ For quality control, The authors excluded cells in which less than 2000 genes or more than 8000 genes were detected and genes that are detected in less than 10 cells. This resulted in 1533 cells expressing a total of 20 050 genes for E10.5, E12.5 day, and E15.5 hind limb data, and 761 cells expressing a total of 21 616 genes for E12.5 day wild‐type and *Scx^−/−^* mice data. Dimensional reduction was performed and cell clusters were identified based on the most significant principle components. Genes significantly enriched in each cell cluster were identified using the default algorithm in Seurat. Functional annotation of the resulting marker gene lists relative to GO terms was performed using DAVID. Trajectory analysis of the CT development was performed using Monocle (v2.4.0).

##### Histology and Immunofluorescence

Embryo limbs were harvested at desired ages, and fixed in 4% paraformaldehyde for 1 day at room temperature, then switched to 30% sucrose/PBS overnight before they were frozen, embedded, and sectioned. Adult tissues were harvested at desired ages, and fixed in 4% paraformaldehyde for 1 day at room temperature, then decalcified in 10% w/v EDTA (pH 7.4) for 20 days before the joints were embedded in paraffin. Sagittal joint sections were processed for H&E and safranin O‐fast green staining. For immunofluorescence, the following antibodies were used: GFP (Beyotime, AG281; Cell Signaling Technology, 255S), osteocalcin (Millipore, AB10911), Sox9 (Abcam, ab76997), dystrophin (Abcam, ab15277), Mhc (DSHB, MF‐20), Myh3 (DSHB, F1.652), and Runx2 (Sigma, HPA022040); secondary antibodies conjugated with Alexa Fluor 488 or Alexa Fluor 546 or Alexa Fluor 647 or Alexa Fluor 594 fluorescent dyes (Thermo Fisher Scientific) were used for immunofluorescent staining. The stained specimens were photographed digitally under confocal microscope (Nikon A1R).

##### Statistical Analysis

One‐way ANOVA and Student's *t*‐test were performed to assess whether there were statistically significant differences in the results between groups. Values of *p* < 0.05 were considered to be significantly different. The significance level was presented as *p < 0.05.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Z.Y. and J.L. contributed equally to this work. Conceptualization — X.C., X.Z., and H.W.O.; Supervision — X.C. and H.W.O.; Investigation — Z.Y., J.L., W.Z., M.L., R.L., B.Z., Y.C., and Y.H.; Formal Analysis — J.L. and R.Y.; Methodology — K.Z., C.F., and C.A.; Writing–Original Draft — Z.Y. and J.L.; Writing–Review & Editing — A.E., J.Z., and H.W.O.; Funding Acquisition — X.C., B.W., and H.W.; All authors read and approved the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

## References

[1] F. Petit , K. E. Sears , N. Ahituv , Nat. Rev. Genet. 2017, 18, 245.2816332110.1038/nrg.2016.167

[2] A. E. Brent , C. J. Tabin , Curr. Opin. Genet. Dev. 2002, 12, 548.1220016010.1016/s0959-437x(02)00339-8

[3] J. E. VanderMeer , N. Ahituv , Dev. Dyn. 2011, 240, 920.2150989210.1002/dvdy.22535PMC3174732

[4] A. Zuniga , Development 2015, 142, 3810.2657720410.1242/dev.125757

[5] C. Shukunami , Y. Yoshimoto , A. Takimoto , H. Yamashita , Y. Hiraki , Jpn. Dent. Sci. Rev. 2016, 52, 84.2840896010.1016/j.jdsr.2016.04.003PMC5390337

[6] a) C. K. Chan , E. Y. Seo , J. Y. Chen , D. Lo , A. McArdle , R. Sinha , R. Tevlin , J. Seita , J. Vincent‐Tompkins , T. Wearda , W. J. Lu , K. Senarath‐Yapa , M. T. Chung , O. Marecic , M. Tran , K. S. Yan , R. Upton , G. G. Walmsley , A. S. Lee , D. Sahoo , C. J. Kuo , I. L. Weissman , M. T. Longaker , Cell 2015, 160, 285;2559418410.1016/j.cell.2014.12.002PMC4297645

[7] N. Schaum , J. Karkanias , N. F. Neff , A. P. May , S. R. Quake , T. Wyss‐Coray , S. Darmanis , J. Batson , O. Botvinnik , M. B. Chen , S. Chen , F. Green , R. C. Jones , A. Maynard , L. Penland , A. O. Pisco , R. V. Sit , G. M. Stanley , J. T. Webber , F. Zanini , A. S. Baghel , I. Bakerman , I. Bansal , D. Berdnik , B. Bilen , D. Brownfield , C. Cain , M. B. Chen , S. Chen , M. Cho , et al., Nature 2018, 562, 367.30283141

[8] a) B. Pijuan‐Sala , J. A. Griffiths , C. Guibentif , T. W. Hiscock , W. Jawaid , F. J. Calero‐Nieto , C. Mulas , X. Ibarra‐Soria , R. C. V. Tyser , D. L. L. Ho , W. Reik , S. Srinivas , B. D. Simons , J. Nichols , J. C. Marioni , B. Gottgens , Nature 2019, 566, 490;3078743610.1038/s41586-019-0933-9PMC6522369

[9] a) P. J. Fabre , M. Leleu , B. Mascrez , Q. Lo Giudice , J. Cobb , D. Duboule , BMC Biol. 2018, 16, 101;3022385310.1186/s12915-018-0570-zPMC6142630

[10] A. Doyle , M. P. McGarry , N. A. Lee , J. J. Lee , Transgenic Res. 2012, 21, 327.2180010110.1007/s11248-011-9537-3PMC3516403

[11] X. Han , H. Chen , D. Huang , H. Chen , L. Fei , C. Cheng , H. Huang , G. C. Yuan , G. Guo , Genome Biol. 2018, 19, 47.2962203010.1186/s13059-018-1426-0PMC5887227

[12] D. Grun , M. J. Muraro , J. C. Boisset , K. Wiebrands , A. Lyubimova , G. Dharmadhikari , M. van den Born , J. van Es , E. Jansen , H. Clevers , E. J. P. de Koning , A. van Oudenaarden , Cell Stem Cell 2016, 19, 266.2734583710.1016/j.stem.2016.05.010PMC4985539

[13] M. D. Muzumdar , B. Tasic , K. Miyamichi , L. Li , L. Luo , Genesis 2007, 45, 593.1786809610.1002/dvg.20335

[14] a) N. Liu , G. A. Garry , S. Li , S. Bezprozvannaya , E. Sanchez‐Ortiz , B. Chen , J. M. Shelton , P. Jaichander , R. Bassel‐Duby , E. N. Olson , Nat. Cell Biol. 2017, 19, 202;2821890910.1038/ncb3477PMC5332283

[15] a) J. A. Blake , J. T. Eppig , J. A. Kadin , J. E. Richardson , C. L. Smith , C. J. Bult , Nucleic Acids Res. 2017, 45, D723;2789957010.1093/nar/gkw1040PMC5210536

[16] S. Picelli , A. K. Bjorklund , O. R. Faridani , S. Sagasser , G. Winberg , R. Sandberg , Nat. Methods 2013, 10, 1096.2405687510.1038/nmeth.2639

[17] V. Y. Kiselev , K. Kirschner , M. T. Schaub , T. Andrews , A. Yiu , T. Chandra , K. N. Natarajan , W. Reik , M. Barahona , A. R. Green , M. Hemberg , Nat. Methods 2017, 14, 483.2834645110.1038/nmeth.4236PMC5410170

[18] M. I. Love , W. Huber , S. Anders , Genome Biol. 2014, 15, 550.2551628110.1186/s13059-014-0550-8PMC4302049

[19] a) T. Sueyoshi , K. Yamamoto , H. Akiyama , Matrix Biol. 2012, 31, 352;2288514910.1016/j.matbio.2012.07.002

[20] Z. Wang , M. Gerstein , M. Snyder , Nat. Rev. Genet. 2009, 10, 57.1901566010.1038/nrg2484PMC2949280

[21] A. E. Brent , R. Schweitzer , C. J. Tabin , Cell 2003, 113, 235.1270587110.1016/s0092-8674(03)00268-x

[22] a) C. Shukunami , A. Takimoto , M. Oro , Y. Hiraki , Dev. Biol. 2006, 298, 234;1687615310.1016/j.ydbio.2006.06.036

[23] a) A. H. Huang , N. A. Motlekar , A. Stein , S. L. Diamond , E. M. Shore , R. L. Mauck , Ann. Biomed. Eng. 2008, 36, 1909;1879182710.1007/s10439-008-9562-4

[24] A. K. Levay , J. D. Peacock , Y. Lu , M. Koch , R. B. Hinton Jr. , K. E. Kadler , J. Lincoln , Circ. Res. 2008, 103, 948.1880202710.1161/CIRCRESAHA.108.177238PMC2743952

[25] S. Agarwal , S. J. Loder , D. Cholok , J. Peterson , J. Li , C. Breuler , R. Cameron Brownley , H. Hsin Sung , M. T. Chung , N. Kamiya , S. Li , B. Zhao , V. Kaartinen , T. A. Davis , A. T. Qureshi , E. Schipani , Y. Mishina , B. Levi , Stem Cells 2017, 35, 705.2786261810.1002/stem.2515PMC5529170

[26] J. A. McKenzie , E. Buettmann , A. C. Abraham , M. J. Gardner , M. J. Silva , M. L. Killian , FASEB J. 2017, 31, 882.2786437810.1096/fj.201600969RPMC5295726

[27] a) M. L. Killian , S. Thomopoulos , FASEB J. 2016, 30, 301;2644381910.1096/fj.14-258236PMC4684511

[28] a) E. Kague , S. M. Hughes , E. A. Lawrence , S. Cross , E. Martin‐Silverstone , C. L. Hammond , Y. Hinits , FASEB J. 2019, 33, 9116.3110002310.1096/fj.201802654RRPMC6662971

[29] a) B. Langmead , S. L. Salzberg , Nat. Methods 2012, 9, 357;2238828610.1038/nmeth.1923PMC3322381

[30] a) W. Huang da , B. T. Sherman , R. A. Lempicki , Nucleic Acids Res. 2009, 37, 1;1903336310.1093/nar/gkn923PMC2615629

[31] a) E. Z. Macosko , A. Basu , R. Satija , J. Nemesh , K. Shekhar , M. Goldman , I. Tirosh , A. R. Bialas , N. Kamitaki , E. M. Martersteck , J. J. Trombetta , D. A. Weitz , J. R. Sanes , A. K. Shalek , A. Regev , S. A. McCarroll , Cell 2015, 161, 1202;2600048810.1016/j.cell.2015.05.002PMC4481139

# Supplementary material for: Atlas of Musculoskeletal Stem Cells with the Soft and Hard Tissue Differentiation Architecture
**Source:** Adv Sci (Weinh). 2020 Oct 22;7(23):2000938. doi: 10.1002/advs.202000938
**Supplement:** Supplementary file 1 — Supporting Information

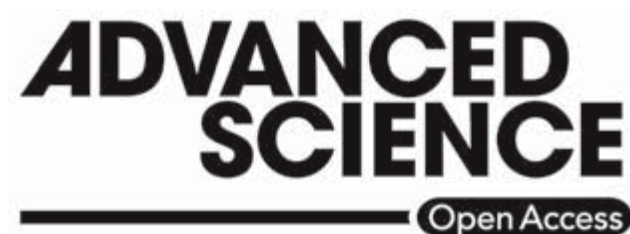

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202000938

Atlas of Musculoskeletal Stem Cells

with The Soft and Hard Tissue

Differentiation Architecture

*Zi Yin, Junxin Lin, Ruojin Yan, Richun Liu, Mengfei Liu, Bo Zhou*

*, Wenyan Zhou, Chengrui An, Yangwu Chen, Yejun Hu,*

*Chunmei Fan, Kun Zhao, Bingbing Wu,*

*Xiaohui, Zou, Jin Zhang, Ahmed H. El-Hashash*

*, Xiao Chen,<sup>\*</sup> and, Hongwei Ouyang<sup>\*</sup>*

## Supporting Information

### **Atlas of Musculoskeletal Stem Cells with The Soft and Hard Tissue**

#### **Differentiation Architecture**

*Zi Yin<sup>2,3,8#</sup>, Junxin Lin<sup>1,3#</sup>, Ruojin Yan<sup>1,3</sup>, Richun Liu<sup>1,3</sup>, Mengfei Liu<sup>1,3</sup>, Bo Zhou<sup>1,3</sup>, Wenyan Zhou<sup>1,3,4</sup>, Chengrui An<sup>1,3</sup>, Yangwu Chen<sup>1,3</sup>, Yejun Hu<sup>1,3</sup>, Chunmei Fan<sup>2,3</sup>; Kun Zhao<sup>1,3</sup>, Bingbing Wu<sup>1,3</sup>, Xiaohui, Zou<sup>3,6</sup>, Jin Zhang<sup>7</sup>, Ahmed H. El-Hashash<sup>4,9</sup>, Xiao Chen<sup>1,3,5,8\*</sup>, Hongwei Ouyang<sup>1,3,4,5,8\*</sup>*

## Supplemental figures and legends

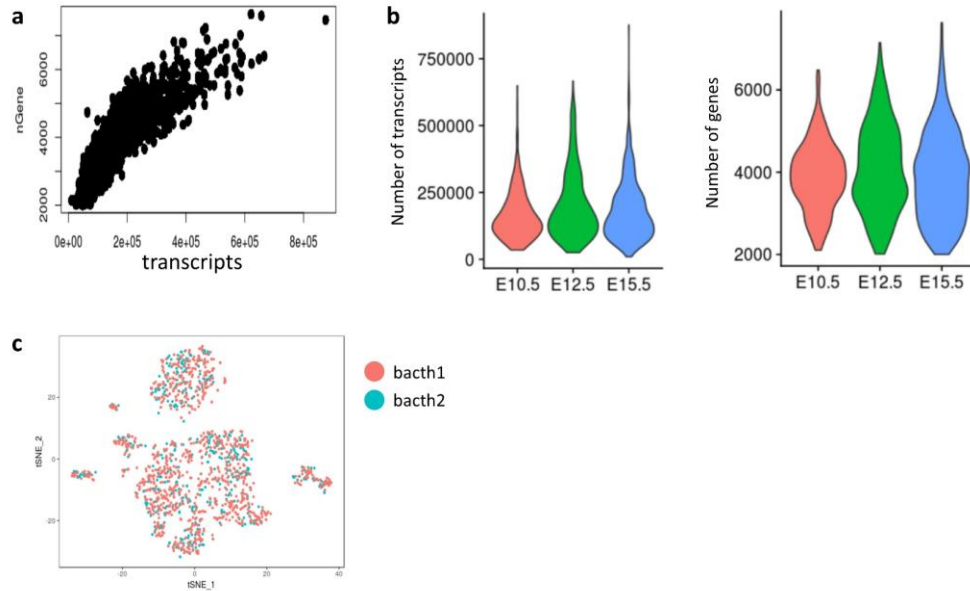

**Figure S1.** Quality control of the data set.

- a) Scatter diagram showed the gene numbers (nGene) and transcript numbers of single cells after cell filtering.
- b) Violin plots show the distribution of transcripts and genes detected per cell at E10.5, E12.5, E15.5.
- c) Batch information of single cells from E10.5, E12.5, E15.5 mice hindlimb mapped on t-SNE plots.

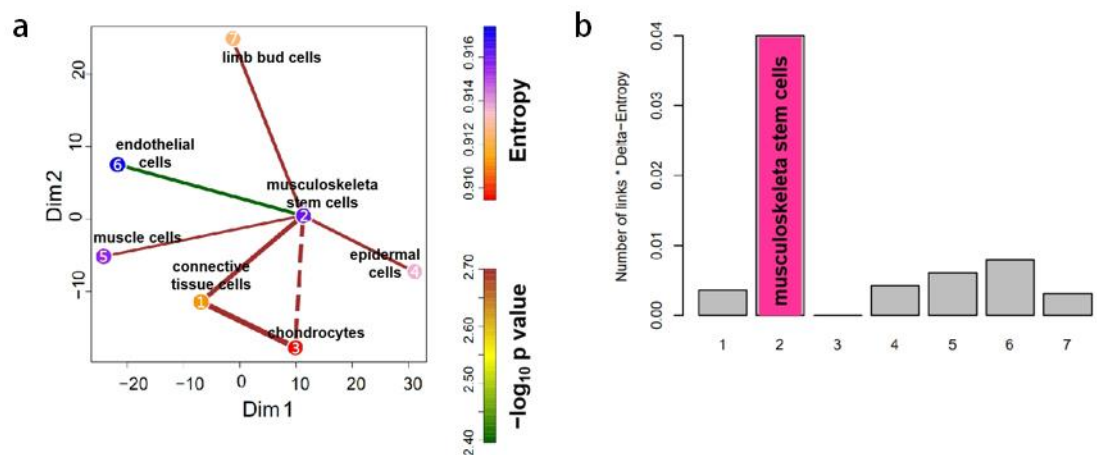

**Figure S2.** StemID analysis of the limb compartment exclude immune cells.

- a) Inferred lineage tree. Significant links are shown ( $p < 0.01$ ). The color of the link indicates the  $-\log_{10}$  p value. The color of the vertices indicates the entropy. The thickness indicates the link score, reflecting how densely a link is covered with cells.
- b) Barplot of StemID scores. The cluster number represent 1: Connective tissue cells; 2: Musculoskeletal stem cells; 3: Chondrocytes; 4: Epidermal cells; 5: Muscle cells; 6: Endothelial cells; 7: Limb bud cells.

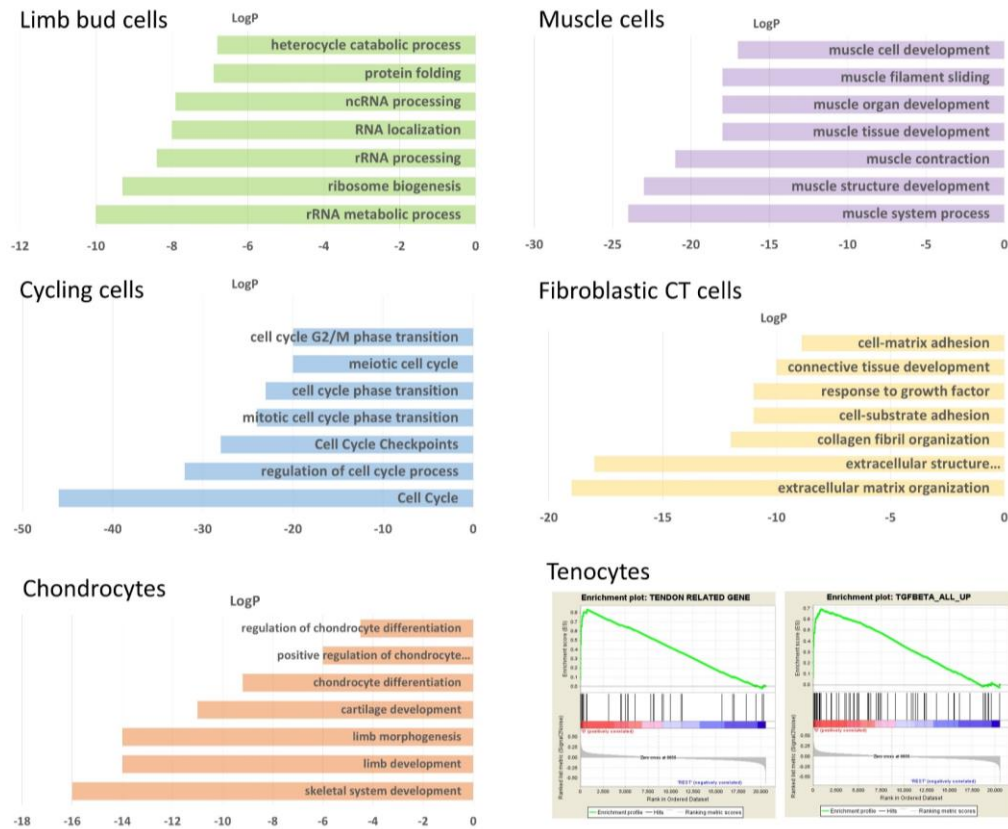

**Figure S3.** The enriched GO terms or GSEA results of marker genes of each *Scx* expressing cell sub-cluster.

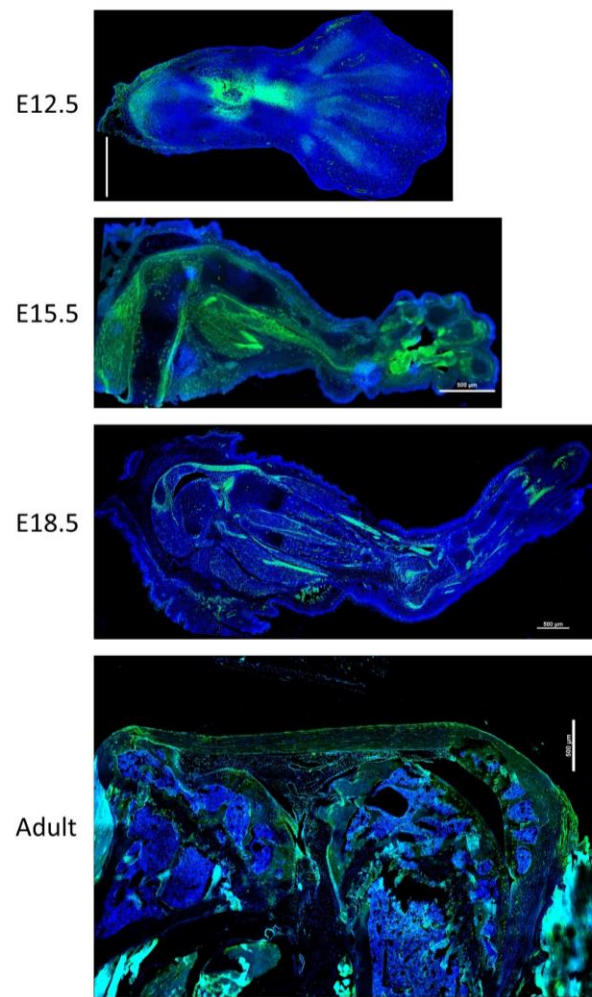

**Figure S4.** Immunofluorescence of Scx-GFP expression at different developmental stages. Scale bar, 500  $\mu\text{m}$ .

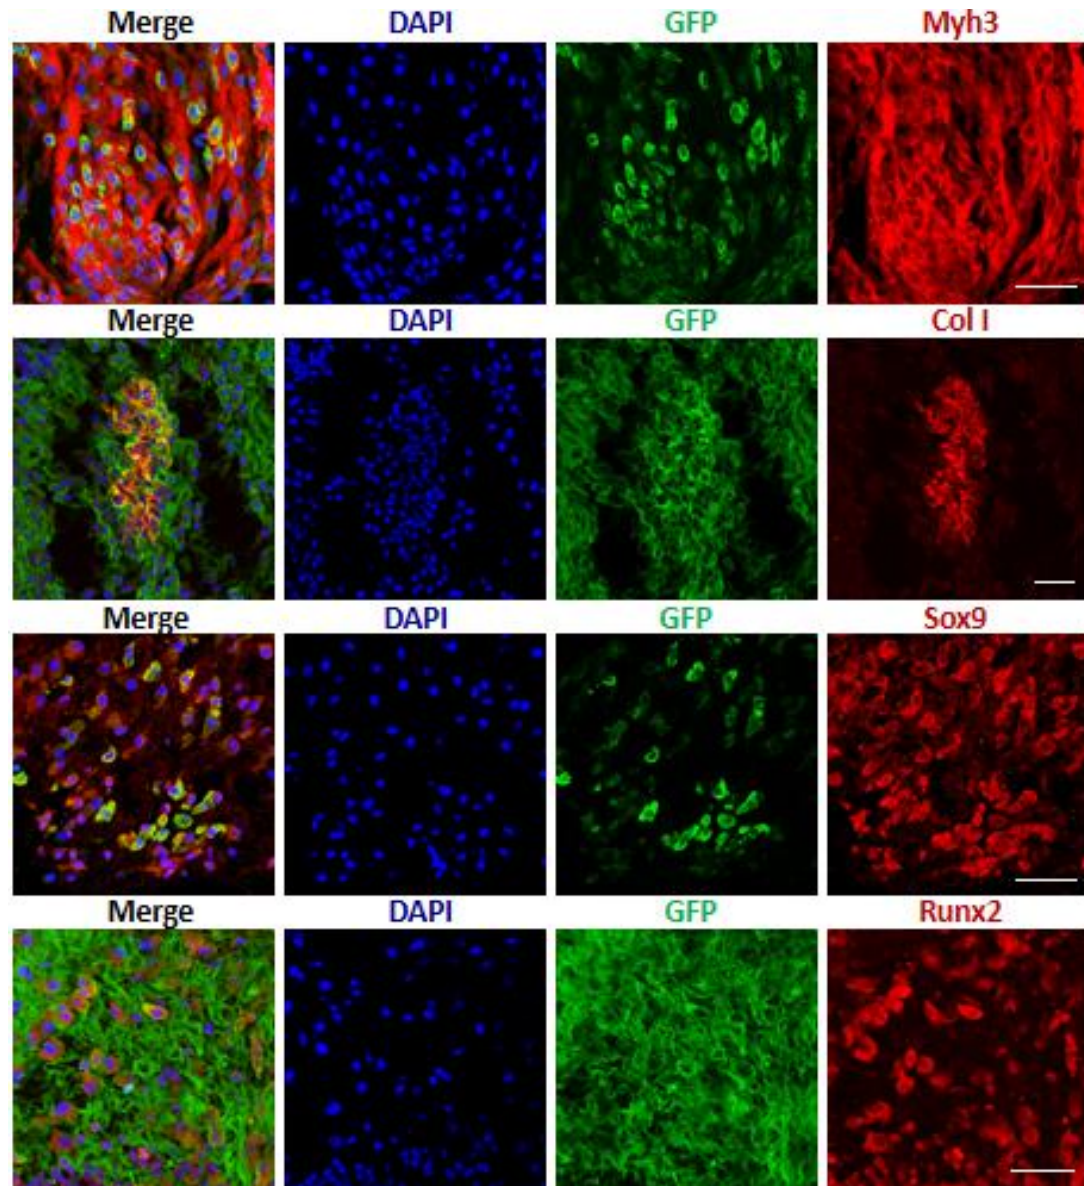

**Figure S5.** The immunofluorescence staining showed that injected mGFP labelling cells (representing the Scx-lineage) in developing limb bud express embryonic myofiber marker Myh3, connective tissue matrix Col1, chondrogenic marker Sox9, or osteogenic marker Runx2. Scale bar, 50  $\mu$  m.

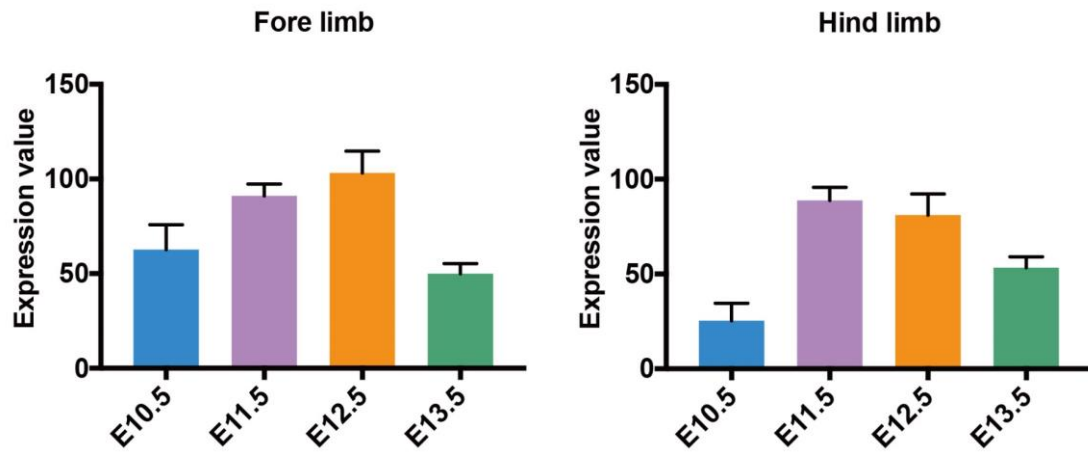

**Figure S6.** Gene expression of Scx during embryonic limb development Day 10.5, Day 11.5, Day 12.5 and Day 13.5.

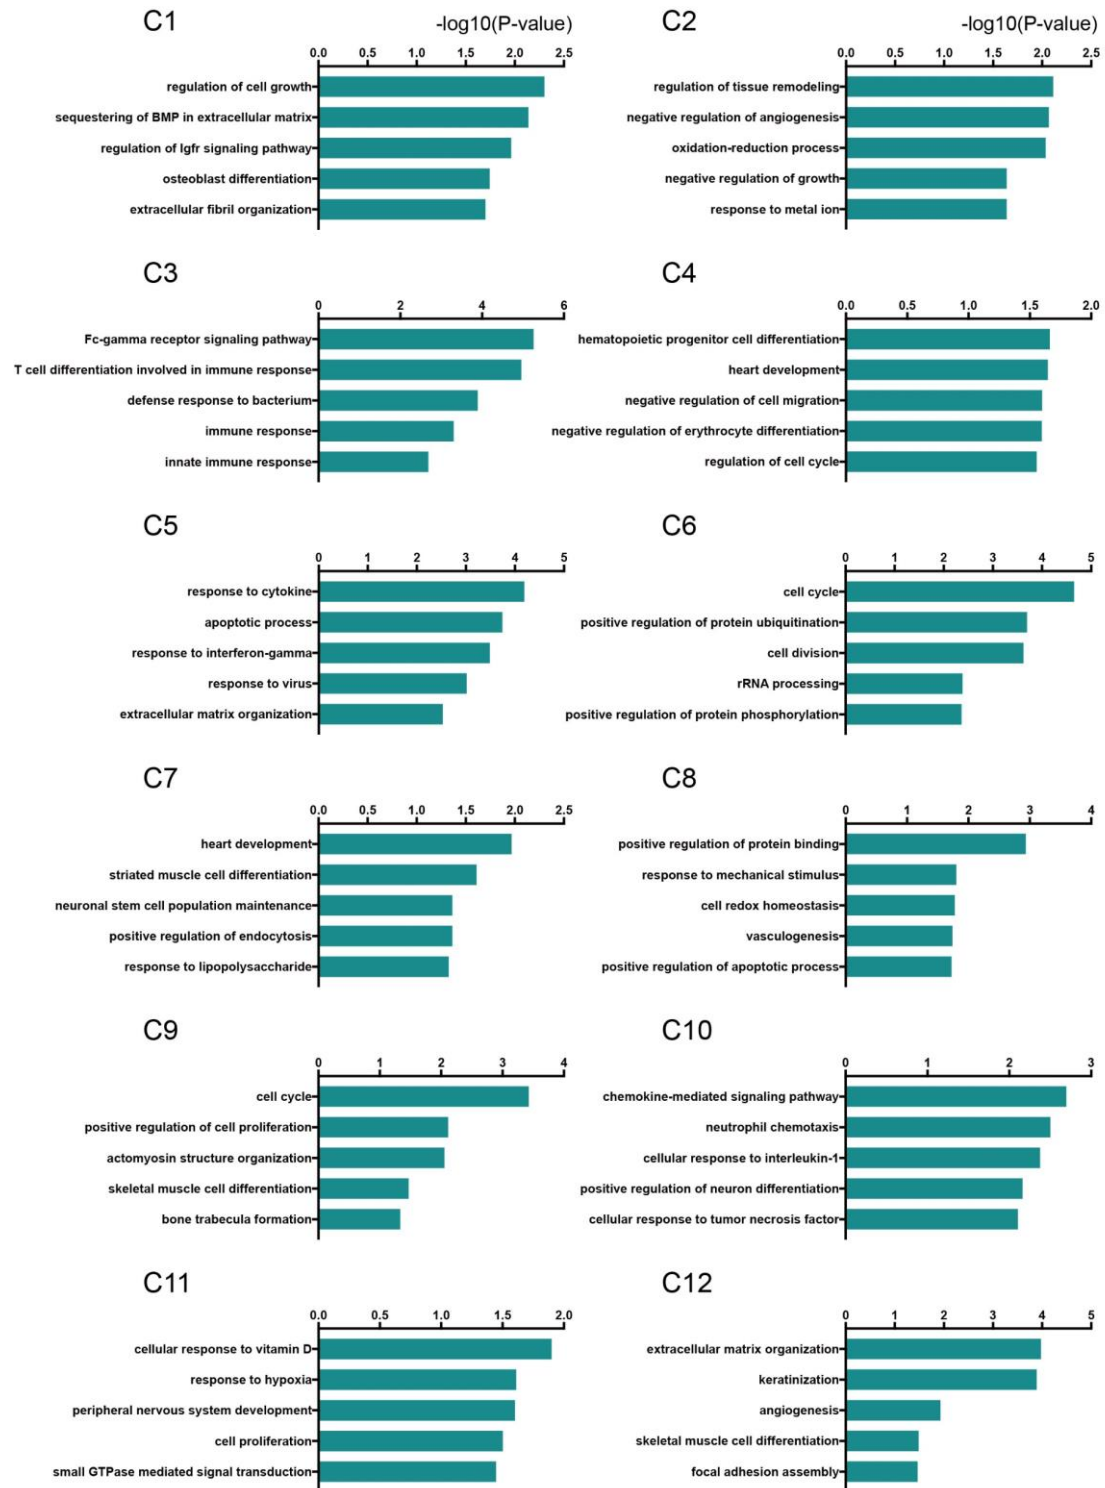

**Figure S7.** The enriched GO terms (biological processes) of marker genes of each cell cluster.

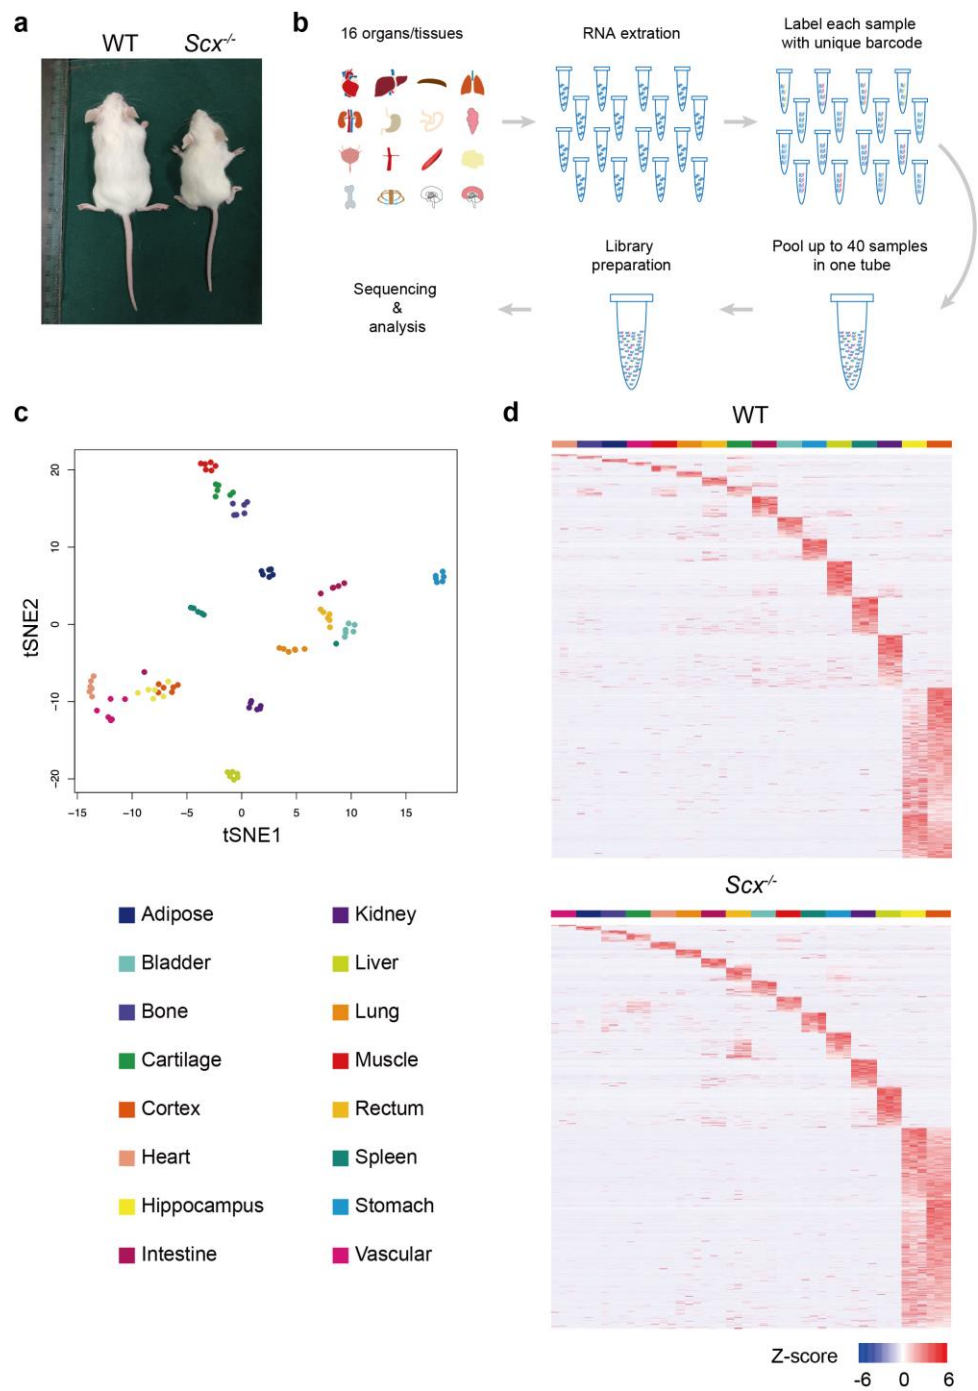

**Figure S8. Multiple sample RNA-seq of 16 tissues from wild-type and *Scx*<sup>-/-</sup> mice.**

a) The appearance of wild-type and *Scx*<sup>-/-</sup> mice.

- b) A schematic of the basic workflow for MuSeq.
- c) t-SNE maps of MuSeq data for 16 non-sexual tissue samples from wild-type and *Scx*<sup>-/-</sup> mice. Plots are colored by tissue type.
- d) Expression profiles of tissue-enriched genes. Expression data for 3,355 (wild-type) and 3,472 (*Scx*<sup>-/-</sup>) tissue-enriched genes were arranged by tissue type.

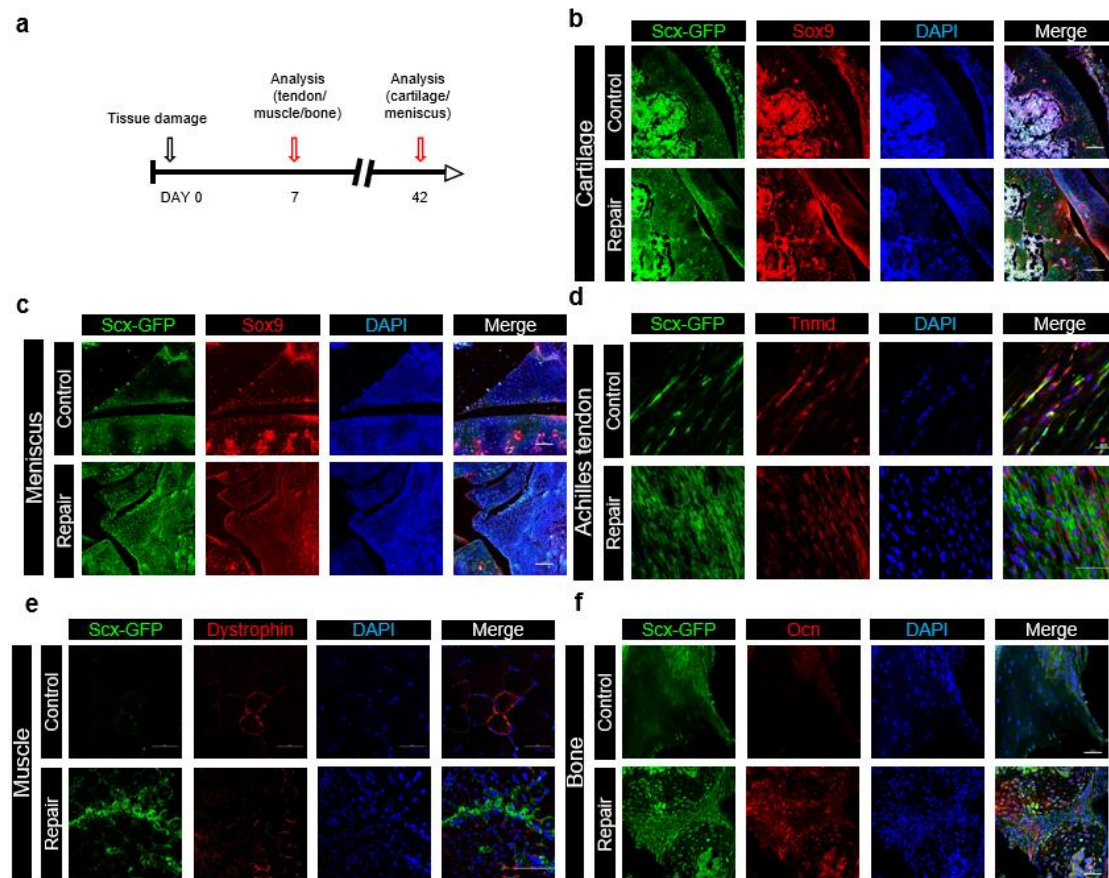

**Figure S9.** Contribution of Scx-positive cells during hind limb repair.

(a) Schematic illustration of articular cartilage, meniscus, Achilles tendon, tibialis anterior muscle and bone injury treatment and sample collection at designated times for adult Scx-GFP mice. Immunostaining of tissue sections showed that Scx+ cells were expressed in the articular cartilage (b), meniscus (c), Achilles tendon (d), tibialis anterior muscle (e) and bone (f) after injury and were involved in limb injury repair. Green, Scx-GFP; red, representative lineage markers; blue, nuclear staining with DAPI). Scale bar, 100  $\mu$  m (articular cartilage, meniscus). Scale bar, 50  $\mu$  m

(Achilles tendon, tibialis anterior muscle and bone).

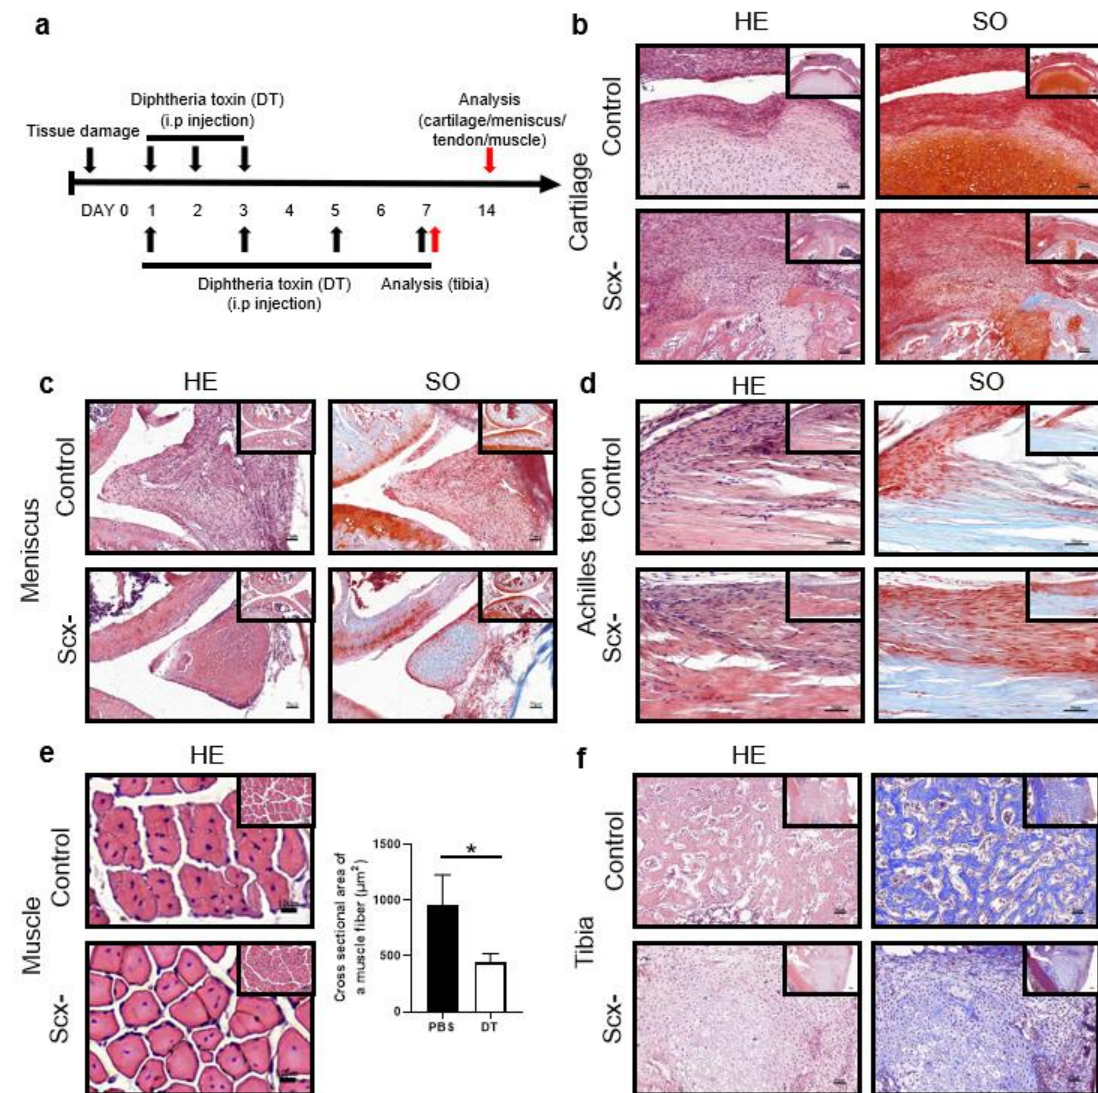

**Figure S10.** Scx-cell ablation impairs limb injury repair.

(a) Experimental strategy of DT administration to clear Scx+ cells in injured animal models. Histological analysis of articular cartilage injury (b), meniscus injury (c), Achilles tendon injury (d) in Scx+ cells scavenging group and control group. Scale bars, 50  $\mu\text{m}$ . (e) Representative pictures of HE stained sections of tibialis anterior

muscles treated with CTX 14 days after injury and average of centrally nucleated myofiber size values in TA muscle sections. Values are mean  $\pm$  SEM. Scale bars, 10  $\mu$ m. (f) Analysis of HE and masson's trichrome staining in Scx+ cells scavenging group and control group in tibial injury. Scale bars, 50  $\mu$ m. Data were tested for significance by an unpaired two-tailed t-test. \* $P < 0.05$ .

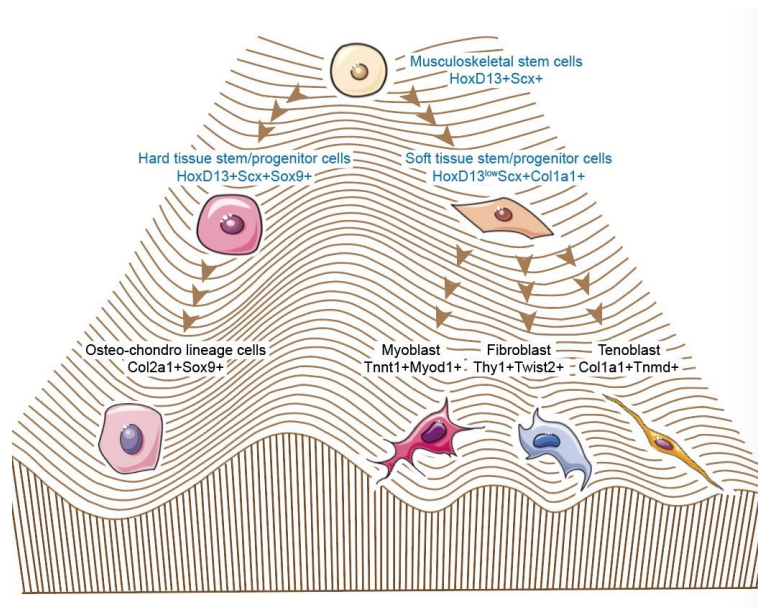

**Figure S11.** Musculoskeletal Stem Cells With The Soft and Hard Tissue Differentiation potential

How the deposited data were processed for this re-analysis (not part of the article)

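Bulk RNA was measured in 96 libraries, 3 per genotype in each of 16 tissues of wild-type and *Scx-/-* mice aged 3 weeks. The deposited values are counts per gene symbol, whole numbers that the authors made by mapping reads to mm10 with Bowtie2 at default parameters and counting them with HTSeq, without normalization. The paper describes the libraries as 3′-enriched, while the record of the series describes them as based on Smart-seq2. Conditions were taken from the sample labels, and no column was left unmapped.

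From the counts, CPM on library totals was used for detection, correlations, and TSGs, and edgeR 4.0.16 (R 4.3.3) for tests between genotypes, with TMM factors, glmQLFit with robust estimation, and Benjamini-Hochberg adjustment within each tissue. Genes at 0 in all 6 libraries were removed. DESeq2 1.42.0, which the authors used, was an alternative. The study's thresholds use an unadjusted p, which is applied here as a threshold only: with 3 against 3 libraries an exact permutation test cannot go below 0.1, so single genes are given with the adjusted p of the model. Gene lists were tested by limma's camera (version 3.58.1) with a correlation of 0.01, and TSG lists by Fisher's exact test. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, and matplotlib 3.10.9, and gene coordinates come from a GRCm38 annotation. The interaction was fitted to genes passing filterByExpr with glmQLFit's own dispersion estimate, because a separate estimate took too long. Vascular samples were left out of the counts over 15 tissues, as in the paper.

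The genes named are those the paper names for a tissue, *Scx* in every tissue, up to 2 largest rises and 2 largest falls in muscle, bone, cartilage, and heart among genes with an adjusted p under 0.05, no overlap, and at least 10 CPM, the 5 most abundant TSGs of wild-type cortex, spleen, and vascular samples, the 5 genes called in most tissues, the sex-linked genes, and the 3 most abundant members of a list. Not every gene this rule covers is printed. Gene lists of epidermal and pancreatic genes were written after called genes were seen, and those of heat shock and clock genes before their values were.

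Depth was 11244 to 1658192 counts per library. The scripts were tried on simulated counts, with means and spread of the real libraries for the tests per tissue and with set dispersions for TSGs and the interaction. A 16-fold change reached an adjusted p under 0.05 for 57% of genes in muscle, 43% in heart, 23% in bone, and 51% in cartilage, and a 4-fold change for 8%, 1%, 1%, and 6%. At the study's thresholds 668 of 13355 unchanged genes were called in muscle, 458 of 11487 in heart, 359 of 10860 in bone, and 511 of 12280 in cartilage. The TSG script recovered 123 of 200 genes raised 100-fold and called 112 of 20011 unchanged genes. These counts had a dispersion of 1 and the same mean share of a gene in all tissues before the change. Only genes with low mean counts were raised, so recovery of genes counted in most libraries was not tried. The interaction test called 0 of 200 genes changed 16-fold in muscle alone at a dispersion of 1. In 2 scenarios added after that result was seen, it called 48 of 200 at a dispersion of 0.3 and 113 of 200 changed in 8 of 15 tissues at a dispersion of 1. The added scenarios changed genes counted in all 15 tissues, the first one genes counted in muscle, so dispersion was not the only difference.

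Alternatives were RLE and library totals as scaling, filterByExpr, the replicate number as a block, libraries thinned to 57359 counts, sex-linked genes left out, DESeq2, a joint fit over 32 groups, other TSG tests, and leaving out each library. After the results were seen, gene lists without the genes the paper names for a tissue, limits of fold changes without each library, and the share of brown fat genes without *Ucp1* were added. The test of the number of DEGs against the dispersion was first read as excluding the spread between libraries and then as undecided, because a larger dispersion also lowers the number. Ranks without a replicate were taken from fits without that replicate in every tissue; a first version left it out of the ranked tissue alone, gave later places, and was replaced after its values were seen. Embryonic single-cell data, t-SNE, DAVID terms, and histology were not analysed here.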

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

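The tests of the splits for rectum, liver, kidney, bladder, and vascular samples, of tissue brought along in rectum, adipose, bladder, cartilage, and spleen samples, of brown fat genes without *Ucp1*, and of the beta-globin allele were chosen after the results were seen.

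The effect of the genotype differed between tissues for 11 genes by an interaction test. The 10 joint splits of the libraries by replicate number are too few for a share under 0.05; the real split gave 11 genes and the highest of the others 2 (1 of 10 splits gave as many, the real one included). Without replicates 1, 2, and 3 the number was 40, 14, and 15, sharing 5, 5, and 3 genes with the 11, so which genes are found depends on the libraries. Of the 11, 7 are genes of skin or its appendages (*Krt10*, *Sprr1a*, *Ly6d*, *Krt15*, *Lor*, *Krt5*, and *Krtdap*), which were higher in *Scx-/-* rectum, so part of this result rests on the rectum samples. A biological difference between tissues was not separated from it.

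In rectum, 63 genes had an adjusted p under 0.05 (41 without wild-type replicate 2 and 37 without *Scx-/-* replicate 2), and the paper does not discuss this tissue's DEGs. The highest of the other splits gave 11, in the split that groups the libraries by *Xist* and Y-linked counts. The 10 splits are too few for a share under 0.05 (1 of 10 gave as many). Epidermal genes took 2.06 ± 1.01% of the counts in *Scx-/-* libraries and 0.0550 ± 0.0250% in wild-type libraries (SD), with all 20 genes of the list higher. Skin or anal canal tissue in the *Scx-/-* samples would also bring striated muscle, and the median log2 fold change of fast-twitch fibre genes in rectum was 1.40, so tissue taken along at dissection may account for these genes. An effect of the genotype on the rectum stays open for the remaining genes.

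In liver, 59 genes had an adjusted p under 0.05 (37 without wild-type replicate 2, 39 without *Scx-/-* replicate 2 and 32 without *Scx-/-* replicate 3), in kidney 30 (14 without wild-type replicate 2), and in bladder 17 (11 without wild-type replicate 3 and 28 without *Scx-/-* replicate 3), in tissues whose DEGs the paper does not describe. The highest of the other splits gave 5, 7, and 10, and 1, 1, and 1 of 10 splits gave as many, which is too few splits for a share under 0.05. The totals of the genotypes did not overlap in these 3 tissues, and with libraries thinned to 1 depth 22, 18, and 11 genes were called, of which 17, 12, and 6 were among those called at full depth. Thinning also leaves fewer counts, so the part due to the difference in depth was not separated, and an effect of the genotype stays open. In bladder, 5 of the 17 genes were higher and 12 lower in *Scx-/-* libraries. The lower ones included collagen and matrix genes, named here after their values were seen, among them *Col3a1* (−1.05, adjusted p = 7.86e-05), *Col14a1* (−1.75, adjusted p = 0.00255) and *Fbn1* (−1.80, adjusted p = 0.00519), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number of lower genes was 9 in thinned libraries, 11 by DESeq2, and 5 without wild-type replicate 3, while after filterByExpr 0 genes were called. The cause of these falls stays open, and the hepatocyte genes below bear on the higher genes alone. Among the higher genes they do not cover *Rnase1*, also named after its values were seen. It had 0, 20, and 63 counts in *Scx-/-* replicates 1 to 3, highest in the replicate with the lowest hepatocyte share of the 3. Hepatocyte genes took 0.287 ± 0.329% of the counts in *Scx-/-* libraries and 0.0670 ± 0.0200% in wild-type libraries, and 77.5% of the list's CPM over the 3 *Scx-/-* bladder libraries was in replicate 2. *Apoa2* had 10, 102, and 0 counts and *Fga* 5, 71, and 0 in *Scx-/-* replicates 1 to 3, and replicate 3 had a share of the list within the wild-type range, so a like rise in all 3 libraries is excluded. Whether liver tissue came into replicate 2 alone stays open on this value, since the rest of the list's CPM was in the others. The lowest and highest shares were 0.0790% and 0.666% in *Scx-/-* and 0.0450% and 0.0810% in wild-type libraries.

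In vascular samples, whose DEGs the paper leaves out, *Ucp1* had a log2 fold change of −2.03 (adjusted p = 1.71e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was one of 4 genes at an adjusted p under 0.05, where the highest of the other splits gave 3 and 10 splits are too few for a share under 0.05 (1 of 10 gave as many). Brown fat genes took 1.16 ± 0.369% of the counts in wild-type and 0.629 ± 0.162% in *Scx-/-* libraries, or 0.620 ± 0.150% and 0.468 ± 0.109% without *Ucp1*, and adipocyte genes 2.32 ± 0.310% and 2.33 ± 0.748%. Library totals did not overlap between the genotypes in this tissue either. Less brown fat taken along would lower its genes alike, while *Cox8b* had a log2 fold change of −0.51 (standard error 0.306) and *Cidea* of −1.08 (standard error 0.370), against a standard error of 0.291 for *Ucp1*, so it does not account for the whole fall of *Ucp1* if these genes come from brown fat alone. A change within brown fat, less of it for the remaining part, and depth stay open. *Ucp1* was also called lower in muscle (0, 227, and 10 wild-type counts, 0 in *Scx-/-* libraries) and cartilage (0, 42, and 149 against 1, 7, and 0). The source of *Ucp1* counts in those samples was not tested.

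In heart, *Myh7* had a log2 fold change of 5.97 (adjusted p = 5.07e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), outside the genes the paper names for heart, and *Casq1* and *Unc93b1* were lower. There were 5 genes at an adjusted p under 0.05, with 4 in the highest of the other splits (1 of 10 gave as many, too few splits for a share under 0.05). The wild-type counts of *Myh7* were 30, 0, and 1, and the *Scx-/-* counts 197, 498, and 646. Which chamber of the heart each sample held is not given in the sources used here, and no technical explanation of this value was tested.

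Pancreatic genes took at least 54.01% of the counts in every adipose library (61.8 ± 6.80% in wild-type and 62.6 ± 2.69% in *Scx-/-* libraries), against 0.0420 ± 0.0160% and 0.0270 ± 0.0120% for adipocyte genes. Pancreatic tissue in the adipose samples is in line with this value of 54.01%, and no result for adipose tissue is read as one of fat cells. A genotype effect would need a difference between the genotypes, which these shares do not show beyond their spread.

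Pancreatic genes were also higher in *Scx-/-* cartilage, where *Ctrb1* was called. They took 0.375 ± 0.0260% of the counts in *Scx-/-* and 0.106 ± 0.0430% in wild-type libraries, and the median log2 fold change of the list without *Ctrb1* was 1.88, so transcripts of the pancreas in these libraries are consistent with the rise. Whether they came as tissue or as reads assigned to the wrong sample was not separated, and a change within cartilage was not tested. In spleen, where *Pdia2* alone was called, the shares were 5.35 ± 5.45% and 1.04 ± 0.915%. Pancreatic tissue in the spleen samples cannot be told apart from an effect of the genotype on *Pdia2*: its CPM had a Spearman's rho of 0.429 with the share over 6 libraries, highest in the libraries of *Scx-/-* replicates 2 and 3 where the share was highest too, but next highest in *Scx-/-* replicate 1 with a share of 0.00600%.

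*Hbb-bs* reached 14707 counts in a library of wild-type replicate 2. All 16 libraries of wild-type replicate 2 had at least 10 counts, against 3 of the other 80. A beta-globin allele carried by 1 mouse, whose number is shared across tissues, is consistent with the value of 16 libraries. The lowest count in wild-type replicate 2 was 35, and the highest elsewhere 15. The genotype of the mice at this locus was not tested, so the lower counts in *Scx-/-* tissues are not read as an effect of *Scx*.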

How the results depend on the processing

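The alternatives were set before the data were seen, apart from the tissue with the highest mean rank with the Wilcoxon test, the gene lists without the genes named by the paper, and the version used for ranks without a replicate, chosen after seeing them, as were the fold limits without each library and the brown fat share without *Ucp1* given at the claims. Over all alternatives, 483 values of the main results and 752 values of single genes kept their direction and side of the threshold, or for counts stayed within 1.5 times. Of the main results, 271 counts moved further, 62 values fell below a threshold, 9 rose above it, and 6 changed direction. Of single genes, 45 fell below the threshold, 44 rose above it, and 46 changed sign. Where a cause is not given, the cause was not tested, except that filterByExpr tests fewer genes, thinning leaves fewer counts, and leaving out a library leaves fewer samples.

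The percentage of libraries closest to their own tissue was 96.9 on CPM without a log, 96.9 with the 2000 most variable genes and 88.5 in thinned libraries. In wild-type libraries, the number of TSGs was 4769 with an exact permutation p, 1134 with the Kruskal–Wallis test over 16 tissues and 7545 with AUROC alone. The lowest number in a tissue was 58 with an exact permutation p and 71 with AUROC alone, and from 5 without replicate 1 to 13 without replicate 2. The highest was 210 with the Kruskal–Wallis test over 16 tissues and 1329 with AUROC alone, and from 437 without replicate 1 to 505 without replicate 2. In *Scx-/-* libraries, the number of TSGs was 4737 with an exact permutation p, 1361 with the Kruskal–Wallis test over 16 tissues and 7623 with AUROC alone. The lowest number in a tissue was 69 with an exact permutation p, 19 with the Kruskal–Wallis test over 16 tissues, 20 with the Wilcoxon test, 88 with AUROC alone and 22 with the highest mean rank and Wilcoxon test, and from 7 without replicate 1 to 12 without replicate 3. The highest was 286 with the Kruskal–Wallis test over 16 tissues and 1369 with AUROC alone, and from 423 without replicate 3 to 536 without replicate 1. The adjusted p of the synaptic list in cortex was 1.00 without any 1 replicate in wild-type libraries and in *Scx-/-* libraries 0.455 with the Kruskal–Wallis test over 16 tissues and 1.00 without any 1 replicate. That of the B cell list in spleen was 1.00 with the Kruskal–Wallis test over 16 tissues in wild-type and 0.252 with the Kruskal–Wallis test over 16 tissues in *Scx-/-* libraries. That of the brown fat list in vascular samples was 1.00 with the Kruskal–Wallis test over 16 tissues and from 0.00489 without replicate 1 to 0.776 without replicate 2 in wild-type libraries, and 2.82e-05 with an exact permutation p, 0.00971 with the Kruskal–Wallis test over 16 tissues and 1.67e-05 with AUROC alone in *Scx-/-* libraries.

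The numbers of DEGs that moved by more than 1.5 times are given by setting, beside the counts at the claims. At the study's thresholds they were 47 in adipose, 241 in bladder, 48 in bone, 111 in cartilage, 211 in cortex, 107 in heart, 131 in hippocampus, 46 in intestine, 274 in kidney, 245 in liver, 72 in lung, 275 in muscle, 151 in rectum, 80 in spleen, 157 in stomach and 94 in vascular after filterByExpr. At the study's thresholds they were 124 in adipose, 253 in cartilage, 413 in kidney, 349 in liver, 343 in muscle and 277 in vascular in thinned libraries. At the study's thresholds they were 2161 in adipose, 1555 in bone, 1449 in cartilage, 1014 in heart, 1312 in hippocampus, 2148 in intestine, 1004 in liver, 943 in lung, 1433 in rectum, 1075 in spleen, 946 in stomach and 1710 in vascular in the joint fit over all tissues. By adjusted p with RLE size factors they were 0 in adipose, 0 in hippocampus, 3 in lung, 15 in muscle and 2 in vascular. By adjusted p with library totals alone they were 0 in adipose, 25 in heart, 0 in hippocampus, 5 in lung, 32 in muscle and 2 in vascular. By adjusted p after filterByExpr they were 0 in adipose, 0 in bladder, 0 in cartilage, 2 in heart, 0 in hippocampus, 0 in kidney, 6 in liver, 41 in rectum, 0 in spleen, 0 in stomach and 0 in vascular. By adjusted p in thinned libraries they were 0 in adipose, 11 in bladder, 0 in cartilage, 3 in heart, 0 in hippocampus, 18 in kidney, 22 in liver and 4 in muscle. By adjusted p by DESeq2 they were 0 in adipose, 1 in bone, 0 in cartilage, 5 in cortex, 0 in hippocampus, 1 in intestine, 12 in kidney, 31 in liver, 0 in lung, 12 in muscle, 0 in spleen, 2 in stomach and 0 in vascular. By adjusted p in the joint fit over all tissues they were 21 in adipose, 0 in cartilage, 3 in heart, 2 in intestine, 0 in kidney, 3 in liver, 0 in lung, 1 in muscle, 33 in rectum, 0 in spleen, 2 in stomach and 0 in vascular.

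Leaving out 1 library moved the number at the study's thresholds from 104 without *Scx-/-* replicate 3 to 311 without wild-type replicate 1 in adipose, from 163 without *Scx-/-* replicate 2 to 292 without *Scx-/-* replicate 3 in bone, from 247 without wild-type replicate 2 to 332 without wild-type replicate 1 in cartilage, from 182 without wild-type replicate 3 to 387 without *Scx-/-* replicate 1 in heart, from 251 without *Scx-/-* replicate 1 to 689 without wild-type replicate 2 in hippocampus, from 125 without wild-type replicate 1 to 533 without *Scx-/-* replicate 1 in intestine, from 343 without wild-type replicate 2 to 948 without *Scx-/-* replicate 1 in kidney, from 336 without *Scx-/-* replicate 3 to 709 without wild-type replicate 1 in liver, from 195 without *Scx-/-* replicate 2 to 480 without wild-type replicate 1 in lung, from 403 without *Scx-/-* replicate 2 to 813 without wild-type replicate 2 in muscle, from 382 without *Scx-/-* replicate 2 to 549 without wild-type replicate 1 in rectum, from 179 without wild-type replicate 2 to 729 without *Scx-/-* replicate 1 in spleen, from 203 without wild-type replicate 1 to 500 without *Scx-/-* replicate 1 in vascular. By adjusted p it moved from 0 without *Scx-/-* replicate 3 to 11 without wild-type replicate 1 in adipose, from 11 without wild-type replicate 3 to 28 without *Scx-/-* replicate 3 in bladder, from 0 without wild-type replicate 2 to 5 without wild-type replicate 1 in bone, from 0 without wild-type replicate 2 to 10 without wild-type replicate 1 in cartilage, from 0 without wild-type replicate 1 to 8 without wild-type replicate 2 in cortex, from 1 without *Scx-/-* replicate 1 to 8 without wild-type replicate 1 in heart, from 0 without *Scx-/-* replicate 1 to 2 without wild-type replicate 3 in hippocampus, from 0 without wild-type replicate 1 to 2 without *Scx-/-* replicate 3 in intestine, from 14 without wild-type replicate 2 to 43 without *Scx-/-* replicate 1 in kidney, from 32 without *Scx-/-* replicate 3 to 80 without wild-type replicate 1 in liver, from 1 without *Scx-/-* replicate 2 to 4 without wild-type replicate 1 in lung, from 4 without *Scx-/-* replicate 2 to 59 without wild-type replicate 1 in muscle, from 37 without *Scx-/-* replicate 2 to 62 without wild-type replicate 3 in rectum, from 0 without wild-type replicate 1 to 39 without *Scx-/-* replicate 1 in spleen, from 1 without wild-type replicate 2 to 22 without *Scx-/-* replicate 2 in stomach.

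Libraries of the genotypes share replicate numbers. Whether a number marks a mouse is not stated, and in no tissue did all 3 same-numbered pairs correlate by more than 0.1, so the numbers were not taken as pairs. In bone and lung every library correlated best with its own number, a hint from the data and not from the design. With the replicate block, the number at the study's thresholds was 77 in adipose, 330 in bladder, 84 in bone, 128 in cartilage, 284 in cortex, 95 in heart, 198 in hippocampus, 88 in intestine, 382 in kidney, 328 in liver, 92 in lung, 189 in muscle, 235 in rectum, 132 in spleen, 265 in stomach and 142 in vascular, and by adjusted p 0 in adipose, 0 in cartilage, 2 in cortex, 1 in heart, 2 in hippocampus, 3 in muscle and 39 in rectum. The adjusted p of fast-twitch fibre genes in muscle was 0.139 and of bone marrow genes in cartilage 0.196, neither called with the block. Muscle, bone, and cartilage ranked 8, 14, and 10. *Dcn* (0.089) and *Prelp* (0.17) in heart, *Col1a1* in bone (−0.052), and *Col2a1* (−0.22) and *Col10a1* (−0.67) in cartilage changed sign. Of 64 named genes, 54 kept their direction and side. Of the genes the paper names, 4 of 4 for muscle contraction, 2 of 5 for collagen fibrils, 1 of 4 for heart, and 1 of 5 for bone were called.

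The adjusted p of the gene lists from limma's camera was, for fast-twitch fibre genes in muscle 0.210 with RLE size factors, 0.924 with library totals alone and 0.171 after filterByExpr, from 0.0145 without wild-type replicate 3 to 0.301 without *Scx-/-* replicate 1, for collagen fibril genes in muscle 0.426 without the genes named by the paper, from 3.36e-09 without wild-type replicate 1 to 0.982 without wild-type replicate 3, for tendon and fascia genes in muscle from 5.08e-10 without wild-type replicate 1 to 0.163 without wild-type replicate 3, for collagen fibril genes in heart 0.0346 with library totals alone and 0.00226 after filterByExpr, for slow-twitch fibre genes in heart from 0.000111 without wild-type replicate 1 to 0.771 without wild-type replicate 2, for osteoblast genes in bone 0.967 after filterByExpr and 0.601 without the genes named by the paper, from 0.00808 without wild-type replicate 2 to 0.109 without wild-type replicate 1, for collagen fibril genes in bone from 0.0241 without wild-type replicate 3 to 0.204 without *Scx-/-* replicate 3. It was, for tendon and fascia genes in bone from 0.00880 without wild-type replicate 1 to 0.152 without wild-type replicate 2, for bone marrow genes in bone from 0.000136 without wild-type replicate 1 to 0.0681 without wild-type replicate 3, for BMP and TGF-beta inhibitor genes in cartilage 0.00286 after filterByExpr, from 0.00919 without wild-type replicate 1 to 0.662 without wild-type replicate 2, for cartilage genes in cartilage 0.967 after filterByExpr, from 0.000129 without *Scx-/-* replicate 1 to 0.840 without *Scx-/-* replicate 2, for collagen fibril genes in cartilage from 3.92e-08 without wild-type replicate 1 to 0.497 without wild-type replicate 2, for bone marrow genes in cartilage from 1.67e-11 without *Scx-/-* replicate 1 to 0.828 without *Scx-/-* replicate 3, for cartilage genes in muscle from 0.00420 without wild-type replicate 2 to 0.960 without wild-type replicate 3. With an estimated correlation it was 0.671 and 0.730 for the lists called at the preset one.

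Among 15 tissues the place of muscle was 2 with RLE size factors, 1 with library totals alone, 1 after filterByExpr, 10 in thinned libraries, 7 by DESeq2, 12 in the joint fit over all tissues and 6 by adjusted p, and from 1 without wild-type replicate 2 to 8 without *Scx-/-* replicate 1. The place of bone was 8 with RLE size factors, 8 with library totals alone, 13 after filterByExpr, 5 in thinned libraries, 10 without sex-linked genes, 12 by DESeq2, 3 in the joint fit over all tissues and 13 by adjusted p, and from 11 without wild-type replicate 2 to 15 without *Scx-/-* replicate 2, and of cartilage 14 with RLE size factors, 14 with library totals alone, 9 after filterByExpr, 14 in thinned libraries, 9 by DESeq2, 4 in the joint fit over all tissues and 8 by adjusted p, and from 10 without wild-type replicate 1 to 13 without *Scx-/-* replicate 3. The number of genes called in several tissues was 18 for 4 tissues, 2 for 8 tissues and 4 after filterByExpr, and of genes with an interaction from 14 without replicate 2 to 40 without replicate 1.

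Log2 fold changes that changed sign in at least 1 setting are given with those settings and the range over libraries left out: *Pvalb* in muscle −0.10 with library totals alone and −0.001 in thinned libraries, from −0.080 without wild-type replicate 1 to 0.42 without wild-type replicate 2, *Ogn* in muscle 0.12 in the joint fit over all tissues, from −0.57 without *Scx-/-* replicate 3 to 0.12 without *Scx-/-* replicate 1, *Dcn* in heart 0.048 with RLE size factors, 0.036 after filterByExpr, 0.044 in thinned libraries and 0.036 by DESeq2, from −0.31 without wild-type replicate 2 to 0.20 without wild-type replicate 1, *Prelp* in heart from −0.90 without wild-type replicate 1 to 0.85 without wild-type replicate 2, *Ogn* in heart −0.003 in the joint fit over all tissues, from −0.36 without wild-type replicate 2 to 0.46 without wild-type replicate 3, *Col1a1* in bone −0.15 with RLE size factors, −0.13 with library totals alone, −0.056 after filterByExpr, −0.18 in thinned libraries, −0.15 by DESeq2 and −0.004 in the joint fit over all tissues, from −0.20 without *Scx-/-* replicate 1 to 0.27 without *Scx-/-* replicate 3, *Col2a1* in cartilage from −0.78 without *Scx-/-* replicate 1 to 0.69 without *Scx-/-* replicate 3, *Col10a1* in cartilage from −1.38 without *Scx-/-* replicate 1 to 0.68 without *Scx-/-* replicate 3, *Col11a1* in cartilage 0.012 in the joint fit over all tissues, from −0.88 without *Scx-/-* replicate 1 to 0.39 without *Scx-/-* replicate 3, *Sox6* in muscle from −0.14 without *Scx-/-* replicate 2 to 0.91 without wild-type replicate 3, *Mb* in heart from −0.23 without wild-type replicate 2 to 0.54 without wild-type replicate 1, *Myl3* in heart from −0.18 without wild-type replicate 2 to 0.65 without wild-type replicate 3, *Cav1* in cartilage from −0.50 without *Scx-/-* replicate 2 to 0.034 without wild-type replicate 3. Of 64 named pairs of a gene and a tissue, 58 kept direction and side with RLE size factors, 55 with library totals alone, 56 in thinned libraries, 53 by DESeq2, 50 in the joint fit, and all 64 without sex-linked genes. filterByExpr removed genes before the test, leaving 55, of which 48 did.

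The scaling moved the percentage of DEGs that were lower by more than 10 points in adipose (34.3, 69.3 with RLE size factors and 80.4 with library totals), hippocampus (37.5, 51.6 with RLE size factors and 49.5 with library totals), intestine (69.6, 45.0 with RLE size factors and 41.5 with library totals), kidney (62.3, 50.4 with RLE size factors and 51.2 with library totals), liver (46.8, 57.8 with RLE size factors and 64.0 with library totals), lung (54.3, 61.7 with RLE size factors and 72.9 with library totals), muscle (53.6, 64.8 with RLE size factors and 73.0 with library totals), spleen (49.9, 40.1 with RLE size factors and 67.5 with library totals) and vascular (59.2, 44.8 with RLE size factors and 32.7 with library totals). With TMM the median log2 fold change of all genes was 1.47 in adipose and −1.63 in intestine, where totals did not overlap. On simulated counts with a mean of at least 10, a 4-fold change reached an adjusted p under 0.05 for 8% of genes in muscle and 1% in heart and bone, and the parts of depth and of the spread between libraries in this were not separated.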

Differences from the paper's values

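The tests in this part were planned, apart from a setting for TSGs and the ranks without a replicate, named below as chosen after seeing the values. The paper gives a highest number of TSGs in a tissue of 1041 in wild-type and 1108 in *Scx-/-* mice, and the counts gave 640 and 663. Of the alternatives set before the data were examined, the exact permutation p (953 and 965), the AUROC threshold alone (1329 and 1369), the tissue with the highest mean rank (872 and 866), and TMM normalization (837 and 819) lie within 1.5 times of the paper's numbers. The Kruskal–Wallis test over 16 tissues (210 and 286), the Wilcoxon test (634 and 653), a mean of at least 1 CPM (573 and 581), and leaving out replicate 1 (437 and 536), 2 (505 and 452), or 3 (485 and 423) do not. The highest mean rank with the Wilcoxon test, chosen after seeing the values, gave 863 and 854.

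The paper describes most tissues as clearly separated except for cortex and hippocampus. On the correlations used here, 77 of 96 libraries were closest to their own tissue, with all 6 hippocampus libraries closest to cortex, 6 of cartilage and 4 of bone closest to muscle, and 1 each of adipose, intestine, and rectum closest to another tissue, while 93 were on CPM without a logarithm and 93 with the 2000 most variable genes. The paper calls the musculoskeletal tissues the most affected, drawing on MuSeq and histology, and its text gives no number of DEGs per tissue. By that number, which is another measure, muscle, bone, and cartilage took places 3, 11, and 12 of 15. Muscle came first with library totals alone, after filterByExpr, and without wild-type replicate 2, in a version of that setting chosen after seeing the values of a first one.

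The paper names *Col1a1*, *Col1a2*, and *Serpinh1* as lower in heart. Their log2 fold changes were −1.08, −0.99, and −0.83, and none passed the study's thresholds. *Col1a1* missed the one on *p* alone, and the others missed the one on fold change too. Library totals alone call all 3, DESeq2 and filterByExpr call *Col1a1* and *Col1a2*, and the joint fit over all tissues and the fit without wild-type replicate 2 call *Col1a1*. In bone the paper also names *Vegfa* (−2.76) and *Gdpd2* (adjusted p = 0.636, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), not called here, while DESeq2, thinned libraries, and the joint fit over all tissues call both. In muscle it names *Col1a1* (−0.996) and *Col1a2* (−0.997), called by DESeq2, with RLE size factors, with library totals alone, after filterByExpr, and in thinned libraries. Without 1 library, both passed it without wild-type replicate 1 (−1.29 and −1.24), wild-type replicate 2 (−1.09 and −1.05), and *Scx-/-* replicate 1 (−1.30 and −1.14), and *Col1a2* without *Scx-/-* replicate 2 (−1.12).

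The paper finds brown fat functions among the TSGs of vascular samples of both genotypes. The list used here was enriched in wild-type samples, though not with the Kruskal–Wallis test over 16 tissues or without replicate 2, and not in *Scx-/-* samples (adjusted p = 0.279, Fisher's exact test), where the exact permutation p, the AUROC threshold alone, and the Kruskal–Wallis test over 16 tissues enrich it. The paper finds inhibition of TGF-beta and BMP signaling among genes lower in *Scx-/-* cartilage. The list used here had an adjusted p of 0.0897 from limma's camera, and was called after filterByExpr and without wild-type replicate 1.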

Other observations

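The tests of few libraries per tissue, of the animals behind bone and cartilage libraries, of a change of collagen genes shared by all tissues, and of lists without the paper's genes were chosen after the results were seen.

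Other splits of the 6 libraries of a tissue into 3 and 3 also give DEGs. There are 10 splits, too few for a share under 0.05, so each count is given with the highest of the other splits and the number of splits, the real one included, that gave as many. At the study's thresholds these were 356, 275, and 1 in adipose, 570, 513, and 1 in bladder, 433, 449, and 3 in bone, 429, 505, and 4 in cartilage, 467, 534, and 4 in cortex, 436, 533, and 3 in heart, 552, 483, and 1 in hippocampus and 513, 379, and 1 in intestine. In the remaining tissues they were 664, 518, and 1 in kidney, 573, 485, and 1 in liver, 370, 568, and 7 in lung, 660, 644, and 1 in muscle, 714, 726, and 2 in rectum, 415, 724, and 4 in spleen, 489, 483, and 1 in stomach and 510, 380, and 1 in vascular. By adjusted p they were 7, 10, and 2 in muscle and 3, 12, and 6 in cartilage. In bone edgeR gave 0 by adjusted p, with 6 in the highest other split and 10 of 10 splits as large, 437 genes at an unadjusted p under 0.05 and 1 by DESeq2.

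For genes called in 5 or more tissues, the real split gave 10 and the highest of the other joint splits 12, with 4 of 10 as large, too few splits for a share under 0.05. The number of genes of the sex list among them was 1 (*Eif2s3y*). Most libraries of wild-type replicates 1 and 3 and *Scx-/-* replicate 1 held *Xist*, and most of wild-type replicate 2 and *Scx-/-* replicates 2 and 3 held Y-linked counts, so sex differs between the groups and part of these calls cannot be told apart from it. The joint split with 12 genes sets these same replicate numbers against each other, so it is a contrast of sex and no chance regrouping. The same split gave the highest other counts in heart (533) and muscle (644) at the study's thresholds, and in rectum (11) by adjusted p.

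Over the 14 tissues other than bone and cartilage, the libraries of a replicate number agreed on *Xist* or Y-linked genes in 14, 13, and 14 tissues for wild-type replicates 1 to 3 and 14, 14, and 13 for *Scx-/-* replicates 1 to 3, with 0 counts of both in wild-type replicate 2 of heart and *Scx-/-* replicate 3 of intestine. In bone and cartilage, 4 libraries differed: cartilage wild-type replicate 1 (3 *Xist* and 29 Y-linked counts), cartilage *Scx-/-* replicate 2 (116 and 3), bone *Scx-/-* replicate 1 (3 and 56), and bone *Scx-/-* replicate 2 (68 and 0). A replicate number that stands for other animals or pools in bone and cartilage is consistent with these 4 libraries. An exchange of the genotype labels of cartilage wild-type replicate 1 and *Scx-/-* replicate 2 would give the same counts there, since each carried the sex of most libraries with the other's number, and stays open. *Scx* was at 0 in both of them and does not decide it, and cartilage *Scx-/-* replicate 1 held 9 *Scx* counts. In bone the libraries that differed were both labelled *Scx-/-*. Labels were kept as given, so the results for cartilage depend on their being right. Samples exchanged between tissues were not tested.

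Chance is excluded for the number of TSGs, since 1 of 100 assignments of tissue names in wild-type and 1 of 100 in *Scx-/-* libraries, the real ones, gave as many. The AUROC threshold alone called more TSGs, and few libraries per tissue may account for part of this: the smallest Kruskal–Wallis p without ties is 0.00404. No biological explanation of this pattern was tested.

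The number of DEGs per tissue was set against the lowest library total (Spearman's rho 0.129) and the common dispersion (Spearman's rho −0.511). The test of the dispersion was set up on the premise that a larger spread raises the number by chance. In edgeR a larger dispersion also raises the p of each gene and lowers the number, so neither sign decides, and the spread between libraries cannot be told apart from a difference between the tissues. Depth cannot be told apart from the tissues themselves with 15 tissues.

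For the gene lists, the unadjusted p of limma's camera in the real split was compared with other splits of the same 6 libraries, which are too few for a share under 0.05. The lists for slow-twitch and collagen fibril genes in muscle, collagen fibril genes in heart, and osteoblast genes in bone include genes the paper chose on the same libraries, so their splits are no independent evidence. The values were 6.59e-11 for slow-twitch fibre genes in muscle (1.55e-15 in the lowest other split, 2 of 10 as small), 0.000325 for collagen fibril genes in muscle (8.8e-08 in the lowest other split, 5 of 10 as small), and 2.32e-08 for tendon and fascia genes in muscle (3.74e-09 in the lowest other split, 2 of 10 as small). For heart, bone, and cartilage they were 0.0504 for collagen fibril genes in heart (0.0855 in the lowest other split, 1 of 10 as small), 0.00594 for osteoblast genes in bone (0.0280 in the lowest other split, 1 of 10 as small), 0.0336 for inhibitors of BMP and TGF-beta signaling in cartilage (0.00434 in the lowest other split, 2 of 10 as small), and 0.996 for cartilage genes in cartilage (1.22e-15 in the lowest other split, 10 of 10 as small).

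A lower share of all muscle fibre RNA in *Scx-/-* muscle would lower fast-twitch fibre genes as well, while their median log2 fold change was 0.529, which argues against it as the cause of the lower slow-twitch fibre genes. A different mixture of muscles in the samples stays open. For the lower collagen and tendon genes, less bone or cartilage tissue in the *Scx-/-* muscle samples cannot be told apart from a change within muscle, because the set test of osteoblast genes gave a p of 0.42 from limma's camera. The median log2 fold change of these genes was 0.50, and −0.36 for the 9 with at least 10 CPM. The paper's discussion cites a report of hypoplastic force-transmitting and inter-muscular tendons in *Scx-/-* mice. Less tendon tissue in the *Scx-/-* muscle samples was not tested and stays open for these falls of collagen and tendon genes. The median log2 fold change of collagen fibril genes was below 0 in 12 of 15 tissues, so a change shared by all tissues may underlie part of the fall in muscle, which for collagen fibril genes other than the paper's was not called (adjusted p = 0.426 from limma's camera). In bone, the median log2 fold change of bone marrow genes was 0.548. It was 0.037 without *Scx-/-* replicate 1, 0.26 without wild-type replicate 3, 0.26 in thinned libraries, 0.39 with RLE size factors, and 1.39 without wild-type replicate 1, so its size rests on single libraries. Whether more marrow in the *Scx-/-* bone samples accounts for part of the lower values of osteoblast genes stays open. A fall of this list beyond the paper's 5 genes was not established (adjusted p = 0.601 from limma's camera), and a change within osteoblasts stays open.

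Genes of 1 tissue were counted at a low level in most others. The median share of the level in the own tissue was 0.00416 for hepatocyte genes over 15 other tissues, 0.00604 for fast-twitch fibre genes over 11, and 0.00982 for synaptic genes over 14. For fast-twitch fibre genes, bone, cartilage, heart, and rectum were left out. Reads assigned to the wrong sample within a pool are consistent with the lowest of these, 0.00416, and would add a floor under genes that are abundant in another tissue. RNA shared at dissection stays open.

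*Cirbp* was called higher and *Serpinh1* lower in 6 tissues each. A lower body temperature of the *Scx-/-* mice would lower heat shock genes, and the median log2 fold change of a list of 15 was below 0 in 12 of 15 tissues (median −0.23, SD 0.525 over tissues), so a lower body temperature may account for part of this. Genes of the circadian clock that peak together had a median of 0.784 (SD 0.584) and those of the opposite phase 0.12 (SD 0.830), so a different time of day of sampling cannot be told apart from the genotype. These lists were written before their values were seen.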
